# PDGFRα reporter activity identifies periosteal progenitor cells critical for bone formation and fracture repair

**DOI:** 10.1038/s41413-021-00176-8

**Published:** 2022-01-25

**Authors:** Jiajia Xu, Yiyun Wang, Zhu Li, Ye Tian, Zhao Li, Amy Lu, Ching-Yun Hsu, Stefano Negri, Cammy Tang, Robert J. Tower, Carol Morris, Aaron W. James

**Keywords:** Bone, Diseases

## Abstract

The outer coverings of the skeleton, which is also known as the periosteum, are arranged in concentric layers and act as a reservoir for tissue-specific bone progenitors. The cellular heterogeneity within this tissue depot is being increasingly recognized. Here, inducible PDGFRα reporter animals were found to mark a population of cells within the periosteum that act as a stem cell reservoir for periosteal appositional bone formation and fracture repair. During these processes, PDGFRα reporter^+^ progenitors give rise to Nestin^+^ periosteal cells before becoming osteoblasts and osteocytes. The diphtheria toxin-mediated ablation of PDGFRα reporter^+^ cells led to deficits in cortical bone formation during homeostasis and a diminutive hard callus during fracture repair. After ossicle transplantation, both mouse PDGFRα reporter^+^ periosteal cells and human Pdgfrα^+^ periosteal progenitors expand, ossify, and recruit marrow to a greater extent than their counterpart periosteal cells, whereas PDGFRα reporter^−^ periosteal cells exhibit a predisposition to chondrogenesis in vitro. Total RNA sequencing identified enrichment of the secreted factors *Fermt3* and *Ptpn6* within PDGFRα reporter^+^ periosteal cells, which partly underlie the osteoblastogenic features of this cell population.

## Introduction

The periosteum is a thin, dense layer of connective tissue that surrounds bones and is crucial to cortical bone homeostasis and repair.^1,2^ The periosteum contains poorly delineated skeletal precursor populations, which are anatomically separated into outer fibrous and inner cambium layers.^1,3,4^ Although the periosteum houses cells with two principal cellular fates (osteoblasts and chondroblasts), the discrimination of these progenitor cell subpopulations remains a challenge. At the early stage during embryonic endochondral ossification, the periosteum is formed from the perichondrium, which is rich in Nestin^+^ cells.^5^ Nestin^+^ and Lepr^+^ cells in the periosteum are subsets of periosteum-derived multipotent skeletal stem cells and possess multipotent and self-renewal abilities.^6^ Gli1-lineage cells in the periosteum rapidly expand in response to fracture and produce osteoblasts and/or chondrocytes.^7^ Mx1^+^αSMA^+^ cells also label a periosteal subpopulation with high colony formation potential.^8^ Cathepsin K^+^ periosteal cells highlight a periosteal population that is prone to bone but not cartilage formation.^9^ Markers such as PDPN, CD73, and CD164 have been described to identify self-renewing human skeletal stem cells within the periosteum.^10^ Platelet-derived growth factor receptor β (PDGFRβ) is a marker for skeletal stem and progenitor cells, including periosteal stem cells. PDGF-PDGFRβ signaling induces stem cell proliferation, trafficking, and angiotropism and mediates callus formation during bone repair.^11^

Platelet-derived growth factor receptor α (PDGFRα) is an emerging stem cell marker and can identify progenitor cell populations in multiple tissues, such as the periosteum, bone marrow, adipose tissue, and skeletal muscle.^12–15^ This marker has also been used to isolate Sca1^+^ stem cells from the heart and bone marrow.^12,16–18^ Platelet-derived growth factor (PDGF) is a potent mitogen for skeletal precursor cells and a critical mediator during early fracture healing.^19^ Periosteal progenitor cells express the PDGF receptor during fracture repair.^20^ Whether PDGFRα^+^ periosteal stem cells contribute to self-renewal and bone regeneration and are precursor cells of different subpopulations within this cellular niche remain important but largely unaddressed questions.

In this study, we utilized inducible PDGFRα reporter animals to identify a population of cells within the periosteum that act as a stem cell reservoir for periosteal appositional bone formation and fracture repair. Using cell ablation studies in combination with fluorescence-activated cell sorting (FACS) purification and transplantation, we found that PDGFRα reporter^+^ periosteal cells are a highly osteoblastogenic population responsible for the canonical functions of the periosteum during homeostasis and repair. Transcriptomics revealed the enrichment of two novel secreted factors within the PDGFRα reporter^+^ periosteum that underlie the osteoprogenitor features of this cell population.

## Results

### PDGFRα reporter activity marks skeletal progenitor cells within the periosteum

The long bones of PDGFRα^mT/mG^ mice showed PDGFRα reporter activity within bone-lining cells, including the periosteum, endosteum and trabecular bone (Fig. 1a–c, Supplementary Fig. S1). The basal CreER^T2^ leakage levels in the absence of tamoxifen (TM) were very low in reporter mice (Supplementary Fig. S2). In the periosteum, PDGFRα reporter activity was primarily found within the outer fibrous layer (Fig. 1c, d), whereas immunohistochemical detection of other ‘skeletal stem cell’ antigens, including Nestin, Gli1, and Lepr, was primarily found in the inner cambium layer (Fig. 1e; the coexpression frequency is indicated in Supplementary Fig. S3). Although PDGFRα reporter activity has been found in perivascular areas in other tissues,^14^ this finding was not clearly observed in the periosteum (Supplementary Fig. S4). The numbers of PDGFRα reporter^+^ periosteal cells gradually decreased with increases in the mouse age (Supplementary Fig. S5), although at least some periosteal reporter activity was detected at all ages.

**Fig. 1:**
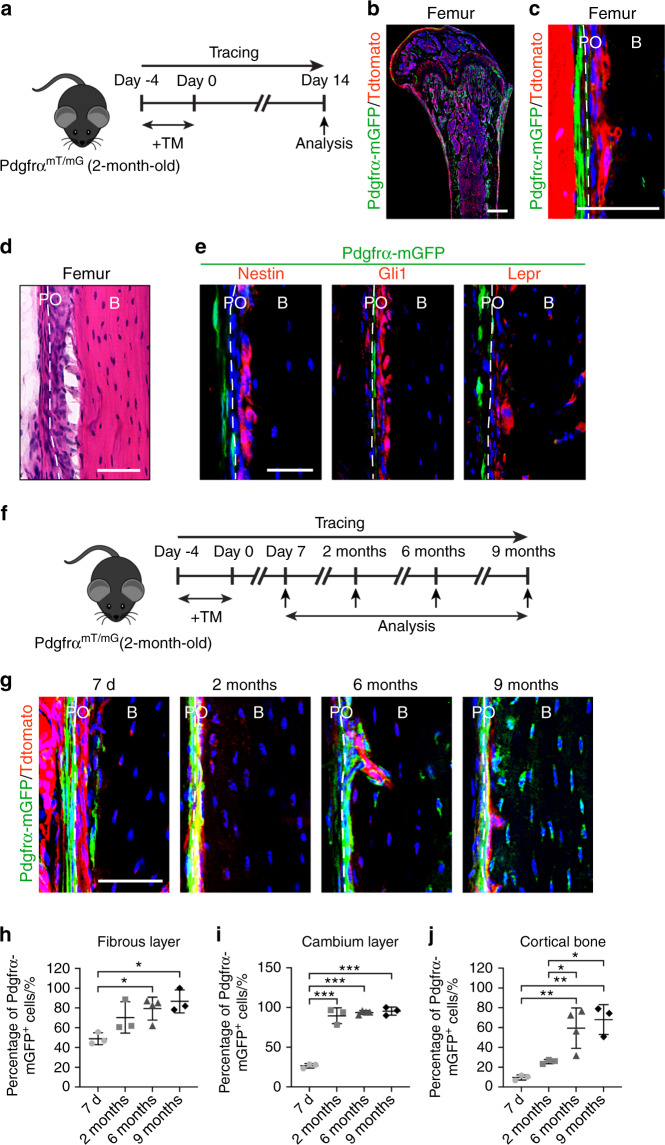
PDGFRα reporter activity marks skeletal progenitor cells within the periosteum. **a–e** PDGFRα reporter activity is mainly present in the fibrous layers of the periosteum. **a** Schematic of the experiment: PDGFRα^mT/mG^ animals (male, aged 2 mo) were administered tamoxifen (TM), and reporter activity was examined after 2 weeks. PDGFRα reporter^+^ (GFP^+^) cells were present in the femoral diaphyseal periosteum, as demonstrated by tile scanning (**b**) and at high magnification (**c**). Nuclei, DAPI (4′,6-diamidino-2-phenylindole, blue). **d** Representative histologic appearance of the femoral periosteum observed by H&E staining. **e** Immunohistochemical staining for Nestin, Gli1, and Lepr within the femoral diaphyseal periosteum using PDGFRα^mT/mG^ reporter sections and detection under a confocal microscope. GFP indicates reporter activity, and Tdtomato expression is not shown. **f–j** PDGFRα reporter^+^ periosteal cells give rise to the cambium layer of the periosteum and osteocytes over time. **f** Schematic of the experiment: PDGFRα^mT/mG^ animals (male, aged 2 mo) were administered TM, and reporter activity was examined after 7 d, 2 mo, 6 mo, and 9 mo. **g** Representative images of the PDGFRα^mT/mG^ diaphyseal periosteum at different time points after TM injection. Percentage of PDGFRα reporter^+^ cells in the fibrous periosteum (**h**), cambium periosteum (**i**), and osteocytes (**j**). B bone, PO periosteum. The dashed lines in **c**, **d**, **e**, and **g** indicate the limit between the inner and outer layers of the periosteum. Scale bars: 500 μm (**b**) and 50 μm (**c**, **d**, **e**, **g**). *n* = 3–4 animals per group. The dot plots represent an individual animal, and the whisker plots indicate the mean and one-SD values. *P < 0.05, **P < 0.01 and ***P < 0.001, as assessed by one-way ANOVA with Tukey’s multiple-comparisons test

The fibrous periosteum has long been hypothesized to serve as a stem cell niche for replenishing the cambium and cortical bone.^21^ To assess the cell fate of PDGFRα reporter^+^ cells within the periosteum, the femurs of PDGFRα^mT/mG^ mice were analyzed during long-term chasing after TM administration (up to 9 mo later, Fig. 1f, g). A gradual increase in reporter activity was observed over time in the fibrous periosteum, and 41.6% to 86.7% of cells within this tissue layer exhibited this activity (Fig. 1h). Similarly, a significant increase over time was observed in the cambium layer, and up to 95.5% of the cells exhibited this activity at the study endpoint (Fig. 1i). The proportion of osteocytes lying adjacent to the periosteum that exhibited mGFP expression also showed a prominent increase, from 9.7% of cells at 7 d to 68.1% of cells at 9 mo (Fig. 1j). Osteocytes lying deeper within cortical bone and adjacent to the endosteum demonstrated a similar trend over time (*not shown*).

A similarly prominent generation of skeletal cells from PDGFRα reporter^+^ cells was observed after fracture (Fig. 2). Here, a closed, nonstabilized fracture in the mid-diaphysis of the forelimbs was examined over a 30-d period (Fig. 2a–i). A significant increase in periosteal PDGFRα reporter activity was noted as early as 1 d after fracture (Fig. 2c, d) and gave rise to most of the fracture callus at later timepoints (Fig. 2c). Robust expansion of PDGFRα reporter^+^ periosteal cells was observed over time (Fig. 2d), whereas a transient expansion of PDGFRα reporter^+^ cells was detected within the interstitium of skeletal muscle next to the injury site (Fig. 2e). At later timepoints, a large fraction of chondrocytes within the fracture callus were mGFP^+^ (Fig. 2f), and the majority of bone-lining cells were also mGFP^+^ (Fig. 2g, see also Fig. 2i for quantification). The descendants of PDGFRα reporter^+^ cells were confirmed to give rise to both aggrecan^+^ chondrocytes and osteocalcin (OCN)^+^ osteoblasts but not CD31^+^ endothelial cells within the fracture callus (Fig. 2h). These histological observations were confirmed by flow cytometry for aggrecan, osteopontin and CD31 (Supplementary Fig. S6). In all fracture studies, minimal recombination in the absence of TM administration was observed (*not shown*). These data indicate that PDGFRα reporter activity marks a major skeletal progenitor pool within the periosteum, and this pool contributes to both cortical bone renewal and fracture healing postnatally in mice.

**Fig. 2:**
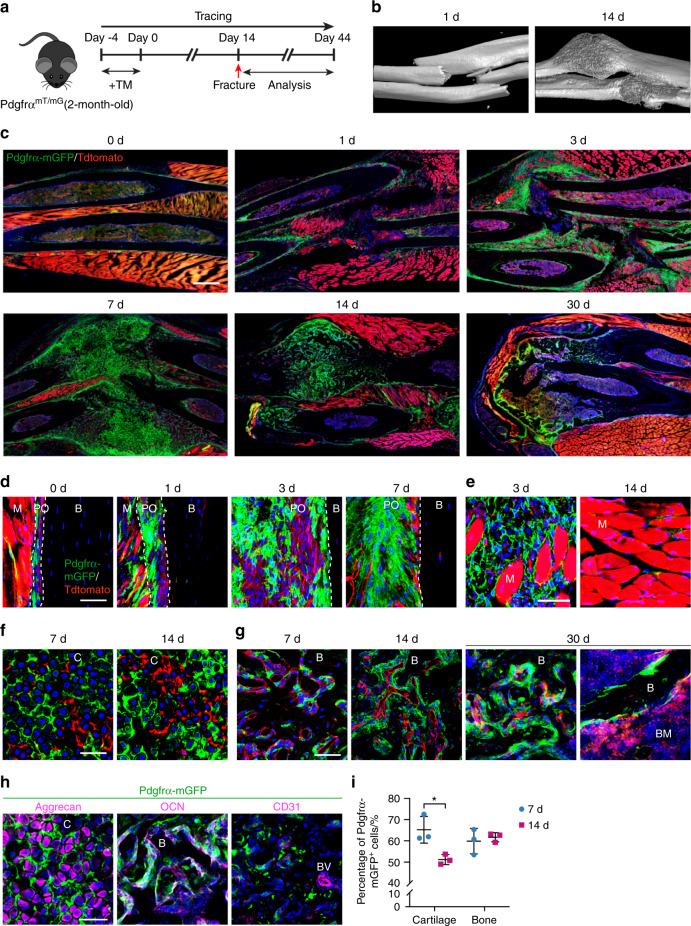
PDGFRα reporter^+^ periosteal cells give rise to osteochondral cells within a fractured callus. **a** PDGFRα^mT/mG^ reporter animals (male, aged 2 mo) were administered TM, forelimb fracture was performed after 14 d, and an analysis was performed 1–30 d later. **b** Micro-CT 3D reconstructions at representative time points after fracture. **c** Representative tile scans of the whole forelimb at serial time points after fracture ranging from 0 to 30 d. The uninjured forelimb is shown for comparison. Nuclei, DAPI (4′,6-diamidino-2-phenylindole, blue). **d** Representative high-magnification images of PDGFRα reporter activity in the periosteum of unfractured or fractured bone (d 1–7). **e** High-magnification images of GFP^+^ cells in skeletal muscle adjacent to the fracture site (3 and 14 d). The dashed lines indicate the limit between the periosteum and muscle or bone. **f** Contribution of GFP^+^ cells in the cartilage of the fractured callus (7 and 14 d). **g** Contribution of GFP^+^ cells to new osteoblasts in the fractured callus (7–30 d). **h** Representative immunohistochemical staining of a PDGFRα^mT/mG^ fractured callus was performed 7 or 14 d after injury, including staining for aggrecan, osteocalcin (OCN), and CD31. **i** Percentages of mGFP^+^ chondrocytes/total chondrocytes and mGFP^+^ osteoblasts/total osteoblasts assessed at 7 and 14 d after injury. B bone, BM bone marrow, BV blood vessel, C cartilage, M skeletal muscle, PO periosteum. Scale bars: 500 μm (**c**) and 50 μm (**d**–**h**). *n* = 3 animals per group. The dot plots represent an individual animal, and the whisker plots indicate the mean and one-SD values. *P < 0.05, as assessed by two-tailed Student’s *t* tests

### The depletion of PDGFRα reporter^+^ progenitor cells impairs cortical homeostasis and fracture repair

To investigate the role of PDGFRα reporter^+^ progenitor cells in periosteal cortical homeostasis and bone turnover, PDGFRα reporter^+^ cells were genetically ablated by crossing PDGFRα^mT/mG^ mice with iDTR mice to generate PDGFRα^iDTR;mT/mG^ animals (Fig. 3a). After diphtheria toxin (DTX) injection, ablation of the majority of femoral PDGFRα reporter^+^ periosteal cells was observed (Fig. 3b, c), and a parallel reduction in mGFP^+^ osteocytes was also detected over time (Fig. 3c). Similarly, the ablation of PDGFRα reporter^+^ cells at 2 mo after DTX treatment led to reductions in the cellular contents within the cambium layer periosteum, and significant reductions were detected in the numbers of PDGFRα reporter^+^ progenitor cells that gave rise to Nestin-, Gli1-, or Lepr-immunoreactive cells (Fig. 3d, quantification is shown in Supplementary Fig. S7). A similar efficiency of cell ablation was noted within the endosteum 2 mo after DTX injection (Supplementary Fig. S8). The depletion of PDGFRα reporter^+^ progenitor cells resulted in a markedly thinner femoral cortex (Fig. 3e, f) and reduced periosteal alkaline phosphatase (ALP) activity (Fig. 3g). A quantitative micro-CT analysis confirmed that the DTX-treated group exhibited relatively lower values of several cortical bone-related parameters, including the bone area (B.Ar), cortical thickness (Ct.Th), bone perimeter (B.Pm), polar moment of inertia (pMOI), and periosteal and endosteal perimeters (P.Pm and E.Pm, respectively), than the control group (Fig. 3h). Similar results were found in the forelimb, and the ulna demonstrated reduced values of the cortical bone mass, thickness, and ALP activity (Supplementary Fig. S9). Taken together, these results indicate that PDGFRα reporter^+^ cells are needed for cortical bone homeostasis.

**Fig. 3:**
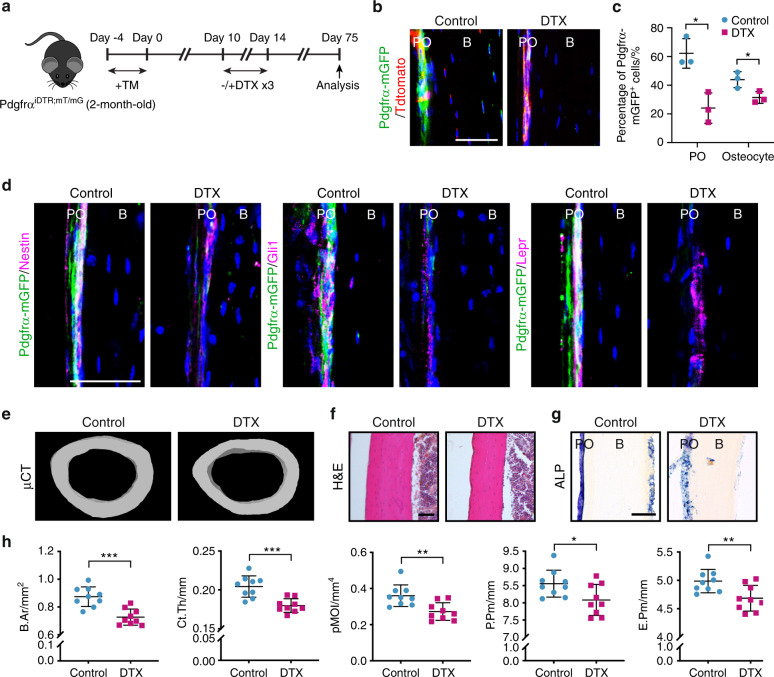
Depletion of periosteal PDGFRα reporter^+^ progenitor cells impairs cortical homeostasis. **a** PDGFRα^iDTR;mT/mG^ animals (male, aged 2 mo) were sequentially administered tamoxifen (TM) and diphtheria toxin (DTX) and analyzed after 2 mo. **b** Representative images of PDGFRα reporter activity (GFP) among DTX- or control-treated PDGFRα^iDTR;mT/mG^ animals. Nuclei, DAPI (4′,6-diamidino-2-phenylindole, blue). **c** Percentage of mGFP^+^ periosteal cells/total periosteal cells and mGFP^+^ osteocytes/total osteocytes. **d** Analysis of Nestin, Gli1, and LepR expression in DTX- or control-treated PDGFRα^iDTR;mT/mG^ animals by immunohistochemistry. **e** Micro-CT reconstructions of cortical bone in the midshaft femur. **f**, **g** Representative histologic appearance of the midshaft femur cortical bone observed by H&E (**f**) and alkaline phosphatase (ALP) staining (**g**). **h** Quantitative micro-CT analysis of the cortical bone in the control- and DTX-treated PDGFRα^iDTR;mT/mG^ animals at the femoral midshaft. The analysis included the bone area (B.Ar), cortical thickness (Ct.Th), polar moment of inertia (pMOI), periosteal perimeter (P.Pm), and endosteal perimeter (E.Pm). Scale bars: 50 μm. B bone, PO periosteum. The dot plots represent an individual animal, and the whisker plots indicate the mean and one-SD values. *n* = 3 animals per group (**b**–**d**) and 9 animals per group (**e**–**h**). *P < 0.05, **P < 0.01, and ***P < 0.001, as assessed by two-tailed Student’s *t* tests

To further confirm the importance of PDGFRα reporter^+^ progenitor cells in the established functions of the periosteum, DTX-mediated ablation was then performed prior to a closed, nonstabilized fracture in PDGFRα^iDTR;mT/mG^ mice (Fig. 4a). Cell depletion efficiency was again confirmed via immunofluorescent detection of reporter activity (Fig. 4b) and flow cytometry (Fig. 4c). The depletion of PDGFRα reporter^+^ cells diminished the callus size and ossification, as assessed by micro-CT at 14 and 30 d after fracture (Fig. 4d). The quantification of micro-CT images confirmed this impression, as demonstrated by reductions in the bone volume (BV), bone volume fraction (BV/TV), and trabecular number (Tb.N) after DTX treatment and a converse increase in the trabecular spacing (Tb.Sp) (Fig. 4e). Hematoxylin and eosin (H&E) staining revealed distinctive features of impaired bone formation in the DTX-treated group, and these features included a decreased bone area and an increase in remnant cartilage at 14 d after fracture (Fig. 4f, g). H&E images indicated more frequent mature trabeculae of lamellar bone among the control animals, whereas more apparent areas of immature woven bone were detected within the fracture sites of DTX-treated animals (Supplementary Fig. S10). Tissue sections of fractured calluses (7–30 d) confirmed a significant depletion of mGFP^+^ cells and a reduced callus size among the DTX-treated animals (Fig. 4h). Immunofluorescence staining confirmed these findings, which demonstrated by more obvious type 2 collagen (Col2)^+^ chondrocytes among the DTX-treated animals at 14 d after fracture (Fig. 4i). Conversely, more obvious OCN^+^ osteoblasts were found among the control group (Fig. 4j). In total, these data indicate that PDGFRα reporter^+^ progenitor cells are essential for cortical bone homeostasis and fracture repair.

**Fig. 4:**
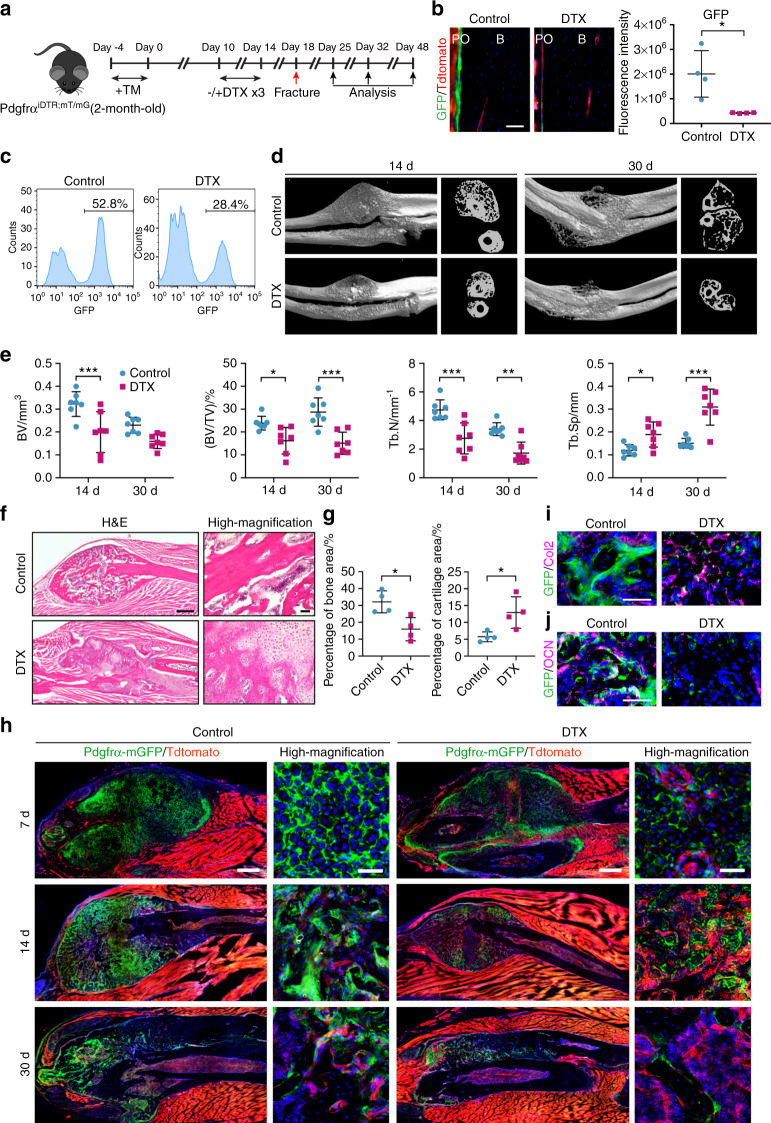
The depletion of periosteal PDGFRα reporter^+^ progenitor cells impairs fracture repair. **a** PDGFRα^iDTR;mT/mG^ animals were injected with TM and DTX, and forelimb fractures were then performed. The analysis was performed 7, 14, and 30 d after fracture. **b** Efficiency of cell depletion in the periosteum, as shown by representative images and histologic quantification of PDGFRα reporter activity (GFP) 14 d after DTX injection. Nuclei, DAPI (4′,6-diamidino-2-phenylindole, blue). **c** Efficiency of PDGFRα reporter^+^ cell depletion determined by flow cytometry 14 d after DTX injection. **d** Representative micro-CT 3D reconstructions and axial cross-sectional images obtained 14 and 30 d after fracture. **e** Quantitative analysis of micro-CT images obtained at 14 and 30 d after fracture. The analysis included the bone volume (BV), fractional bone volume (BV/TV), trabecular number (Tb.N), and trabecular spacing (Tb.Sp). **f** Representative H&E-stained images of the fractured callus in PDGFRα^iDTR;mT/mG^ animals 14 d after fracture. **g** Percentages of bone and cartilage within the total callus area 14 d after fracture. **h** Representative tile scans and high-magnification images of the fracture site and associated callus in PDGFRα^iDTR;mT/mG^ reporter animals at 7, 14 and 30 d after fracture. Immunohistochemical staining of PDGFRα^iDTR;mT/mG^ fractured calluses with or without DTX 14 d after injury, including (**i**) collagen type 2 (Col2) and (**j**) osteocalcin (OCN). Positive immunohistochemistry is shown in purple, and PDGFRα reporter activity (GFP) appears green. Scale bars: 500 μm (**f**, **h** (tile scan)) and 50 μm (**b**, **f**, **h**–**j**). B bone, PO periosteum. The dot plots represent an individual animal, and the whisker plots indicate the mean and one-SD values. *n* = 4 animals per group (**b**, **c**, **f**–**j**) and *N* = 7 animals per group (**d**, **e**). *P < 0.05, **P < 0.01, and ***P < 0.001, as assessed by two-tailed Student’s *t* tests

### Mouse PDGFRα reporter^+^ and human PDGFRα^+^ periosteal progenitors have high osteogenic potential

FACS analysis of the periosteum of 2-mo-old PDGFRα^mT/mG^ mice showed that an average of 50.8% of CD31^−^CD45^−^Ter119^−^ periosteal cells was positive for the PDGFRα reporter (Supplementary Table S1, Supplementary Fig. S11). After culture expansion (Fig. 5a), PDGFRα reporter^+^ periosteal cells demonstrated a higher proliferative rate (as assessed by MTS assays; Fig. 5b) and enhanced osteogenic potential in comparison to their PDGFRα reporter^−^ periosteal cell counterparts (Fig. 5c–g). Under osteogenic differentiation conditions, although both cell populations were able to form bone nodules, PDGFRα reporter^+^ periosteal cells formed significantly greater bone nodules, as visualized by Alizarin red staining (Fig. 5c). Additionally, an enrichment of osteogenic gene transcripts was also observed among PDGFRα reporter^+^ periosteal cells, and these transcripts included *Alp* (Fig. 5d), *runt-related transcription factor 2* (*Runx2*) (Fig. 5e), *Osterix* (*Sp7*) (Fig. 5f) and *Bglap* (Fig. 5g). Similar osteogenic differences were also observed among freshly isolated and FACS-identified PDGFRα reporter^+/−^ cells without preculture expansion (Fig. 5h). In contrast, PDGFRα reporter^−^ periosteal cells displayed an increase in the expression of cartilage-associated genes, such as *Sox9*, *Acan*, *Comp*, and *Col2a1* (Supplementary Fig. S12a–d), and more apparent chondrogenic differentiation in three-dimensional micromass culture (Supplementary Fig. S12e, f). Based on in vitro differentiation studies, PDGFRα reporter^+^ cells displayed an increased predisposition to mineralization, whereas PDGFRα reporter^−^ cells exhibited a predisposition to chondrogenesis.

**Fig. 5:**
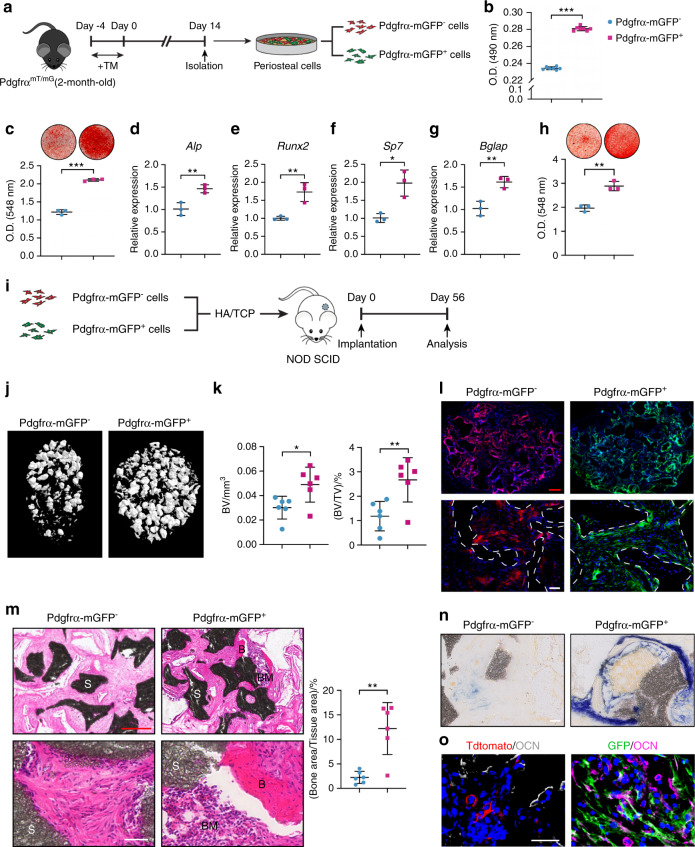
Mouse PDGFRα reporter^+^ periosteal progenitors have high osteogenic potential. **a** Schematic of experiments in which PDGFRα reporter^−^CD31^−^CD45^−^Ter119^−^ and PDGFRα reporter^+^CD31^−^CD45^−^Ter119^−^ periosteal cells were derived by FACS from PDGFRα^mT/mG^ hindlimbs (male, aged 2 mo). **b** Cell proliferation among PDGFRα reporter^−^ and PDGFRα reporter^+^ periosteal cells determined by MTS assays at 72 h. **c** Osteogenic differentiation of PDGFRα reporter^−/+^ periosteal cells at 16 d determined by Alizarin Red (AR) staining and quantification. Expression of the osteogenic genes, including (**d**) *alkaline phosphatase* (*Alp*), (**e**) *runt-related transcription factor 2* (*Runx2*), (**f**) *Osterix* (*Sp7*), and (**g**) *osteocalcin* (*Bglap*), in PDGFRα reporter^−/+^ periosteal cells after 7 d of differentiation. **h** Osteogenic differentiation of freshly isolated PDGFRα reporter^−/+^ periosteal cells at 14 d determined by Alizarin Red (AR) staining and quantification. **i** Schematic of ossicle assay. PDGFRα reporter^−^ or reporter^+^ cells (3 × 10^6^) were subcutaneously implanted into NOD SCID mice using an HA/β-TCP carrier and harvested after 8 weeks. **j** Representative micro-CT reconstructions of the implants. **k** Quantitative analysis of micro-CT images of PDGFRα reporter^−/+^ periosteal cells. The analysis included the bone volume (BV) and fractional bone volume (BV/TV). **l** Persistence of PDGFRα reporter^+^ and PDGFRα reporter^−^ periosteal cells. PDGFRα reporter^−^ cells appeared red, and PDGFRα reporter^+^ cells appeared green. Nuclei, DAPI (4′,6-diamidino-2-phenylindole, blue). The white dashed lines demarcate the edges of the scaffold. **m** Representative histologic appearance determined by H&E, including low-magnification (above left) and high-magnification (below left) images, and quantification of the bone area/tissue area (right). **n** Representative ALP staining. **o** OCN immunohistochemistry. Positive immunohistochemistry is shown by purple or white. PDGFRα reporter^−^ cells appeared red (Tdtomato^+^), and PDGFRα reporter^+^ cells appeared green (GFP^+^). Red scale bars: 500 μm; White scale bars: 50 μm. B bone, BM bone marrow, S scaffold. The dot plots represent an individual sample or animal, and the whisker plots indicate the mean and one-SD values. In vitro experiments were performed in biological and experimental triplicates (**a**–**h**). For subcutaneous implantation, *n* = 6 animals per group (**i**–**o**). *P < 0.05, **P < 0.01 and ***P < 0.001, as assessed by two-tailed Student’s *t* tests

Ossicle formation assays were then performed using purified PDGFRα reporter^+/−^ periosteal cells by subcutaneous implantation in NOD SCID mice (6 transplants per group, 3 million cells mixed with hydroxyapatite/β-tricalcium phosphate scaffold) (Fig. 5i). Micro-CT reconstructions showed that PDGFRα reporter^+^ periosteal cells led to significantly greater bone formation in vivo (Fig. 5j). The micro-CT quantification of BV and BV/TV confirmed significant increases among PDGFRα reporter^+^ cell implants (Fig. 5k). Both periosteal cell fractions demonstrated clear engraftment and persistence within the implant site (Fig. 5l). H&E staining confirmed more apparent new bone formation among PDGFRα reporter^+^ periosteal implants, including a 443% increase in the bone area/tissue area ratio (Fig. 5m). Mineralized bone was apparent in 5 of 6 PDGFRα reporter^+^ implants in comparison to 1 of 6 PDGFRα reporter^−^ implants. Similarly, bone marrow recruitment was identified in 1 of 6 PDGFRα reporter^+^ implants but not in any PDGFRα reporter^−^ implants. Staining for ALP enzymatic activity also demonstrated clear differences, with abundant ALP activity in the PDGFRα reporter^+^ periosteal implants (Fig. 5n). The immunofluorescent detection of OCN demonstrated robust coexpression with GFP among reporter^+^ implants, and less apparent OCN immunoreactivity was detected among Tdtomato^+^ cells in the PDGFRα reporter^−^ implant sites (Fig. 5o).

Subpopulations of human microdissected periosteum from the femur and tibia were then examined based on PDGFRα expression (Fig. 6). As in the mouse periosteum, PDGFRα-immunoreactive cells were most frequently detected in the outer fibrous periosteum of human long bone (Fig. 6a, b). Microdissected and dissociated periosteum underwent lineage depletion and FACS purification to obtain PDGFRα^+^ and PDGFRα^−^ cell populations (Fig. 6c). Consistent with the findings from the mouse periosteum, both the *LEPR* and *NES* markers were enriched in the PDGFRα^−^ periosteal cell fraction (Fig. 6d). Various cellular parameters were then assessed among culture-expanded PDGFRα^−^ and PDGFRα^+^ periosteal cell preparations (Fig. 6e–g). Similar to the findings obtained for the mouse periosteum, culture-expanded PDGFRα^+^ periosteal cell populations showed increased proliferation (Fig. 6e), enhanced osteogenic differentiation (Fig. 6f), and a higher frequency of fibroblast colony-forming units (CFU-Fs) (Fig. 6g) in comparison to the PDGFRα^−^ periosteal cells. These observed differences in the osteogenic potential of human PDGFRα^+^ versus PDGFRα^−^ periosteal cells were then assayed in vivo. For this purpose, culture-expanded human PDGFRα^−^ and PDGFRα^+^ periosteal cells from the same sample were implanted in equal numbers (4 transplants per group, 3 million cells mixed with demineralized bone matrix scaffold) into the thigh muscle pouch in NOD SCID mice (Fig. 6h). After 8 weeks, significant de novo bone formation was observed in PDGFRα^+^ periosteal implants, as observed by micro-CT reconstructions of the implant site (Fig. 6i). Quantitative analysis confirmed increases in BV and BV/TV (Fig. 6j). H&E staining demonstrated more apparent new bone formation in PDGFRα^+^ implants, including a 317% increase in the bone area/tissue area ratio (Fig. 6k). Mineralized bone was observed in 4 of 4 PDGFRα^+^ implants but only in 1 of 4 PDGFRα^−^ implants. Bone marrow was found in 3 of 4 PDGFRα^+^ implants but only observed in 1 of 4 PDGFRα^−^ implants. The detection of human nuclear antigen among implant sites confirmed the persistence of human cells across both groups (Fig. 6l). OCN immunofluorescence and ALP staining confirmed the enrichment of these osteoblast antigens among PDGFRα^+^ periosteal implants (Fig. 6l, m). Thus, the PDGFRα-expressing cell fraction in the human periosteum represents a precursor population with a higher basal ability to form bone than the non-Pdgfrα-expressing cell fraction.

**Fig. 6:**
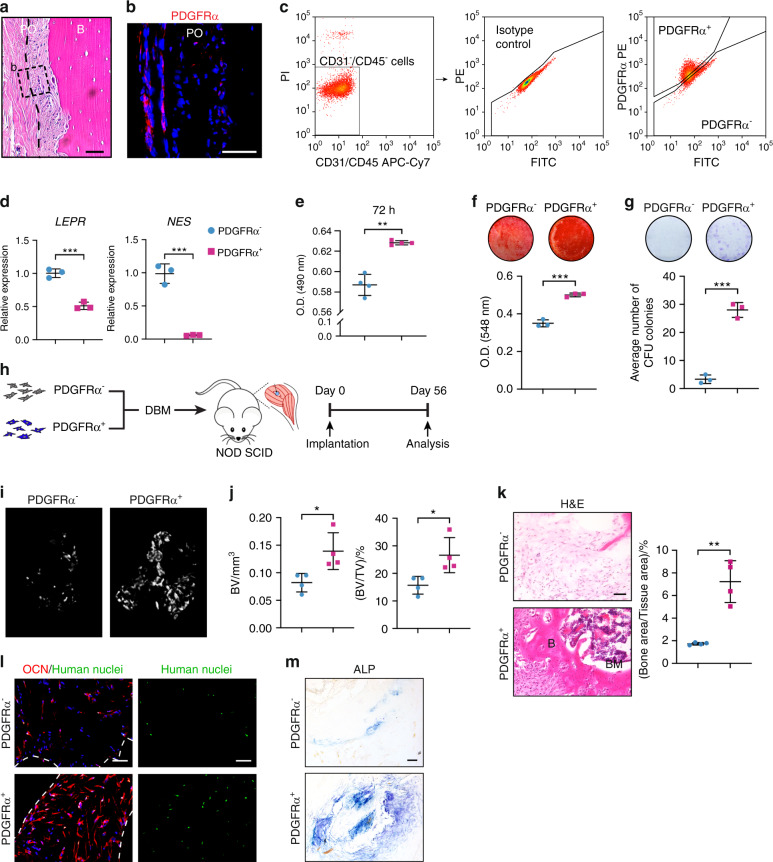
Human PDGFRα^+^ periosteal progenitors have high osteogenic potential. **a** Representative histologic appearance of the human periosteum observed by H&E staining. The dashed line indicates the limit between the inner and outer layers of the periosteum. The dashed box indicates the location of **b**. **b** PDGFRα immunohistochemistry (shown in red) in human diaphyseal periosteum (*n* = 3). Nuclei, DAPI (blue). **c** PDGFRα^−^ and PDGFRα^+^ cell isolation from the human diaphyseal periosteum. PDGFRα^−^ and PDGFRα^+^ cells were isolated from the CD31^−^CD45^−^ nonendothelial/nonhematopoietic cell population. Isotype control staining is shown. **d** Progenitor cell markers among human PDGFRα^−^ and PDGFRα^+^ stromal cells from the same patient sample, including *leptin receptor* (*LEPR*) and *Nestin* (*NES*), were detected by qRT–PCR. **e** Cellular proliferation among human PDGFRα^−^ and PDGFRα^+^ periosteal cells at 72 h as assessed by the MTS assay. **f** Osteogenic differentiation of PDGFRα^−^ and PDGFRα^+^ periosteal cells as assessed by Alizarin Red (AR) staining. **g** Fibroblast colony-forming units (CFU-Fs) among human PDGFRα^−^ and PDGFRα^+^ periosteal cells. **h** Schematic of the ossicle assay. PDGFRα^−^ or PDGFRα^+^ cells (3 × 10^6^) were intramuscularly implanted into NOD SCID mice using a DBX carrier and harvested 8-week later. **i** Micro-CT reconstructions of the implants. **j** Quantitative analysis of the micro-CT images of human PDGFRα^−^ and PDGFRα^+^ stromal cells. The analysis included the bone volume (BV) and fractional bone volume (BV/TV). **k** Representative histologic appearance determined by H&E staining (left) and quantification of the bone area/tissue area (right). **l** Immunofluorescence staining of osteocalcin (OCN, red) and human-specific nuclei (green) within implants laden with PDGFRα^−^ or PDGFRα^+^ cells. The white dashed lines demarcated the edges of the scaffold. **m** Representative ALP staining. Scale bars: 50 μm. B bone, BM bone marrow, PO periosteum. The dot plots represent an individual sample or animal, and the whisker plots indicate the mean and one-SD values. The experiments were performed in triplicate. *n* = 4 animals per group. *P < 0.05, **P < 0.01 and ***P < 0.001, as assessed by two-tailed Student’s *t* tests

### PDGFRα reporter^+^ periosteal progenitors give rise to Nestin^+^ periosteal cells during osteogenesis

Within the mouse long bone, a clear anatomical separation was observed between the PDGFRα reporter^+^ fibrous periosteum and a Nestin-expressing inner cambium layer. To further investigate the relationship among cell types, FACS-defined mouse PDGFRα reporter^+^ periosteal cells were exposed to osteogenic differentiation conditions. Transcripts of both *Lepr* and *Nes* were significantly induced upon exposure to osteogenic differentiation conditions (Supplementary Fig. S13a). The hypothesis that PDGFRα reporter^+^ periosteal cells give rise to Nestin^+^ cells during bone formation in vivo was evaluated by the Nestin immunohistochemistry analysis of previously obtained PDGFRα^mT/mG^ reporter samples (Supplementary Fig. S13b–h). After long-term chase periods in the uninjured femoral periosteum of PDGFRα^mT/mG^ mice, unipositive PDGFRα reporter^+^ periosteal cells expanded from the outer layer to the inner periosteal layer to become mGFP^+^Nestin^+^ double-positive cells (Supplementary Fig. S13b, c). Similar findings were observed after long bone fracture (Supplementary Fig. S13d–f). At early timepoints after fracture, unipositive mGFP^+^ cells were most common (3 d shown). As bone matrix appeared, increased colocalization of mGFP^+^ and Nestin^+^ cells was identified on bone-lining surfaces (7 and 14 d shown). Moreover, the generation of Nestin^+^ cells was further confirmed among subcutaneous implants of either PDGFRα reporter^+^ or PDGFRα reporter^−^ mouse periosteal cells (Supplementary Fig. S13g–i). Here, the transplantation of PDGFRα reporter^+^ periosteal cells gave rise to high numbers of mGFP^+^Nestin^+^ cells, whereas the PDGFRα reporter^−^ periosteal cell implants induced the generation of lower numbers of these cells (Supplementary Fig. S13h, i). Thus, PDGFRα reporter^+^ periosteal cells acquire Nestin expression during the bone formation, and the findings suggest a cellular hierarchy among periosteal cell derivatives.

### Fermt3 and Ptpn6 underlie the osteoblastogenic features of PDGFRα reporter^+^ periosteal progenitors

To further define the differences among periosteal cell subpopulations, periosteal cells were isolated and briefly cultured. The overall osteogenic differences were observed with or without bFGF supplementation during culture expansion. 

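Periosteal cells were taken from the hindlimbs of male mice 9 to 10 weeks old, 14 days after tamoxifen at 150 mg/kg per day for 5 days. In these animals, tamoxifen switches cells in which the *Pdgfra* promoter drives CreER from membrane tdTomato to membrane GFP, so that PDGFRα reporter+ cells carry GFP and PDGFRα reporter- cells carry tdTomato. The cells were cultured for 1 passage with 10 ng/mL bFGF before sorting. Each sorted population came from the pooled cells of 5 to 8 mice according to the methods and of 3 to 6 mice according to the sample labels. Total RNA of 2 libraries of each population was sequenced as stranded paired-end libraries on an Illumina instrument. The authors deposited 1 log2 expression value per gene symbol and library. The values had been quantile normalized, with the same lower quartile (−1.47), median (1.48) and upper quartile (3.00) in each library. They ran from −10.07 to 11.73, and a gene without signal was left blank. The unit under the logarithm, the aligner, the genome build, the gene annotation and any filter are not stated, and the sequencing depth is unknown, so that no counting error was given. Values were listed for 15444 and 15596 genes in the PDGFRα reporter+ libraries and for 15423 and 15605 genes in the PDGFRα reporter- libraries. In the deposited table the libraries of each population are numbered 2 and 3, whereas the sample labels number the replicates 1 and 2. Libraries are therefore named by their population and the number in the table. Across genes, which are not independent replicates, the correlation between libraries of different populations with the same number was 0.984 for number 2 and 0.982 for number 3. It was 0.952 between the PDGFRα reporter+ libraries and 0.957 between the PDGFRα reporter- libraries, so that libraries with the same number were more alike than libraries of the same population. The p-values in the paper's Supplementary Tables S2 and S3 also pair the libraries by this number, and the difference between populations is given for each pair where the pairs matter. Leaving out 1 library unbalances the numbers, so that such values also carry part of the difference between numbers 2 and 3. Where both pairs agree in direction, a change of sign there cannot decide whether the populations differ. The log2 fold change of a gene was the mean of the PDGFRα reporter+ libraries minus the mean of the PDGFRα reporter- libraries, with a standard error (SE) from limma. Unless said otherwise, this SE is from the model without pairs. It therefore also carries the difference between numbers 2 and 3, and can exceed the spread of the differences within pairs. Adjusted p-values were from limma with Benjamini-Hochberg adjustment over the 14415 genes with a value in all 4 libraries. With 2 libraries per population, the smallest p that an exact two-sided permutation test can give for a single gene is 0.333. Positions of genes are those of GENCODE M21 on GRCm38, since the build used by the authors is not stated.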

The transcriptome of mouse FACS-identified PDGFRα reporter^−^ and PDGFRα reporter^+^ periosteal cells was evaluated by bulk RNA sequencing after the removal of CD31-, CD45-, and Ter119-expressing cells (Fig. 7). A total of 10 327 genes were expressed in all of the samples and had functional annotations. 

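Of the 45802 gene symbols listed, 16742 had a value in at least 1 library, and 29060 had none. A value in all 4 libraries was found for 14415 genes, of which 10224 had a mean log2 value of at least 0 and 6499 a mean of at least 2. Functional annotation is not part of the deposited values. In GENCODE M21, 13776 of the 14415 genes are annotated as protein coding.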

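Over the 14415 genes with a value in all 4 libraries, the log2 fold change had an SD of 0.413, which set limits of 2 SD at 0.83 above and below 0. It was above the upper limit for 485 genes (3.36%) and below the lower limit for 403 genes (2.80%). With limma, 53 of the higher and 48 of the lower genes had an unadjusted p under 0.05. No gene reached an adjusted p under 0.05, and the smallest adjusted p was 1, beside 131 genes of all levels with an unadjusted p under 0.05. With the library number as a block in the model, 261 of the higher and 167 of the lower genes had an unadjusted p under 0.05. The adjusted p was then under 0.05 for 29 genes, of which 22 were higher and 7 lower in PDGFRα reporter+ cells. In models with the block chosen after seeing the data, it was under 0.05 for 0 genes when the variances were moderated without a trend and for 0 genes without moderation, beside 941 and 603 genes with an unadjusted p under 0.05. With the SD estimated from the median absolute deviation, the counts past 2 SD were 1364 higher and 1355 lower genes. Among the 888 genes past the limits, 777 (87.5%) had a mean log2 value below 0, compared with 25.2% of the other genes. The SD of the log2 fold change was 0.688 over the 4191 genes with a mean below 0 and 0.216 over the genes with a mean of at least 0. With genes of the latter kind alone, 253 genes were higher and 235 lower by more than 2 SD. Both PDGFRα reporter+ libraries lay above both PDGFRα reporter- libraries for 1094 genes and below both for 1167 genes, together 15.7% of the genes. Chance gives 33.3% for exchangeable libraries, which these were not, as libraries with the same number were more alike. Among genes with a mean of at least 0 whose populations did not overlap, the log2 fold change was largest for *Saa3* (2.70, SE 0.78), *Tmem254c* (1.92), *Lum* (1.83, SE 0.33), *Mmp9* (1.75) and *Pirb* (1.57). The value of *Tmem254c* is uncertain, as its paralogs *Tmem254a* and *Tmem254b* had log2 fold changes of 0.13 and −0.67. Paralogs of *Saa3* and *Pirb* moved the same way, *Saa1* by 2.23, *Saa2* by 4.13 and *Pira2* by 1.19, so that reads shared within these 2 families are not excluded. The most negative values were those of *Actg2* (−2.096, SE 0.46), *Nes* (−1.67), *Thbs1* (−1.26, SE 0.22), *Fam198b* (−0.96) and *Atp9a* (−0.94). In the model with the block, the adjusted p was 0.0121 for *Saa3*, 0.0121 for *Lum*, 0.0473 for *Actg2* and 0.0309 for *Thbs1*. The transcript of the reporter gene itself, *Pdgfra* on chromosome 5 from 75152292 to 75198215, had a mean log2 value of 7.70 ± 0.12 (SD, n = 2) in PDGFRα reporter+ cells and 7.65 ± 0.30 (SD, n = 2) in PDGFRα reporter- cells. Its log2 fold change of 0.05 (SE 0.24) was smaller than the spread between libraries.

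**Figure D1:**
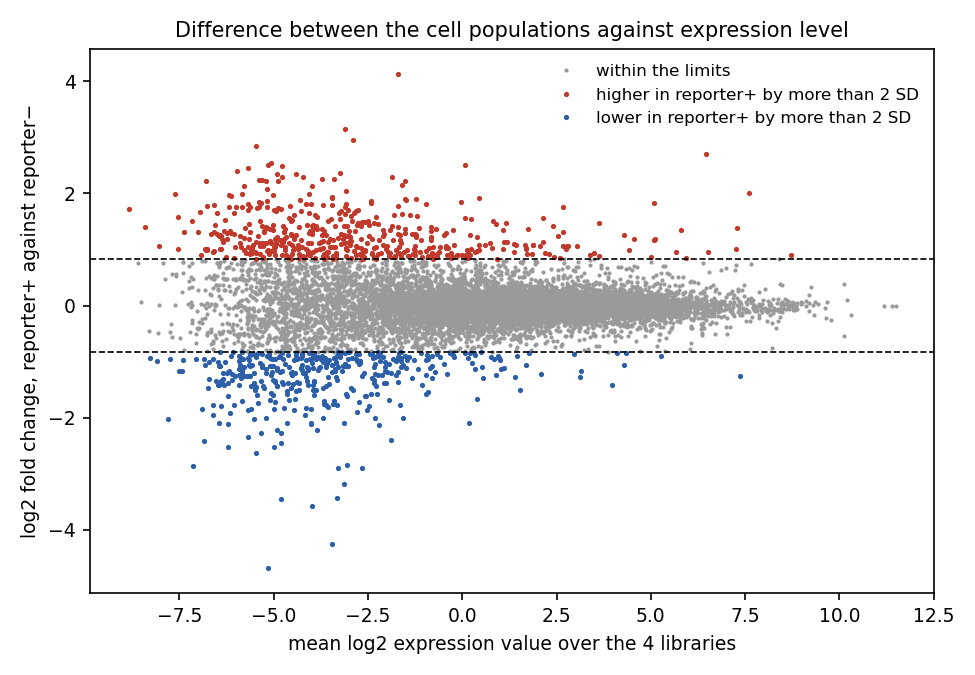
Log2 fold change of PDGFRα reporter+ against PDGFRα reporter- cells (vertical axis) and mean log2 expression value over the 4 libraries (horizontal axis) of the 14415 genes with a value in every library. Each point is a gene, dashed lines mark 2 SD (0.83 above and below 0), and 485 red points lie above and 403 blue points below these lines, 777 of them at a mean below 0.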

A total of 247 transcripts (2.39% of the total) showed a > 2 standard deviation (SD) increase among PDGFRα reporter^+^ cells [red dots; 29 transcripts showed a significant increase (*P* < 0.05)], and 193 transcripts (1.87% of the total) showed a > 2 SD decrease among PDGFRα reporter^+^ cells [blue dots; 22 transcripts showed a significant decrease (*P* < 0.05)] (Fig. 7a). 

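Of the endothelial genes examined in Supplementary Fig. S14a, *Cd160* had no value in any library, and the other 6 had mean log2 values below 0 in both populations. *Cd93* had means of −0.31 in PDGFRα reporter+ and −0.39 in PDGFRα reporter- cells, *Fli1* −0.78 and −0.75, *Erg* −1.03 and −0.63, and *Vwf* −4.23 and −4.32. The differences of these 4 genes were smaller than the spread between libraries, and each changed sign when 1 library was left out. *Cdh5* (chromosome 8, 104101625 to 104144511) had mean log2 values of −5.58 ± 1.16 (SD, n = 2) in PDGFRα reporter+ and −1.32 ± 0.92 in PDGFRα reporter- cells, a log2 fold change of −4.26 (SE 0.87). *Pecam1*, the gene of CD31 (chromosome 11, 106654217 to 106750628), had means of −4.74 ± 0.07 and −1.55 ± 0.62, a log2 fold change of −3.19 (SE 0.57). Among genes with a value, *Pecam1* ranked at percentile 7.51 in PDGFRα reporter+ and 21.4 in PDGFRα reporter- cells. Adjusted over the list alone, 2 of the 6 endothelial genes had an adjusted p under 0.05, compared with 0 when adjusted over all genes. How the study chose these genes is not stated, so that the former cannot be taken as independent evidence. Of the inflammatory genes of Supplementary Fig. S14b, *Cd163* had a value in 1 library, and *Itgax*, *Spn* and *Cd244* in 3 libraries each. *Ptprc*, the gene of CD45 (chromosome 1, 138062861 to 138175708), was listed in all 4 libraries with means of −0.84 ± 0.63 in PDGFRα reporter+ and −1.76 ± 0.76 in PDGFRα reporter- cells (log2 fold change 0.93, SE 0.59). It was higher in PDGFRα reporter+ cells in both pairs, by 1.02 and 0.83. *Cx3cr1* had a log2 fold change of 0.59 (SE 0.65) at a mean of −4.04 in PDGFRα reporter+ cells. For *Cd86*, the log2 fold change of 0.32 (SE 1.19) fell to −0.000972 with a pseudocount of 1. Adjusted over the list alone, 0 of these 3 genes had an adjusted p under 0.05, and 0 had an unadjusted p under 0.05. The macrophage gene *Lyz2*, outside the figure, had high values in both populations. Its mean log2 values were 7.76 ± 0.16 in PDGFRα reporter+ and 6.76 ± 0.70 in PDGFRα reporter- cells, at percentiles 99.2 and 98.6. Of 30 macrophage genes examined, 9 had a mean log2 value below 0.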

Endothelial and inflammatory marker genes were rarely or not expressed among either cell population, which further confirmed the success of our FACS purification (Supplementary Fig. S14a, b). Both PDGFRα reporter^−^ and PDGFRα reporter^+^ periosteal cells shared the expression of stemness-associated genes and canonical bone marrow stromal cell markers, including *Myc* (MYC proto-oncogene, BHLH transcription factor), *Bmi1* (BMI1 proto-oncogene, polycomb ring finger), *Pou5f1* (POU class 5 homeobox 1), *CD44*, *THY1* (CD90), and *Ly6a* (stem cell antigen-1), although some subtle differences were noted. For example, *Klf4* (Krüppel-like factor 4), *Nes*, and *Lepr* were enriched in PDGFRα reporter^−^ cells, whereas PDGFRα reporter^+^ periosteal cells expressed higher levels of *Sox2* (sex-determining region Y-box 2) (Fig. 7b). 

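*Myc*, *Bmi1*, *Pou5f1*, *Cd44*, *Thy1* and *Ly6a* each had a value in all 4 libraries. *Myc* had mean log2 values of 3.33 ± 0.09 (SD, n = 2) in PDGFRα reporter+ and 3.29 ± 0.19 in PDGFRα reporter- cells, *Bmi1* 2.15 ± 0.47 and 2.00 ± 0.11, and *Pou5f1* −2.60 ± 0.47 and −2.84 ± 0.34. The corresponding values were 5.02 ± 0.34 and 5.09 ± 0.47 for *Cd44*, 5.37 ± 0.14 and 5.67 ± 0.61 for *Thy1*, and 8.33 ± 0.03 and 8.53 ± 0.13 for *Ly6a*. *Pou5f1* ranked at percentile 16.4 of the genes with a value in PDGFRα reporter+ and 15.3 in PDGFRα reporter- cells. The log2 fold changes were 0.04 for *Myc*, 0.16 for *Bmi1*, 0.24 for *Pou5f1*, −0.07 for *Cd44*, −0.30 for *Thy1* and −0.21 for *Ly6a*. Except for *Ly6a*, which was lower in PDGFRα reporter+ cells in both pairs of libraries, each of them changed sign when 1 library was left out. Over the 19 genes of Fig. 7b with a value in all libraries, the median log2 fold change was −0.07, with 6 genes higher and 13 lower in PDGFRα reporter+ cells. None had an adjusted p under 0.05, adjusted over the list alone or over all genes, beside 2 with an unadjusted p under 0.05. When the library number was a block, 4 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes. How the study chose the list is not stated, so that the former cannot be taken as independent evidence.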

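*Klf4* (chromosome 4, 55527143 to 55532466) had mean log2 values of 3.02 ± 0.54 (SD, n = 2) in PDGFRα reporter+ and 3.47 ± 0.16 in PDGFRα reporter- cells, a log2 fold change of −0.45 (SE 0.30). Its difference was −0.18 in the pair of libraries numbered 2 and −0.71 in the pair numbered 3. It was −0.07 without PDGFRα reporter+ library 3 and −0.82 without PDGFRα reporter+ library 2. *Nes* (chromosome 3, 87971078 to 87980451) had means of −0.44 ± 0.56 and 1.23 ± 0.26, and its log2 fold change of −1.67 (SE 0.39) exceeded the spread between libraries, with differences of −1.10 and −2.24 in the pairs. *Lepr* (chromosome 4, 101717404 to 101815352) had means of −0.66 ± 1.00 and −0.02 ± 0.86, a log2 fold change of −0.64 (SE 0.69). The pairs gave −0.54 and −0.74 for *Lepr*. With the library numbers unbalanced, the value was 0.07 without PDGFRα reporter+ library 3 and −1.34 without PDGFRα reporter+ library 2. *Sox2* (chromosome 3, 34650405 to 34652461, within the noncoding gene *Sox2ot*) was blank in PDGFRα reporter+ library 2. Its log2 value was −3.29 in PDGFRα reporter+ library 3, compared with −4.69 and −4.37 in the PDGFRα reporter- libraries, so that no fold change over all libraries was computed, and in the pair numbered 3 it was higher in PDGFRα reporter+ cells by 1.07.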

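*Pdgfrb* had mean log2 values of 4.90 ± 0.17 (SD, n = 2) in PDGFRα reporter+ and 4.97 ± 0.18 (SD, n = 2) in PDGFRα reporter- cells, at percentiles 93.9 and 94.2 of the genes with a value. *Ctsk* had means of 4.40 ± 0.03 and 4.01 ± 0.06, at percentiles 90.6 and 87.3, and was higher in PDGFRα reporter+ cells in both pairs, by 0.33 and 0.45 (log2 fold change 0.39, SE 0.13). *Acta2* varied more between libraries of the same population, with means of 2.48 ± 1.67 and 3.75 ± 0.80, at percentiles 65.0 and 84.6. In PDGFRα reporter+ library 2 its log2 value was 1.30, and in PDGFRα reporter+ library 3 it was 3.66. The log2 fold change of *Acta2* was −1.27 (SE 0.89), with −1.89 and −0.66 in the pairs. It was −0.09 without PDGFRα reporter+ library 2 and −2.45 without PDGFRα reporter+ library 3. *Gli1* had means of −5.15 ± 0.93 and −3.90 ± 0.51, at percentiles 5.80 and 10.8. It was lower in PDGFRα reporter+ cells in each pair, but unevenly, with −2.26 and −0.23 (log2 fold change −1.25, SE 0.77). With each library left out in turn its value ranged from −1.90 to −0.59. *Gli1* overlaps *Arhgap9*, whose log2 fold change was 0.62.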

*Pdgfrβ* (platelet-derived growth factor receptor β), *Ctsk* (cathepsin K), and *Acta2* (actin alpha 2, smooth muscle) were highly expressed in both periosteal cell populations, whereas *Gli1* was expressed at low levels in both cell preparations. QIAGEN Ingenuity Pathway Analysis (IPA) showed that the activated pathways in PDGFRα reporter^+^ stromal cells are associated with the positive regulation of osteogenesis, including Toll-like receptor signaling, estrogen receptor signaling, and endothelin-1 signaling (Z scores of 2, 1.941, and 1.342, respectively; Supplementary Fig. S14c).^22–24^ Conversely, the upregulated signaling pathways in PDGFRα reporter^−^ periosteal cells were associated with collagen expression and the positive regulation of chondrogenic differentiation, including the GP6 signaling pathway, p53 signaling and PI3K/AKT signaling (Z scores of −1.732, −1.342, and −1, respectively; Supplementary Fig. S14c).^25–27^ 

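The pathway scores rest on a commercial knowledge base and were not recomputed. For collagen expression, every collagen gene (symbol *Col*, digits, *a*, digits) was taken as a set instead. Of the 37 collagen genes with a value in all libraries, 15 were higher and 22 lower in PDGFRα reporter+ cells, with a median log2 fold change of −0.06. The set test camera of limma gave an adjusted p of 0.618, adjusted over the 4 gene sets taken from the paper, and with each library left out in turn the median ranged from −0.10 to 0.02. The largest decreases were those of *Col2a1* (−1.51), *Col15a1* (−1.11) and *Col28a1* (−1.02). The collagen IV genes *Col4a1* and *Col4a2* had log2 fold changes of −0.64 and −0.54, *Col1a1* had −0.12, and *Col14a1* rose most (1.09). *Col15a1* and *Col28a1* were lower in both pairs, with differences of −1.02 and −1.19 for *Col15a1* and of −1.05 and −0.99 for *Col28a1*, and had adjusted p-values of 0.0642 and 0.172 with the library number as a block. Their libraries of the same population differed by more, from −0.52 to 3.84 for *Col15a1* and from −1.52 to 3.05 for *Col28a1* in PDGFRα reporter- cells. Adjusted over the list alone, 0 of the 37 genes had an adjusted p under 0.05, and 0 had an unadjusted p under 0.05. When the block was added, 10 did when adjusted over the list alone and 0 when adjusted over all genes.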

Genes associated with osteogenic and chondrogenic cell fate decisions were then assessed (Fig. 7c, d). Selected genes associated with osteogenic differentiation, such as *Tgfbr1* (transforming growth factor-β receptor type 1), *Igf1* (insulin-like growth factor 1), *Wnt4* (Wnt family member 4), and *Wnt16*, were more highly expressed among PDGFRα reporter^+^ periosteal cells (Fig. 7c).^28–31^ Conversely, gene markers associated with chondrogenic differentiation, including *Col2a1* (collagen type II alpha 1 chain), *Cspg4* (chondroitin sulfate proteoglycan 4), and *Otor* (otoraplin), were expressed across all samples but were more highly expressed among PDGFRα reporter^−^ periosteal cells (Fig. 7d).^31–33^ These data further confirm some of the functional differences previously observed between PDGFRα reporter^+^ and PDGFRα reporter^−^ periosteal cells, including the high osteoblastogenic potential of the PDGFRα reporter^+^ cell fraction.

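*Tgfbr1* (chromosome 4, 47353222 to 47414931) had mean log2 values of 3.10 ± 1.35 (SD, n = 2) in PDGFRα reporter+ and 2.90 ± 0.63 in PDGFRα reporter- cells, a log2 fold change of 0.19 (SE 0.72). It was lower in PDGFRα reporter+ cells in the pair of libraries numbered 2 (−0.32) and higher in the pair numbered 3 (0.70). Its log2 fold change was −0.76 without PDGFRα reporter+ library 3 and 1.15 without PDGFRα reporter+ library 2. *Igf1* (chromosome 10, 87858265 to 87937042, with the antisense gene *Igf1os* without a value) had means of 3.21 ± 1.32 and 2.14 ± 0.58. Its log2 fold change of 1.07 (SE 0.70) was made up of 0.55 and 1.59 in the pairs. It was 0.14 without PDGFRα reporter+ library 3 and 2.00 without PDGFRα reporter+ library 2. *Wnt4* (chromosome 4, 137277489 to 137299726) was near the bottom of the range, with means of −3.45 ± 1.71 and −4.56 ± 1.67 at percentiles 12.7 and 8.10. It was higher in PDGFRα reporter+ cells by 1.08 and 1.15 in the pairs (log2 fold change 1.11, SE 1.26), whereas its libraries of the same population differed by more. The value was −0.10 without PDGFRα reporter+ library 3 and 2.32 without PDGFRα reporter+ library 2. *Wnt16* (chromosome 6, 22288227 to 22298522) had means of 2.19 ± 0.34 and 1.18 ± 0.24. Both PDGFRα reporter+ libraries lay above both PDGFRα reporter- libraries for *Wnt16*, with a log2 fold change of 1.01 (SE 0.27), differences of 0.94 and 1.08 in the pairs and an adjusted p of 1, or 0.0612 with the library number as a block.

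**Figure D2:**
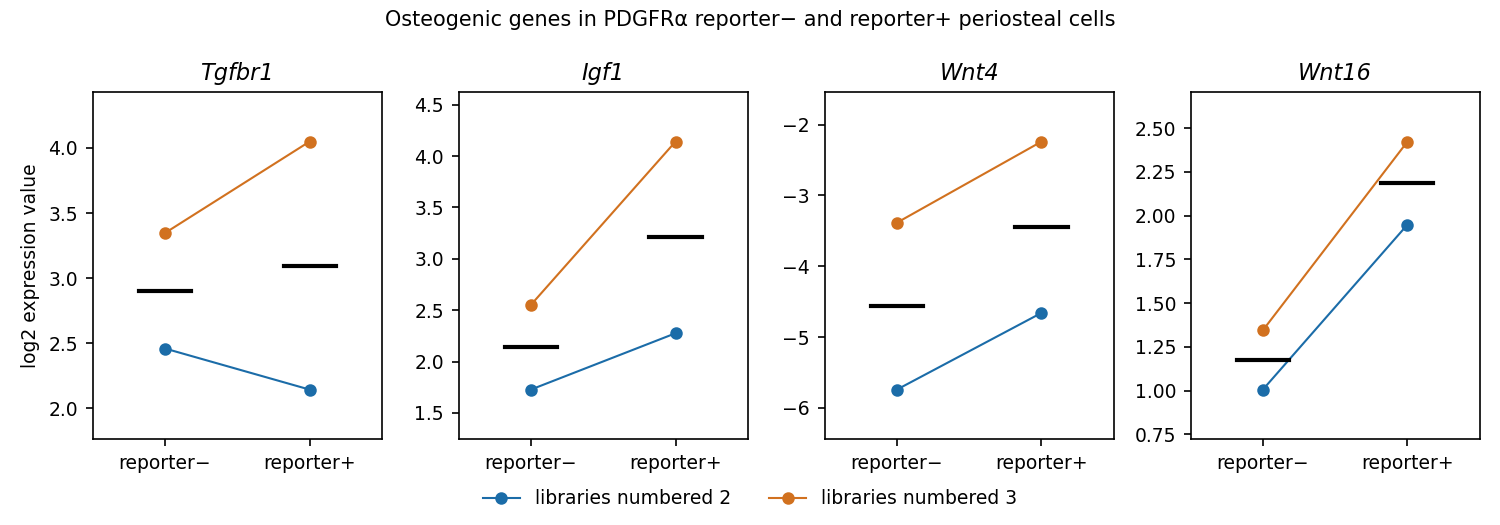
Log2 expression values (vertical axis) of *Tgfbr1*, *Igf1*, *Wnt4* and *Wnt16* in each library of PDGFRα reporter- and PDGFRα reporter+ cells (horizontal axis). Points are libraries, lines join libraries with the same number, and black bars are population means: *Igf1*, *Wnt4* and *Wnt16* rise along both lines, and *Tgfbr1* along 1 of them.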

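*Col2a1* (chromosome 15, 97975602 to 98004695) had mean log2 values of 0.77 ± 2.96 (SD, n = 2) in PDGFRα reporter+ and 2.27 ± 1.48 in PDGFRα reporter- cells. The difference was −0.46 and −2.55 in the pairs of libraries numbered 2 and 3, but the libraries of each population differed by more than the populations. Without PDGFRα reporter+ library 3 the log2 fold change of *Col2a1* was 0.58, and without PDGFRα reporter+ library 2 it was −3.60. *Cspg4* (chromosome 9, 56865033 to 56899870) had means of 2.08 ± 1.75 and 2.82 ± 1.30, a log2 fold change of −0.74 (SE 1.04). The pairs gave −0.42 and −1.06. The value was 0.50 without PDGFRα reporter+ library 3 and −1.98 without PDGFRα reporter+ library 2. *Otor* (chromosome 2, 143078473 to 143081713) was expressed at a low level, with means of −2.81 ± 0.26 and −2.01 ± 0.36, and both PDGFRα reporter+ libraries lay below both PDGFRα reporter- libraries (log2 fold change −0.80, SE 0.49). Of the other genes in Fig. 7d, *Sox9*, *Col10a1* and *Acvrl1* were lower in PDGFRα reporter+ cells in both pairs, with log2 fold changes of −0.24, −0.89 and −0.43. In contrast, *Mmp3* (chromosome 9, 7445822 to 7455975), *Mmp13* (chromosome 9, 7272514 to 7283331) and *Comp* (chromosome 8, 70373558 to 70382066) were higher in PDGFRα reporter+ cells in both pairs. *Mmp3* had a log2 fold change of 2.01 (SE 1.74), with differences of 1.91 and 2.12 in the pairs, *Mmp13* of 1.19 (SE 0.62), with 1.19 in each pair, and *Comp* of 0.74 (SE 0.25). Without PDGFRα reporter+ library 3 the value was 0.13 for *Mmp3* and 0.55 for *Mmp13*, and without PDGFRα reporter+ library 2 it was 3.89 and 1.83. With the library number as a block, the adjusted p was 0.00341 for *Mmp3* and 0.0101 for *Mmp13*.

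**Figure D3:**
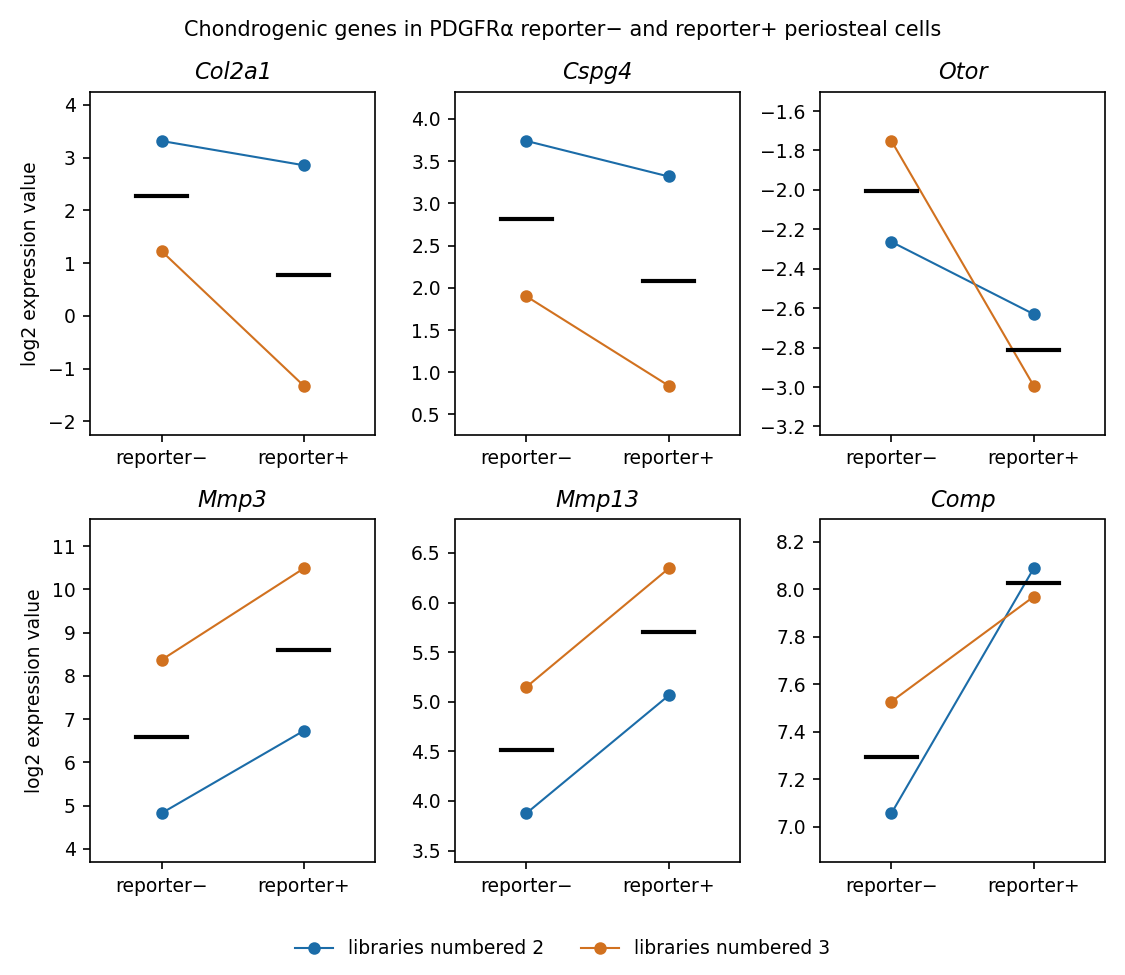
Log2 expression values (vertical axis) of *Col2a1*, *Cspg4*, *Otor*, *Mmp3*, *Mmp13* and *Comp* in each library of PDGFRα reporter- and PDGFRα reporter+ cells (horizontal axis). Points are libraries, lines join libraries with the same number, and black bars are population means: the first 3 genes fall and the other 3 rise along both lines.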

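Of the 18 osteogenic genes in Fig. 7c, 17 had a value in all libraries, of which 13 were higher in PDGFRα reporter+ cells and 9 were higher in both pairs. Their median log2 fold change was 0.20, and camera with a preset correlation of 0.01 between genes gave an adjusted p of 0.00402 for the set. The adjusted p was 0.763 under the rotation test fry and 0.714 with the correlation estimated from the data, so that this call was lost under both. The median was 0.51 without PDGFRα reporter+ library 2 and 0.10 without PDGFRα reporter- library 2. Of the 14 chondrogenic genes in Fig. 7d, 13 had a value in all libraries. Of these 13, 6 were higher and 7 lower in PDGFRα reporter+ cells, 4 and 6 of them in both pairs. Their median log2 fold change was −0.15, with an adjusted p of 0.660 from camera. It was −0.63 without PDGFRα reporter+ library 2 and 0.38 without PDGFRα reporter+ library 3. Adjusted over the list alone, 0 osteogenic and 0 chondrogenic genes had an adjusted p under 0.05, beside 1 gene of each list with an unadjusted p under 0.05. Adding the library number as a block, 3 osteogenic and 6 chondrogenic genes did when adjusted over the list alone, and 0 osteogenic and 2 chondrogenic genes when adjusted over all genes. How the study chose both lists is not stated, so that counts within them cannot be taken as independent evidence. From the higher expression of selected osteogenic genes in PDGFRα reporter+ cells and of chondrogenic markers in PDGFRα reporter- cells, the paper concludes that the transcriptomes match functional differences between the populations, among them the osteoblastogenic potential of PDGFRα reporter+ cells.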

**Fig. 7:**
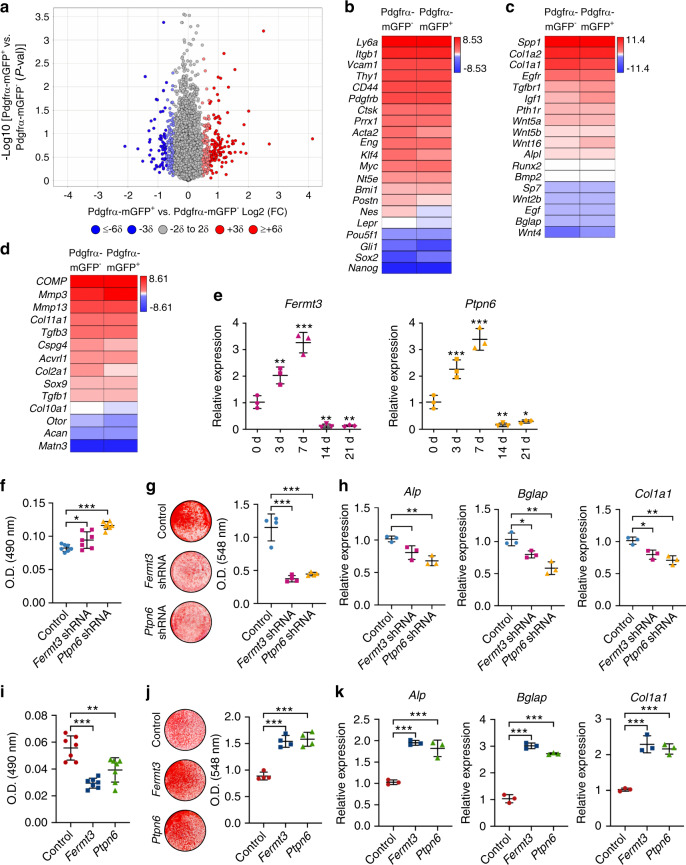
*Fermt3* and *Ptpn6* gene enrichment underlies the osteoblastic phenotype of PDGFRα reporter^+^ periosteal cells. **a–d** Total RNA sequencing comparison between PDGFRα reporter^−^CD31^−^CD45^−^Ter119^−^ and PDGFRα reporter^+^CD31^−^CD45^−^Ter119^−^ cells from the mouse periosteum of PDGFRα^mT/mG^ animals. **a** Volcano plot of all transcripts. The *x*-axis represents the log2(fold change) for each gene. The *y*-axis represents the -log10(*P* value). The red dots indicate a > 2 SD increase among PDGFRα reporter^+^ periosteal cells, and the blue dots indicate a > 2 SD increase among PDGFRα reporter^−^ periosteal cells. **b** Heatmap demonstrating the mRNA expression levels of stemness- and stem cell-related markers among PDGFRα reporter^+^ and PDGFRα reporter^−^ periosteal cells. Heatmap of the expression of (**c**) osteogenic gene markers and (**d**) chondrogenic gene markers among PDGFRα reporter^+^ and PDGFRα reporter^−^ periosteal cells. **e** Relative expression of *Fermt3* and *Ptpn6* at the indicated time points during osteogenesis detected by qRT–PCR. The differences are shown in comparison to the initial expression (at d 0). **f** Cell proliferation of PDGFRα reporter^+^ periosteal cells with or without *Fermt3* or *Ptpn6* shRNA determined by MTS assays (48 h). Osteogenic differentiation of PDGFRα reporter^+^ periosteal cells with or without *Fermt3* or *Ptpn6* shRNA assessed (**g**) by Alizarin Red (AR) staining (11 d) and (**h**) based on the expression of osteogenic genes, including *alkaline phosphatase* (*Alp*), *osteocalcin* (*Bglap*), and *collagen type 1 a1* (*Col1a1*) (7 d), measured by qRT–PCR. **i** Cell proliferation of PDGFRα reporter^−^ periosteal cells with or without *Fermt3* or *Ptpn6* overexpression measured by MTS assays (48 h). Osteogenic differentiation of PDGFRα reporter^−^ periosteal cells with or without *Fermt3* or *Ptpn6* overexpression assessed (**j**) by AR staining (8 d) and (**k**) based on osteogenic gene expression determined by qRT–PCR (7 d). The dot plots represent an individual sample, and the whisker plots indicate the mean and one-SD values. *P < 0.05, **P < 0.01 and ***P < 0.001, as assessed by one-way ANOVA with Tukey’s multiple-comparisons test

The top 30 genes that were significantly upregulated and downregulated in the PDGFRα reporter^+^ group were examined (Supplementary Tables S2, S3). 

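All 60 genes of both tables had a value in every library and moved in the listed direction in both pairs of libraries. Their log2 fold changes ran from 0.47 to 2.50 (median 0.88) for the 30 upregulated genes and from −1.43 to −0.39 (median −0.56) for the 30 downregulated genes. The PDGFRα reporter+ libraries both lay outside the range of the PDGFRα reporter- libraries for 25 of the 60 genes. With limma, 11 of the genes had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 over all genes or adjusted over the list alone. With the library number as a block, 57 had an unadjusted p under 0.05, and 13 had an adjusted p under 0.05 over all genes, compared with 57 when adjusted over the list alone. The study selected these genes by their differences in the same libraries, so that counts within the list are not independent evidence. By level, 54 of the genes had a mean log2 value of at least 0, and the lowest mean was −0.44. The log2 fold change was past 2 SD of all genes for 23 of them, and past 2 SD of the genes with a mean of at least 0 for 47.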

Among the downregulated genes, *Irx3* (Iroquois homeobox 3) and *Itga6* (integrin subunit alpha 6) are linked with chondrogenic differentiation,^34,35^ and *Cryab* (crystallin alpha B) is associated with the proliferation and extracellular matrix production of chondrocytes (Supplementary Table S2).^36^ Furthermore, among the upregulated genes, *Fermt3* (fermitin family member 3) mediates protein–protein interactions involved in integrin activation and thereby plays a role in cell adhesion and the negative regulation of chondrocyte differentiation.^37,38^ 

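*Irx3* (chromosome 8, 91798525 to 91802067) had mean log2 values of 0.98 ± 0.06 (SD, n = 2) in PDGFRα reporter+ and 1.59 ± 0.10 in PDGFRα reporter- cells. The populations did not overlap (log2 fold change −0.61, SE 0.21). *Itga6* (chromosome 2, 71745616 to 71858416) had log2 values of 1.88 and 0.44 in PDGFRα reporter+ libraries 2 and 3, and of 2.44 and 1.07 in the PDGFRα reporter- libraries with the same numbers. The difference was thus −0.56 and −0.63 within the pairs (log2 fold change −0.60, SE 0.69), whereas the libraries of each population differed by more. Its value was 0.13 without PDGFRα reporter+ library 3 and −1.32 without PDGFRα reporter+ library 2. *Cryab* (chromosome 9, 50751325 to 50756636) had values of 3.70 and 2.84 in PDGFRα reporter+ and of 4.22 and 3.37 in PDGFRα reporter- cells. The pairs gave −0.51 and −0.53 for *Cryab* (log2 fold change −0.52, SE 0.43). With each library left out in turn its value ranged from −0.95 to −0.09. *Cryab* overlaps *Hspb2*, whose log2 fold change was −0.15.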

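*Fermt3* (chromosome 19, 6998958 to 7019469, minus strand) had mean log2 values of 0.42 ± 0.94 (SD, n = 2) in PDGFRα reporter+ and −0.92 ± 0.97 in PDGFRα reporter- cells, at percentiles 34.8 and 25.0 of the genes with a value. The log2 fold change of *Fermt3* was 1.34 (SE 0.70), with an adjusted p of 1, and 0.0896 with the library number as a block. With each library left out in turn it ranged from 0.65 to 2.03. *Fermt3* overlaps *Trpt1*, whose log2 fold change was −0.21. The level of *Fermt3* relative to the median of 30 macrophage genes, none of them among the genes of Supplementary Table S3, varied by 0.836 on the log2 scale over the 4 libraries. As little variation was found for 2.44% of 1064 genes with a similar level, and for 6 of the 22 genes of that table that are not typical of myeloid cells.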

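*Vegfc* (chromosome 8, 54077606 to 54187096) had mean log2 values of 2.42 ± 0.12 (SD, n = 2) in PDGFRα reporter+ and 1.33 ± 0.14 in PDGFRα reporter- cells, and both PDGFRα reporter+ libraries lay above both PDGFRα reporter- libraries. The log2 fold change was 1.09 (SE 0.20), with an adjusted p of 0.0437 when the library number was a block. *Ptpn6* (chromosome 6, 124720707 to 124738714, minus strand, with the antisense gene *Gm20531* without a value) had means of 0.01 ± 0.24 and −0.71 ± 0.28, at percentiles 31.2 and 26.1 of the genes with a value. For *Ptpn6* the log2 fold change was 0.72 (SE 0.35), with an adjusted p of 1, and 0.553 with the block, and it ranged from 0.52 to 0.92 with each library left out. *Ptpn6* kept a level relative to the median of 30 macrophage genes that varied by 0.763 on the log2 scale over the 4 libraries. As little was found for 2.22% of 1036 genes with a similar level and for 5 of 22 genes of Supplementary Table S3 that are not typical of myeloid cells. *Wnt16*, a gene of both this group and the osteogenic genes, had log2 values of 1.95 and 2.42 in the PDGFRα reporter+ libraries and of 1.01 and 1.34 in the PDGFRα reporter- libraries.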

*Vegfc* (vascular endothelial growth factor C), *Wnt16*, and *Ptpn6* (protein tyrosine phosphatase nonreceptor type 6) are known to promote osteogenesis (Supplementary Table S3).^31,39,40^ Ptpn6 is a member of the protein tyrosine phosphatase family that regulates a variety of cellular processes, including cell growth and differentiation. Of these differentially expressed genes, *Fermt3* and *Ptpn6* were chosen as candidate molecules without any prior descriptions in the periosteum.

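In the pair of libraries numbered 2, *Fermt3* had log2 values of −0.24 in PDGFRα reporter+ and −1.60 in PDGFRα reporter- cells, and in the pair numbered 3 of 1.09 and −0.23. The difference was thus 1.36 and 1.32 within the pairs, whereas libraries of the same population differed by as much. *Ptpn6* had values of −0.16 and −0.91 in the pair numbered 2 and of 0.18 and −0.51 in the pair numbered 3, with differences of 0.75 and 0.70, and its libraries did not overlap between populations.

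**Figure D4:**
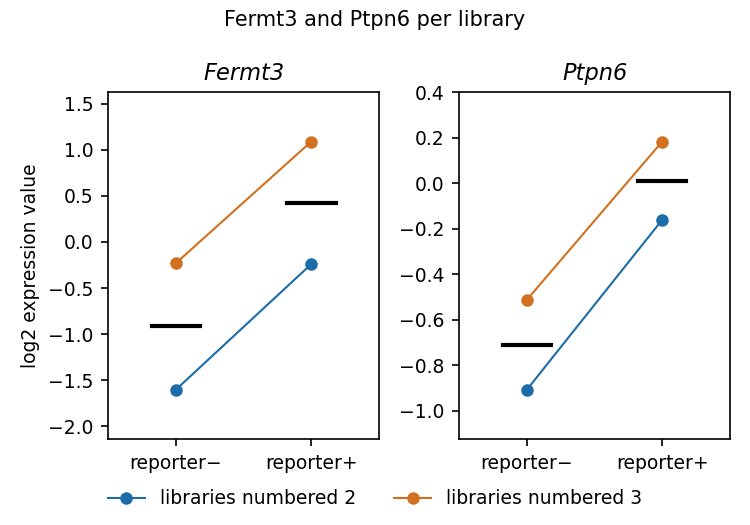
Log2 expression values (vertical axis) of *Fermt3* and *Ptpn6* in each library of PDGFRα reporter- and PDGFRα reporter+ cells (horizontal axis). Points are libraries, lines join libraries with the same number, and black bars are population means: both genes rise along both lines, *Fermt3* by 1.36 and 1.32 and *Ptpn6* by 0.75 and 0.70.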

The levels of both *Fermt3* and *Ptpn6* gradually increased during the early osteogenic differentiation of mouse periosteal cells (Fig. 7e). To clarify the effects of Fermt3 and Ptpn6 on periosteal progenitor cells, we examined the consequences of the knockdown or overexpression of either gene (Fig. 7f-h). The short hairpin RNA (shRNA)-mediated knockdown or overexpression of *Fermt3* or *Ptpn6* in mouse periosteal cells was confirmed (Supplementary Fig. S15). In comparison with the results obtained with the vector control, the knockdown of either *Fermt3* or *Ptpn6* promoted the proliferation of PDGFRα reporter^+^ periosteal cells (Fig. 7f). In contrast, *Fermt3* or *Ptpn6* knockdown inhibited the osteogenic differentiation of PDGFRα reporter^+^ periosteal cells and induced a 61.2%–67.5% reduction in mineralization (Fig. 7g) and a 20.6%–43.3% reduction in osteogenic gene expression (Fig. 7h). Converse effects were observed with chondrogenic gene expression: the knockdown of either *Fermt3* or *Ptpn6* increased the expression of *Acan* and *Col2a1* (Supplementary Fig. S16a). Overall, these results suggest that the knockdown of either *Fermt3* or *Ptpn6* leads to a phenotype among PDGFRα reporter^+^ periosteal cells that is more similar to that of their PDGFRα reporter^−^ counterparts. Conversely, *Fermt3* or *Ptpn6* overexpression was observed in PDGFRα reporter^−^ periosteal cells (Fig. 7i-k). Here, *Fermt3* or *Ptpn6* overexpression reduced both PDGFRα reporter^−^ periosteal cell proliferation (Fig. 7i) and chondrogenic gene expression (Supplementary Fig. S16b) but resulted in a 73.5%–78.1% increase in bone nodule formation (Fig. 7j) and a 77.1%–192.4% increase in osteoblast-related gene expression in comparison with the results obtained with the vector control (Fig. 7k). Thus, the overexpression of either *Fermt3* or *Ptpn6* led to a ‘PDGFRα reporter^+^ periosteal cell-like’ phenotype among PDGFRα reporter^−^ periosteal cells. Moreover, forced overexpression of either ligand can improve the in vitro osteogenic differentiation potential of periosteal derivatives.

## Discussion

Although the periosteum is an inconspicuous bone-lining surface composed of cells with a fibroblastic morphology, an increasing body of evidence shows that functionally relevant cellular heterogeneity exists in this tissue compartment.^6,8,9,20,41,42^ Our study suggests that PDGFRα reporter activity marks a population of cells within the periosteum that acts as a tissue-specific stem cell reservoir for periosteal appositional bone formation and fracture repair. Moreover, PDGFRα reporter^+^ cells appear to represent the precursors of Lepr^+^/Nestin^+^/Gli1^+^ skeletal progenitor cells within the periosteum. Unlike other antigens,^10,43^ PDGFRα reporter activity appears to be a conserved marker across mouse and human bone.

Overall, the relationship between PDGFRα reporter activity and other reported periosteal progenitor cell markers needs to be further clarified. Clearly, there is some degree of overlap between other periosteal reporters and the PDGFRα reporter studied here. For example, Prx1 reporter^+^ periosteal stem cells express more PDGFRα and Periostin than Prx1 reporter^−^ cells.^41^ Periostin is essential for periosteum activation and contributes to bone repair;^41^ however, Periostin is surprisingly enriched in PDGFRα reporter^−^ cells. 

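In the sequenced libraries, *Postn*, the gene of Periostin (chromosome 3, 54361109 to 54391037), had log2 values of −1.13 and 2.04 in PDGFRα reporter+ libraries 2 and 3 and of 0.14 and 3.04 in the PDGFRα reporter- libraries with the same numbers. The difference within the pairs was −1.28 and −1.00. The populations had means of 0.45 ± 2.24 (SD, n = 2) and 1.59 ± 2.05, a log2 fold change of −1.14 (SE 1.45), less than the SD within either population. Without PDGFRα reporter+ library 2 the value was 0.45, and without PDGFRα reporter+ library 3 it was −2.72. The SE of 1.45 and both SDs carry the difference between library numbers. With the library number as a block, limma gave *Postn* an SE of 0.193 and an adjusted p of 0.0647.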

Ortinau et al. examined the combination of Mx1 and αSMA, which label periosteal progenitor cells that contribute to bone repair, and found that 79% of these cells are also positive for PDGFRα.^8^ Using publicly available sequencing datasets of periosteal cell derivatives, He et al. examined the transcriptome of Sox9 reporter-expressing and non-Sox9 reporter-expressing cells.^44^ Their data align with ours to some degree, which demonstrates that Sox9^-^ periosteal cells exhibit higher expression of *Pdgfrα* and *Ptpn6* but not *Fermt3*. Future studies involving a combination of PDGFRα and other periosteal stem cell markers are needed to more definitive identify the cellular hierarchy in the mouse and human periosteum.

Although not directly addressed in our study, PDGFRα is most likely both a cell marker for a periosteal stem cell population and a vital functional receptor for periosteal bone formation and fracture repair. PDGF is known to activate osteogenic differentiation and bone formation via the BMP-Smad1/5/8-Runx2/Osx axis and extracellular signal-related kinase 1/2 (ERK1/2) signaling pathway, which requires PDGFRα.^45,46^ PDGF can mobilize pericytes, some of which are skeletal stem cells, from their abluminal location on blood vessels, stimulate the expansion of these cells, and aid their organization. Furthermore, PDGF not only contributes to osteogenesis but also helps stabilize newly formed blood vessels.^47^ Thus, this factor acts to drive the multistep, multicomponent cascade of new bone formation. PDGFRα^+^ and β^+^ populations participate in fracture repair and show significant colony‐forming potential.^20^ A PDGFR-PI3K signaling axis mediates periosteal cell activation during healing.^20,48^ In addition, PDGFRβ marks reparative skeletal stem cells in the periosteal, endosteal, and perivascular niches, which altogether give rise to osteoblastic, chondrogenic, and fibroblastic progeny in the callus.^11^ The loss of PDGFRβ impairs callus formation. PDGF-PDGFRβ signaling is critical for skeletal stem cell expansion, migration, and angiotropism during bone repair.^11^ Our results show that PDGFRα reporter^+^ cells, some of which coexpress PDGFRβ,^20^ also play a vital role in bone repair.

The genes overrepresented among PDGFRα reporter^+^ periosteal progenitor cells include components of Wnt and IGF signaling. 

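Wnt ligands and genes of the IGF system (*Igf1*, *Igf2*, their receptors and binding proteins) were taken as a set, of which 22 genes had a value in all libraries. Of these, 11 were higher and 11 lower in PDGFRα reporter+ cells, with a median log2 fold change of 0.00 and an adjusted p of 0.618 from camera. With genes of a mean log2 value of at least 0 alone, the median of the remaining genes was 0.33 with an adjusted p of 0.0168, and with a pseudocount of 1 the median of all 22 was −0.01 with an adjusted p of 0.657. The median was −0.06 without PDGFRα reporter- library 2 and 0.47 without PDGFRα reporter+ library 2. Beside *Wnt4* and *Wnt16*, the Wnt ligands *Wnt2* (−1.95), *Wnt7b* (−1.86) and *Wnt11* (−0.90) had negative log2 fold changes, and were chosen for mention after their values were seen. *Wnt2*, *Wnt7b* and *Wnt11* each had a mean log2 value below 0, where log2 fold changes varied more. The Wnt ligands with a mean of at least 0 were *Wnt5a*, *Wnt5b* and *Wnt16*, with log2 fold changes of 0.07, 0.38 and 1.01. Of these, *Wnt5a* was lower in the pair of libraries numbered 2 (−0.15). The median of the 10 IGF genes was 0.14, with log2 fold changes of 1.56 for *Igfbp5*, 0.64 for *Igfbp3* and −1.05 for *Igfbp2*. Adjusted over the list alone, 0 of the 22 genes had an adjusted p under 0.05, beside 1 with an unadjusted p under 0.05. When the library number was a block, 7 did when adjusted over the list alone and 0 over all genes.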

IGF1 is well known to regulate periosteal appositional bone growth,^49^ and the deletion of Wnt ligands, such as Wnt16 exert, effects on the cortical bone compartment in mice.^50^ Two relatively unknown gene candidates were further explored in the present study: Fermt3 and Ptpn6. Prior studies revealed that mutations in Fermt3 in bone marrow stromal cells resulted in enhanced chondrogenesis,^38^ but the effects on bone formation were previously unknown. In agreement with our present findings in periosteal cells, Ptpn6 promotes osteogenic differentiation and bone formation in bone marrow stromal cells.^39^ The extent to which either molecule could be used in a therapeutic context to improve bone repair has not been explored. The in vivo dysregulation of *Fermt3* and *Ptpn6* gene expression during periosteal bone formation is a logical next step.

Our study has several limitations. First, we relied primarily on an inducible reporter system, which generally correlated well but not precisely with the expression of PDGFRα protein detected by flow cytometry. This caveat should be considered in future studies in which the cell surface expression of PDGFRα is used to fractionate periosteal cell derivatives. Second, PDGFRα reporter activity is not specific to the periosteum, and we found that skeletal cells within the endosteum and trabecular bone exhibit reporter activity. Although our focus involved a single microanatomical site, the systemic DTX-mediated ablation of PDGFRα reporter^+^ cells will clearly affect more than just skeletal tissues. For example, we cannot exclude the possibility that the depletion of muscle- or marrow-resident perivascular PDGFRα reporter^+^ cells could perturb periosteal function via indirect mechanisms. Long bone mesodermal progenitors residing in skeletal muscle adjacent to a bone fracture likely play a critical role in driving the fibrotic response and fibrotic remodeling and supporting cartilage and bone formation in the fractured callus.^51^ In addition, PDGFRα^+^ cells in the bone marrow most likely play a role in fracture repair and medullary remodeling by virtue of their expression of RANKL.^52^ In our study, cell depletion showed some tissue specificity, which is an important caveat. For example, trabecular cells within the femur and even perivascular cells in nonskeletal tissues were not prominently affected with the precise DTX regimen applied (*not shown*). Third, the fracture model used in this study likely draws cell sources from multiple domains, including the periosteum, endosteum and even skeletal muscle, for repair. Pinpointing the relative cellular contributions of distinct PDGFRα reporter^+^ cellular depots would require more explicit studies using fracture models along with microdissection of various tissues. Fourth, all studies were performed with male mice. Importantly, a similar basic distribution of PDGFRα reporter activity before and after fracture was observed in both sexes. Although it is anticipated that our findings would be consistent between male and female mice, there is a notable intersection between PDGF and estrogen signaling in other tissues.^53–55^ Sex differences in periosteal cell populations would be an important area of further investigation. Fifth, some experiments utilized culture-expanded periosteal cells with or without FGF2 supplementation to improve cell growth. Clearly, some phenotypic drift in gene expression and cellular function would be anticipated with even brief culture expansion, and this fact should be considered in future work related to the studies presented herein.

In summary, PDGFRα reporter^+^ periosteal cells represent tissue-specific progenitor cells with an osteoblastogenic phenotype. The presence of PDGFRα reporter^+^ cells is vital to the established functions of the periosteum in homeostasis and repair. Newly identified genes, such as *Fermt3* and *Ptpn6*, could have future therapeutic implications in the maintenance of a healthy cortex and the prevention of fractures.

## Materials and methods

### Mice

All animal experiments were performed according to approved protocols (MO19M266, MO19M366, and MO20M142) of the Animal Care and Use Committee (ACUC) at Johns Hopkins University (JHU). The PDGFRα-CreER^TM^ animals were a kind gift from the Dwight Bergles laboratory^56^ and are commercially available (The Jackson Laboratory, Stock No. 018280, Bar Harbor, ME). Pdgfrα^mT/mG^ mice were obtained by crossing Pdgfrα-CreER^TM^ with mT/mG mice (JAX Stock No. 007576). Pdgfrα^iDTR;mT/mG^ mice were obtained by crossing Pdgfrα^mT/mG^ mice with iDTR mice (JAX Stock No. 007900). Unless otherwise specified, male mice were used in all the experiments. NOD SCID mice were purchased from the Jackson Laboratory (JAX Stock No. 001303). Tamoxifen (TM; Sigma–Aldrich, St. Louis, MO) and diphtheria toxin (DTX; Sigma–Aldrich) were injected intraperitoneally according to previously validated protocols (TM: 150 mg·kg^-1^ per day for 5 d; DTX: 45.7 μg·kg^-1^ per day for 3 d).^14,57^ TM was dissolved in sunflower seed oil (Sigma–Aldrich). Post-TM chase periods ranging from 7 d to 9 mo were assessed. When feasible, a littermate analysis was performed by investigators blinded to the mouse genotype.

### Pdgfrα cell depletion and analyses

Male 2-mo-old Pdgfrα^mT/mG^ or Pdgfrα^iDTR;mT/mG^ mice were sequentially administered TM and DTX (TM: 150 mg·kg^-1^ per day for 5 d; DTX: 45.7 μg·kg^-1^ per day for 3 d starting 10 d after TM). To confirm the efficiency of PDGFRα reporter^+^ cell depletion, mouse periosteal cells were isolated and analyzed by flow cytometry 14 d after DTX injection. To evaluate the effects on the uninjured skeleton, forelimbs and hindlimbs were analyzed 2 mo after the last DTX injection. To evaluate the effects on the injured skeleton, a closed, nonstabilized fracture model, which was adapted from previous methods, was used.^58^ Closed, nonstabilized fractures were performed in the mid-diaphysis of the right forelimbs 4 d after DTX administration. The olecranon process and the flexed carpus were placed into specially designed fixtures. Monotonic loading was performed by a displacement ramp of 0.5 mm·s^-1^ (TA Instruments, ElectroForce 3200 Series II). High-resolution Faxitron imaging was utilized to confirm fracture, and the mice were euthanized at 1 d to 1 mo after fracture. In select studies, mouse cells from the microdissected callus 7 d after fracture were digested with 1 mg·mL^-1^ collagenase P (Roche, Basel, Switzerland) and type I/II collagenase (1 mg·mL^-1^ each; Washington Biochemical, Lakewood, NJ) for 1 h at 37 °C and analyzed by flow cytometry.

### Isolation of mouse PDGFRα reporter^+^ periosteal progenitor cells

The hindlimbs were dissected, soft tissues surrounding the bones were meticulously removed, and the periosteum was left attached to the bone. Bilateral femurs and tibias were washed twice in PBS and digested with 2 mg·mL^-1^ collagenase P (Roche) in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, Grand Island, NY) containing 0.5% bovine serum albumin (Sigma–Aldrich) at 37 °C for 10 min (6 times).^42^ The digestion solution was filtered with a 40-μm filter and centrifuged. Cells from the third to sixth digestions were pooled and resuspended in αMEM (Gibco) containing 15% FBS (Gibco), 1% penicillin/streptomycin (Gibco), and 10 ng·mL^-1^ basic fibroblast growth factor (bFGF) (PeproTech, Rocky Hill, NJ). Five to eight male 9–10-week-old mice were used to yield a single cell population. The total periosteal cells obtained either immediately after digestion or after one passage were subjected to FACS and flow cytometry analysis. The cells were incubated with anti-CD31-allophycocyanin (1:30), anti-CD45-allophycocyanin (1:30), and anti-Ter119-allophycocyanin (1:30) antibodies for 20 min on ice (antibody are provided details in Supplementary Table S4). For the assessment of cell viability, propidium iodide (BD Pharmingen, San Diego, CA) was added. FACS was then performed using Beckman MoFlo (Beckman, Indianapolis, IN), and the data were analyzed using Summit Software (PrismHR, Hopkinton, MA). Gating strategies were performed to isolate either PDGFRα reporter^−^ (CD31^−^CD45^−^Ter119^−^mTdtomato^+^) or PDGFRα reporter^+^ (CD31^−^CD45^−^Ter119^−^mGFP^+^) cells. The sorted cells were cultured with αMEM, 15% FBS, and 1% penicillin/streptomycin with or without 10 ng·mL^-1^ mouse bFGF. The medium was changed every 3 d unless otherwise noted.

### Isolation of human PDGFRα^+^ periosteal progenitor cells

Human periosteum was obtained from adult patient donors under IRB approval at Johns Hopkins University with a waiver of informed consent. All specimens were collected from the long bones (femur or tibia) resected for a nonneoplastic medical indication and were otherwise deidentified. The periosteum was detached from the underlying bone using a periosteal elevator and then finely minced using a scalpel and dissecting scissors. The tissue was digested with 2 mg·mL^-1^ collagenase type II in DMEM for 90 min under agitation at 37 °C. Undigested tissue was sequentially filtered through 100-μm and 40-μm filters. The cells were separated by centrifugation and resuspended in red blood cell lysis buffer (155 mmol·L^-1^ NH_4_Cl, 10 mmol·L^-1^ KHCO3, and 0.1 mmol·L^-1^ EDTA) for 10 min at room temperature (RT). Trypan blue staining was performed to confirm the cell viability. After centrifugation, the periosteal cells were resuspended in HBSS containing 0.5% bovine serum albumin. PDGFRα^−^ and PDGFRα^+^ periosteal cells were isolated via FACS using a mixture of the following directly conjugated antibodies for 20 min on ice: anti-CD31-allophycocyanin-Cy7 (1:100), anti-CD45-allophycocyanin-Cy7 (1:30), and anti-CD140a-phycoerythrin (1:5) (antibody details are provided in Supplementary Table S4). The solution was passed through a 40-μm filter and then run on a Beckman MoFlo (Beckman, Indianapolis, IN). Gating strategies were utilized to isolate either PDGFRα^−^CD31^−^CD45^−^ or PDGFRα^+^CD31^−^CD45^−^ cells. The sorted cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. All cells were cultured in αMEM, 15% FBS, 1% penicillin/streptomycin, and 2 ng·mL^-1^ bFGF. The medium was changed every 3 d unless otherwise noted.

### Proliferation, osteogenic/chondrogenic differentiation, and qRT–PCR

Cells (2 × 10^3^) were cultured in 96-well plates, and their proliferation was measured after 72 h of culture in growth medium using the CellTiter96^®^ Aqueous One Solution Cell Proliferation Assay kit (MTS, G358A; Promega, Madison, WI). Briefly, 20 μL of MTS solution was added to each well, and the plate was incubated for 1 h at 37 °C. The absorbance was measured at 490 nm using an Epoch microspectrophotometer (Bio-Tek, Winooski, VT). Osteogenic differentiation experiments using medium with or without bFGF supplementation during the expansion period were repeated. Osteogenic differentiation was performed using osteogenic differentiation medium consisting of αMEM, 10% FBS, 1% penicillin/streptomycin, 100 nmol·L^-1^ dexamethasone, 50 μmol·L^-1^ ascorbic acid, and 10 mmol·L^-1^ β-glycerophosphate (Sigma–Aldrich). The medium was changed every 3 d. After 7 d of differentiation, the cells were harvested, and the expression of osteogenic marker genes was detected. After 8–16 d of differentiation, the cultures were stained with alizarin red S (Sigma–Aldrich) to detect mineralization. Calcium precipitate was quantified by detecting the absorbance at 548 nm after dissolving with 0.1 mol·L^-1^ sodium hydroxide. For chondrogenic differentiation, the cells were seeded in a high-density micromass environment (1 × 10^6^ cells in 10 μL of medium/drop) in 12-well plates and cultured with chondrogenic differentiation medium (αMEM, 1% penicillin/streptomycin, 10% FBS with 10 ng·mL^-1^ transforming growth factor-β3 (R&D Systems, Minneapolis, MN), 100x ITS + Premix (Corning Incorporated, Corning, NY), 100 μg·mL^-1^ pyruvate, 40 μg·mL^-1^ proline, 50 μg·mL^-1^ ascorbic acid, and 100 nmol·L^-1^ dexamethasone (Sigma–Aldrich)). The medium was changed every 3 d. After 7 d of differentiation, the cells were harvested, and the expression of chondrogenic marker genes was detected. After 21 d of differentiation, micromass cultures were cryosectioned at 18-μm thickness and stained with toluidine blue solution or safranin O-fast green. Gene expression analysis was conducted by quantitative real-time polymerase chain reaction (qRT–PCR). TRIzol (Life Technologies Corporation, Gaithersburg, MD) was used for total RNA isolation. Subsequently, cDNA synthesis was performed using an iScript cDNA Synthesis Kit (Bio–Rad, Hercules, CA) following the manufacturer’s instructions. Real-time PCR was performed using SYBR™ Green PCR Master Mix (Life Technology), and detection was performed with a QuantStudio 5 Real-Time PCR system instrument (Thermo Scientific, Waltham, MA). GAPDH was used as an internal control for all genes. Primer information is provided in Supplementary Table S5.

### Cell implantation

Mouse or human PDGFRα cell subsets were assessed for ectopic bone formation. Mouse PDGFRα reporter^−^ or reporter^+^ cells (3.0 × 10^6^) were mixed with 45 mg of hydroxyapatite/β-tricalcium phosphate (HA/β-TCP) mixture (w/w = 4:6, Zimmer Dental Inc., Carlsbad, CA). After anesthesia and analgesia, subcutaneous implants were placed on the dorsal surface of 8‐week‐old male NOD SCID mice (Stock # 001303, The Jackson Laboratory; 2 implants per mouse). The samples were analyzed after 8 weeks. An outline of the animals in each experimental group is provided in Supplementary Table S6.

Human PDGFRα^−^ or PDGFRα^+^ cells (3.0 × 10^6^) derived from the same human periosteum sample were resuspended in 40 μL of PBS and mechanically mixed with 50 mg of demineralized bone matrix (DBX) putty (morselized human cortical bone in sodium hyaluronate with a 31% bone content by weight, courtesy of Musculoskeletal Transplant Foundation, Edison, NJ). After anesthesia and analgesia, pockets were cut into the biceps femoris muscles, and cells mixed with DBX were intramuscularly implanted into the thigh muscle pouch of 8-week-old male NOD SCID mice. The muscle and skin were closed with 4–0 Vicryl*Plus sutures (Ethicon Endo-Surgery, Blue Ash, OH). An outline of the animals in each experimental group is presented in Supplementary Table S7.

### Radiographic analyses

Samples were scanned using a high-resolution micro-CT imaging system (SkyScan 1275; Bruker MicroCT N.V., Kontich, Belgium) at an image resolution of 10–15 μm. The scanner was set to the following parameters: aluminum filter of 1 mm, X-ray voltage of 65 kVP, anode current of 153 μA, exposure time of 160–218 ms, frame averaging of 6, and rotation step of 0.3 degrees. Three-dimensional images were then reconstructed using image reconstruction software (NRecon, v1.7.0.4, SkyScan, Bruker). For 3D morphometric analyses of the images, CTAn (v1.16, SkyScan, Bruker), CTVox (v3.2, SkyScan, Bruker), and CTVol (v2.0, SkyScan, Bruker) software were used. Cross-sectional images of the femur and ulna were obtained to perform 2D morphometric analysis of cortical bone and 3-dimensional histomorphometric analysis of new bone. For analysis of the fractured callus, the region of interest (ROI) was delineated into 0.5-mm segments with a threshold value of 65–255, encompassed the entire callus and excluded native bony elements. For the cortical bone analysis, the ROI was delineated into 0.75-mm segments around the midpoint of the femur or ulna with a threshold value of 110–255. For subcutaneous bone formation analysis, the ROI was set to a rectangle (2.2 mm × 1.1 mm), the analysis thickness was 0.66 mm, and the threshold value was 70–110. To remove the influence of HA/TCP, all microCT calculations were performed by subtracting the mean values of BV and BV/TV obtained from the control group (HA/TCP alone). For intramuscular implantation analysis, the ROI was set to a rectangle (1.5 mm × 0.75 mm), the analysis thickness was 0.45 mm, and the threshold value was 100–255. All analyses were performed in a blinded manner.

### Histologic and immunohistochemical analyses

Tissues were fixed in 4% paraformaldehyde (PFA) for 24 h, decalcified in 14% EDTA for 60–90 d, and embedded in optimal cutting temperature compound (OCT) (Sakura, Torrance, CA). The samples were cryo-sectioned at 20-μm thickness. The histochemical staining included routine H&E or alkaline phosphatase (ALP) staining. ALP staining was performed according to the manufacturer’s instructions (Sigma–Aldrich). For immunofluorescent staining, all sections were incubated with trypsin enzymatic antigen retrieval solution (Abcam, Cambridge, MA, USA) for 5 min at RT and blocked with either 5% goat serum or 5% donkey serum in PBS for 1 h at RT. The primary antibodies were used for either overnight incubation at 4 °C or incubation at 25 °C for 3 h (antibody details are provided in Supplementary Table S4). Nonimmune immunoglobulin of the same isotype as the primary antibodies was used as a negative control. Subsequently, anti-mouse Alexa Fluor® 647-conjugated, anti-rabbit Alexa Fluor® 647-conjugated, anti-chicken Alexa Fluor® 647-conjugated, or anti-biotin Alexa Fluor® 647-conjugated secondary antibodies (1:200) were used for incubation for 2 h at RT. For the visualization of reporter activity, a wild-type specimen prepared in the same manner was used as a control to identify the autofluorescence intensity. DAPI mounting medium (H-1500, Vector laboratories, Burlingame, CA) was used. All histological sections were examined under a Zeiss 800 confocal microscope (Zeiss, Thornwood, NY) or Leica DM6 microscope (Leica Microsystems Inc, Wetzlar, Germany).

### Transcriptomics

Periosteal cells were isolated using the above-described method and briefly cultured by propagation in αMEM, 15% FBS, and 1% penicillin/streptomycin with 10 ng·mL^−1^ mouse bFGF. After one passage, PDGFRα reporter^−^CD31^−^CD45^−^Ter119^−^ and PDGFRα reporter^+^CD31^−^CD45^−^Ter119^−^ mouse periosteal cells were identified by FACS, and global gene expression analysis was immediately performed by total RNA sequencing. Briefly, total RNA was extracted from PDGFRα reporter^−^ and PDGFRα reporter^+^ cells using TRIzol (Life Technologies Corporation). Gene expression analyses were performed through deep sequencing with the Illumina NextSeq 500 platform (Illumina, San Diego, CA) by the JHMI Transcriptomics and Deep Sequencing Core. The data analyses were performed using various software packages, including Partek Genomics Suite, Spotfire DecisopnSite with Functional Genomics, and QIAGEN Ingenuity® Pathway Analysis.

### Knockdown

In select experiments, the shRNA-mediated knockdown of *Fermt3* or *Ptpn6* was performed in primary mouse PDGFRα reporter^+^ periosteal cells. *Fermt3* and *Ptpn6* shRNA were obtained from Sigma–Aldrich, and the pLKO.1 vector was obtained from Addgene (Watertown, MA). The shRNA was transfected using TransIT^®^-LT1 Transfection Reagent (Mirus Bio, Madison, WI) as described by the manufacturer. The medium was changed after 4 h and replaced by osteogenic medium after 24 h. After 7 d of differentiation, osteogenic marker genes were detected by qRT–PCR. The cultures were stained with alizarin red S to detect mineralization after 11 d of differentiation, and cellular proliferation was measured after 48 h of culture in growth medium as described above.

### Overexpression

*Fermt3* or *Ptpn6* overexpression in primary PDGFRα reporter^−^ periosteal cells was performed. The pCMV6-AC-GFP vector and *Fermt3*/*Ptpn6* plasmids were obtained from Origene (Watertown, MA). The plasmid was transfected using TransIT^®^-LT1 Transfection Reagent (Mirus Bio, Madison, WI) as described by the manufacturer. The medium was changed after 4 h and replaced by osteogenic medium after 24 h. After 7 d of differentiation, osteogenic marker genes were detected by qRT–PCR. The cultures were stained with alizarin red S to detect mineralization after 8 d of differentiation, and cellular proliferation was measured after 48 h of culture in growth medium as described above.

### Statistical analysis

The data are presented as the means ± one-SD values. The statistical analyses were performed using GraphPad Prism (Version 7.0). The in vitro experiments were performed in biological and experimental triplicates. The number of animals used in the in vivo experiments is shown in the figure legends and in Supplementary Tables S6 and S7. For the cell depletion experiments, our depletion efficiency resulted in effect sizes of at least 2.38. For cell implantation, our initial in vitro studies comparing PDGFRα reporter^−^ and PDGFRα reporter^+^ cells resulted in effect sizes of at least 2.73. For these scenarios and using 4 mice per group, a two-sample t test would provide 80% power to detect effect sizes of at least 2.15 based on the assumption of a two-sided 0.05 level of significance. The Kolmogorov–Smirnov test was used to confirm the normal distribution of the data. A two-tailed Student’s *t* test was used for two-group comparisons. One-way or two-way ANOVA followed by Tukey’s multiple-comparisons test was used for comparisons of 3 or more groups. *P < 0.05, **P < 0.01, and ***P < 0.001 were considered to indicate significance.

## Supplementary information

Supplementary Information

Supplementary Information clean

## Data Availability

Expression data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE154003.

# Supplementary material for: PDGFRα reporter activity identifies periosteal progenitor cells critical for bone formation and fracture repair
**Source:** Bone Res. 2022 Jan 25;10:7. doi: 10.1038/s41413-021-00176-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

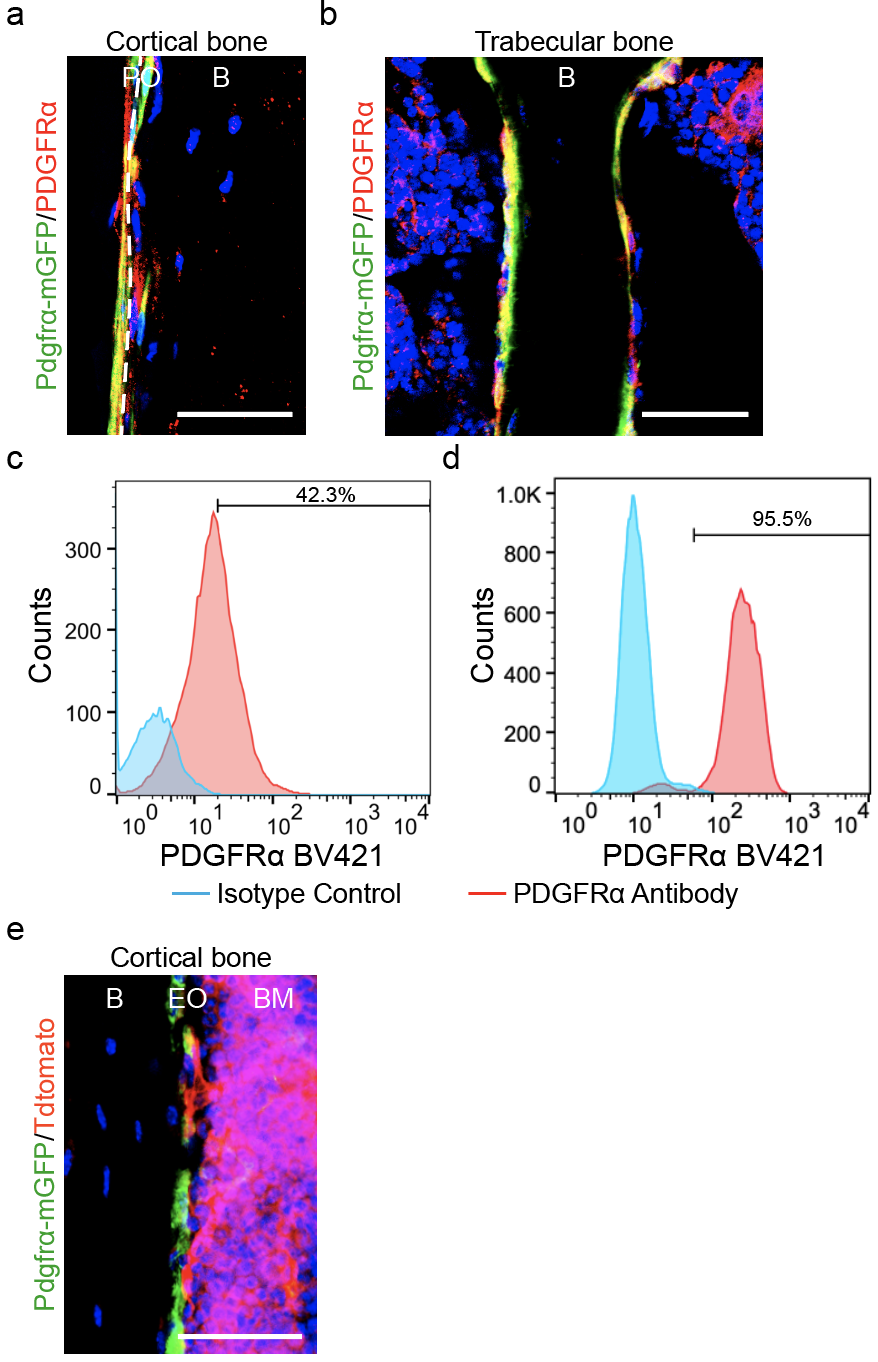

**Supplementary Figure S1. PDGFRα-CreER reporter activity location and correlation with PDGFRα expression. (a,b)** Immunohistochemical stains for PDGFRα within **(a)** femoral diaphyseal periosteum and **(b)** trabecular bone of the proximal femur, using Pdgfrα^mT/mG^ reporter sections. GFP indicates reporter activity, while Tdtomato expression is not shown. Dashed line indicates the limit between the inner and outer layers of periosteum. N=3 male 2 mo old animals, analyzed 14 d after TM administration. **(c,d)** GFP^+^CD45^-^CD31^-^CD119^-^ cells isolated from microdissected mouse periosteum of Pdgfrα^mT/mG^ animals were analyzed by flow cytometry for PDGFRα expression in comparison to isotype control. Histograms showed the percentage of PDGFRα^+^ cells in **(c)** freshly isolated cells 7 d after TM or **(d)** the same cells after culture expansion (Passage 4). **(e)** PDGFRα reporter^+^ (GFP^+^) activity within the femoral diaphyseal endosteum. Cells derived from male 10 wk old animals. Scale bars: 50 μm. B, bone; BM, bone marrow; EO, endosteum; PO, periosteum.

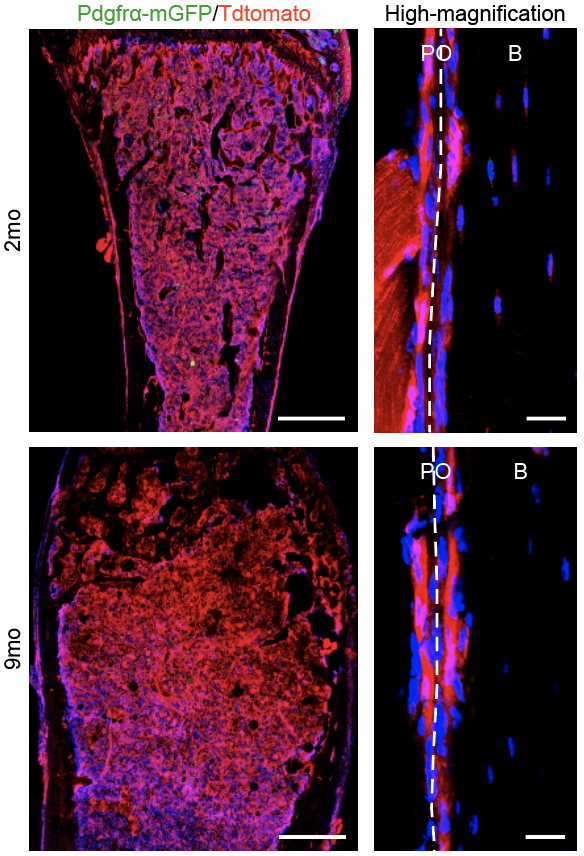

**Supplementary Figure S2. Minimal PDGFRα reporter activity without tamoxifen.** mGFP and Tdtomato are visualized in the proximal femur of 2 and 9 mo old Pdgfrα^mT/mG^ male reporter animals, shown as tile scans and high magnification images of the periosteum. Dashed lines indicate the limit between the inner and outer layers of periosteum. Scale bar: 500 μm (left panel) and 20 μm (right panel). PO, periosteum; B, bone.

**
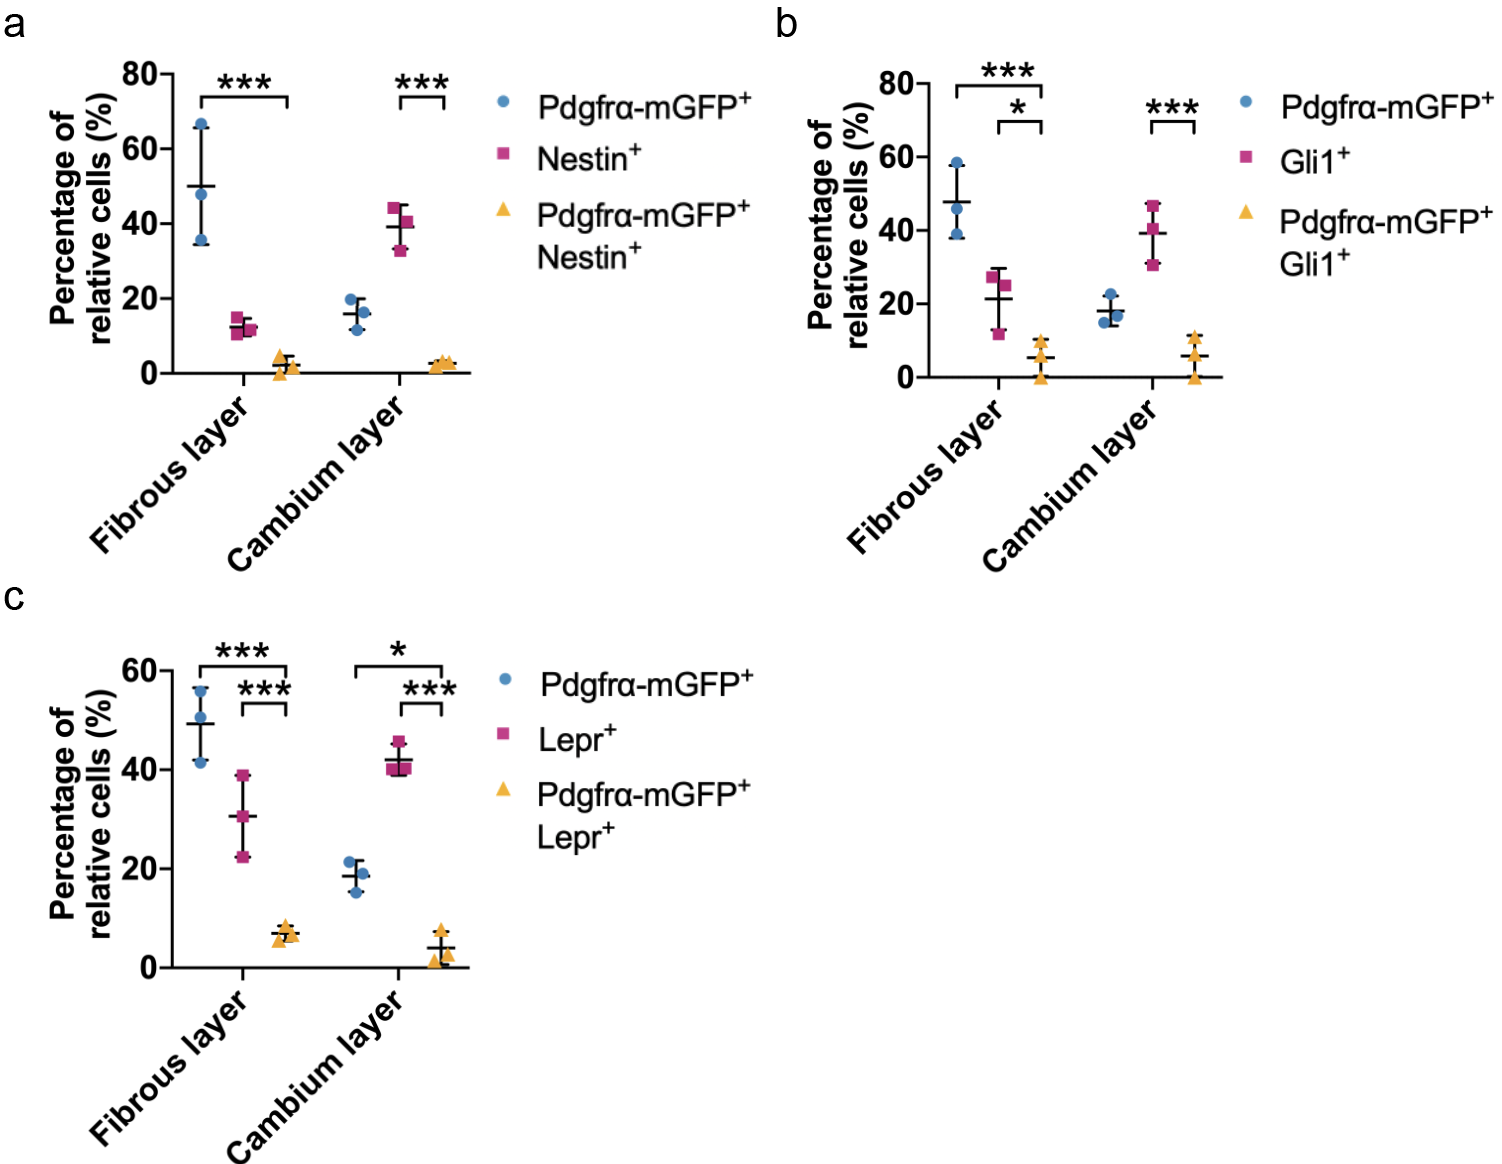
**

**Supplementary Figure S3. Quantification of periosteal PDGFRα reporter^+^ cells in the fibrous and cambium layers of periosteum.** The frequency of PDGFRα reporter expression in fibrous and cambium layers of diaphyseal periosteum was examined alone or in combination with immunohistochemical detection of Nestin, Gli1, or Lepr (Leptin receptor). Analysis was performed within the femoral periosteum of Pdgfrα^mT/mG^ reporter animals. Each quantification is reported as the percentage of single positive cells or double positive cells in each tissue layer. The corresponding images can be found in **Fig. 1e**. **(a)** Percentage of PDGFRα reporter^+^, Nestin^+^, or PDGFRα reporter^+^Nestin^+^ cells among fibrous or cambium layers. **(b)** Percentage of PDGFRα reporter^+^, Gli1^+^, or PDGFRα reporter^+^Gli1^+^ cells among fibrous or cambium layers. **(c)** Percentage of PDGFRα reporter^+^, Lepr^+^, or PDGFRα reporter^+^Lepr^+^ cells among fibrous or cambium layers. Dot plots represent an individual animal, while whisker plots indicate mean values and one standard deviation. Quantification based on N=3 male 2 mo old animals, with a 2 wk TM chase period. **P*<0.05; ***P*<0.01; ****P*<0.001 as assessed using two-way ANOVA with Tukey’s multiple comparisons test.

**
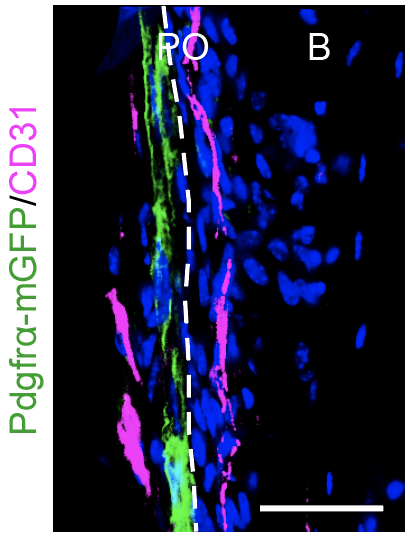
**

**Supplementary Figure S4. PDGFRα reporter^+^ periosteal cells do not principally reside in a perivascular niche.** Immunohistochemical stain for CD31 within femoral periosteum using Pdgfrα^mT/mG^ reporter sections. Pdgfrα^mT/mG^ animals (N=3, male, 2 mo old) were administered TM, and reporter activity was examined 2 wks later. Tdtomato is not shown. Dashed line indicates the limit between the inner and outer layers of periosteum. Scale bar: 50 μm. PO, periosteum; B, bone.

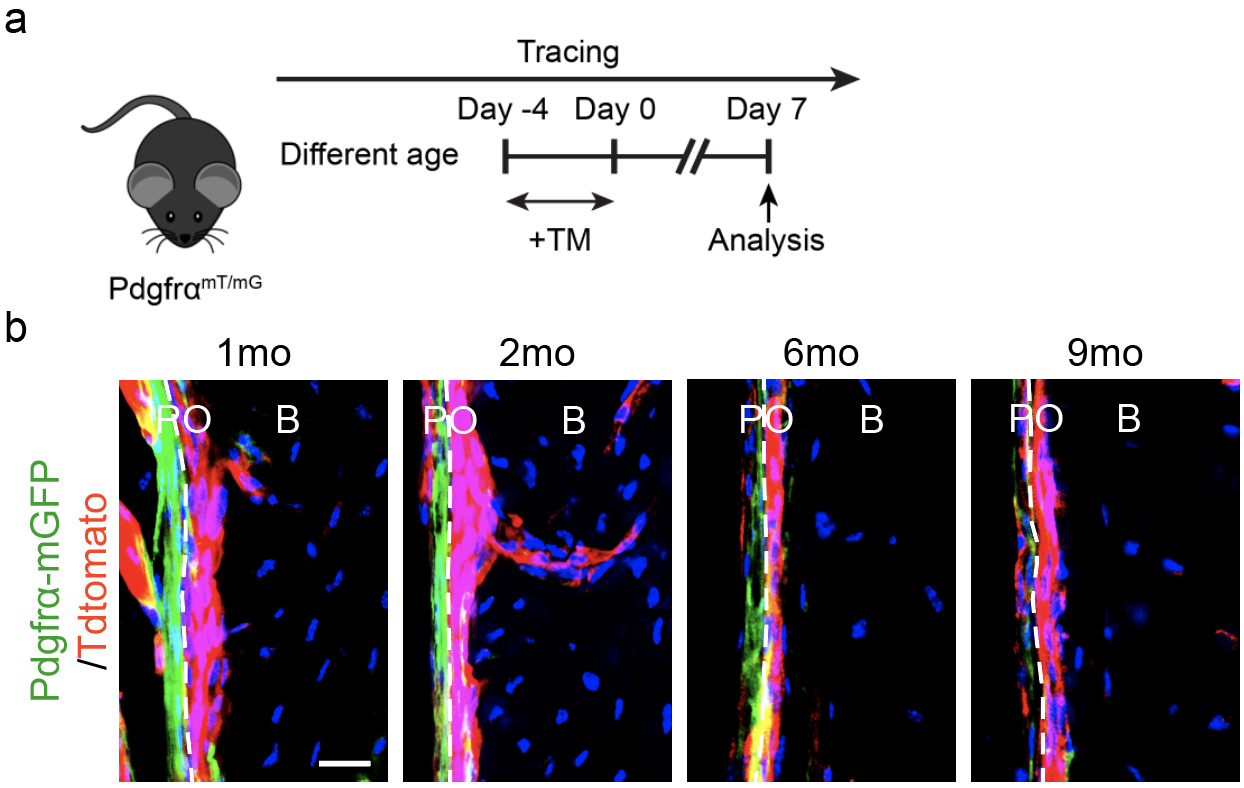

**Supplementary Figure S5. PDGFRα reporter^+^ periosteal progenitor cells reduce with age. (a)** Male Pdgfrα^mT/mG^ animals were administered tamoxifen (TM) at 1, 2, 6, or 9 months of age. In each case, the location of Pdgfrα-labeled cells was examined at 7 d after TM administration. **(b)** Representative images of femoral diaphyseal periosteum from Pdgfrα^mT/mG^ mice at different ages after TM administration. Scale bar: 20 μm. Nuclei, DAPI (4′,6-diamidino-2-phenylindole, blue). PO, periosteum; B, bone. Dashed lines in **b** indicate the limit between the inner and outer layers of periosteum. N=3-4 animals per timepoint.

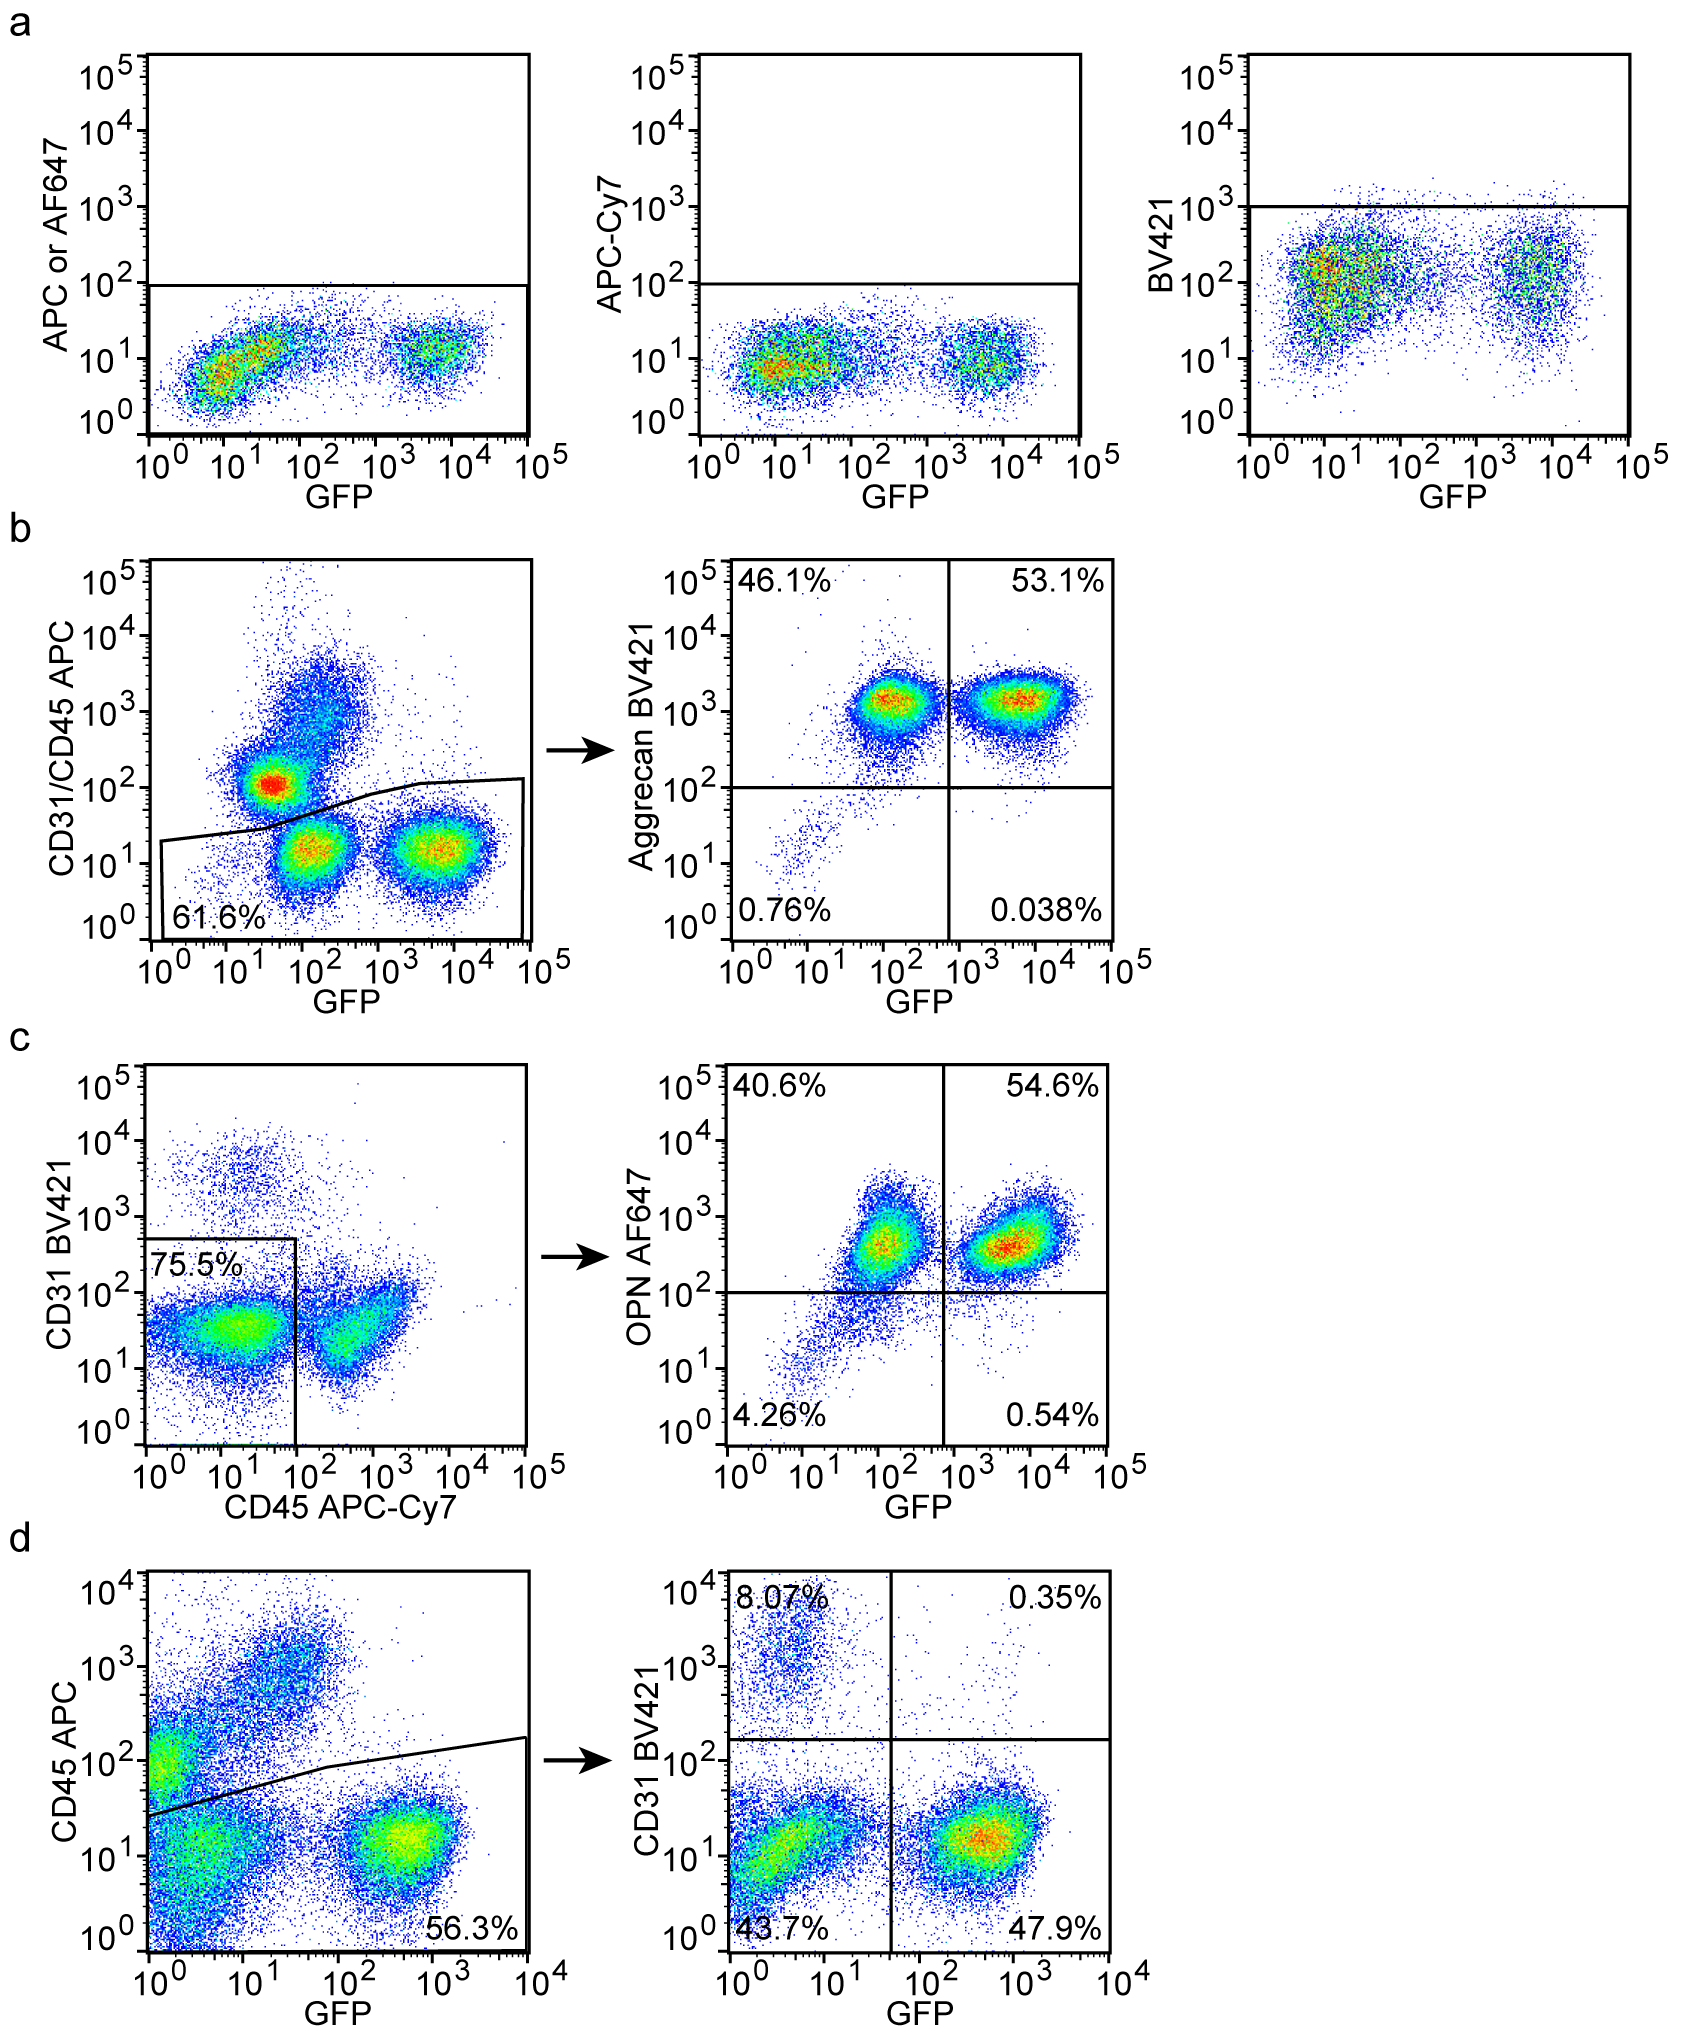

**Supplementary Figure S6. PDGFRα reporter^+^ cells give rise to osteochondral cells, but not endothelial cells after fracture.** Fracture calluses from Pdgfrα^mT/mG^ animals (male, 2-month-old) were microdissected, dissociated and analyzed by flow cytometry 7 d after injury. **(a)** Isotype control was shown to set the negative gates. **(b)** Analysis of GFP within Aggrecan^+^ cells among freshly isolated CD31^-^CD45^-^ periosteal cells. **(c)** Analysis of GFP expression within osteopontin (OPN)^+^ cells among freshly isolated CD31^-^CD45^-^ periosteal cells. **(d)** Analysis of GFP expression within CD31^+^ cells among freshly isolated CD45^-^ periosteal cells. The total number of events is 12,130, 50,175, 68,830, and 69,792 in a-d, respectively.

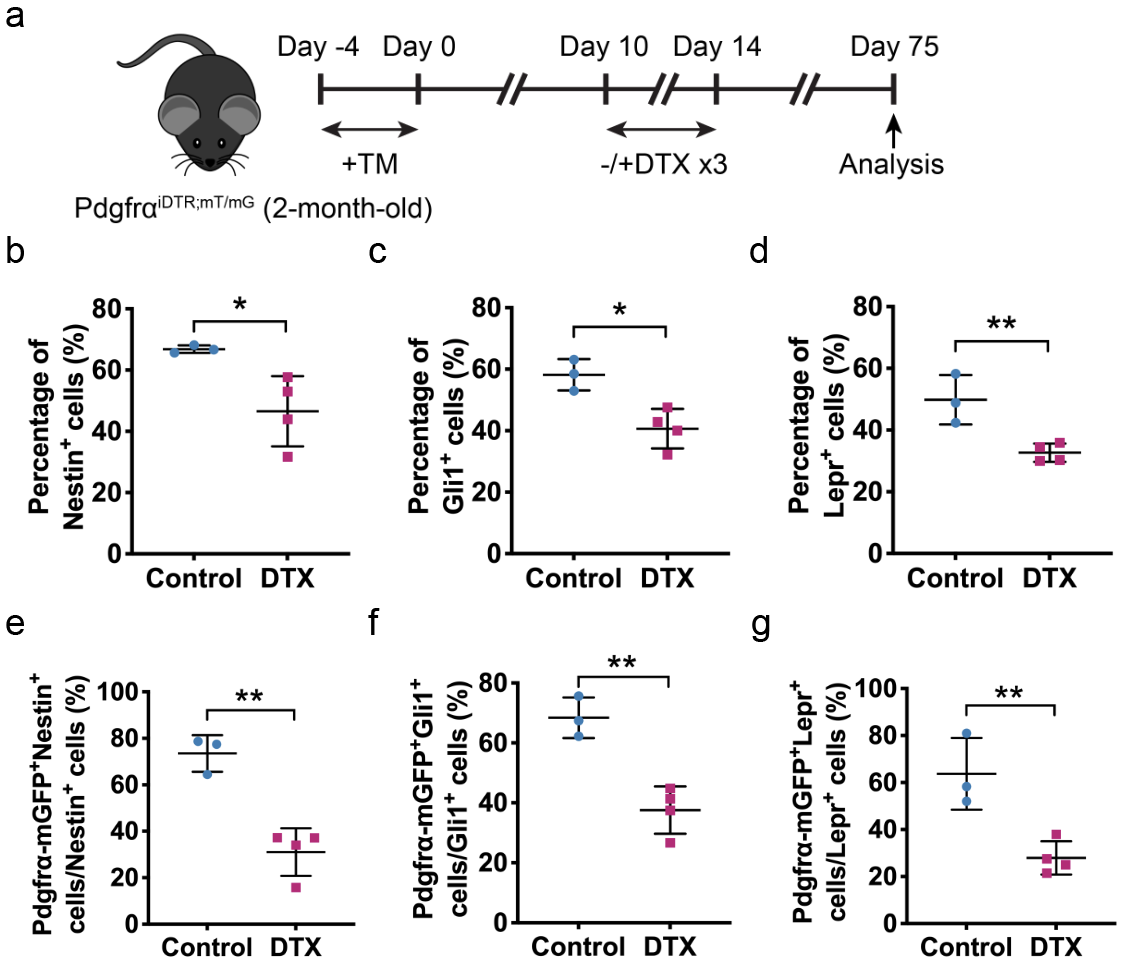

**Supplementary Figure S7. Ablation of PDGFRα reporter^+^ cells decreases skeletal progenitor cell frequency in periosteum. (a)** Pdgfrα^iDTR;mT/mG^ animals (male, 2-month-old) were sequentially administered tamoxifen (TM) followed by diphtheria toxin (DTX), with analysis performed after 2 mo. **(b-d)** The percentage of Nestin^+^ **(b)**, Gli1^+^ **(c)**, and Lepr (Leptin receptor)^+^ **(d)** cells in periosteum, as assessed by immunohistochemistry. **(e-g)** Percentage of PDGFRα reporter^+^Nestin^+^ **(e)**, PDGFRα reporter^+^Gli1^+^ **(f)**, and PDGFRα reporter^+^Lepr^+^ **(g)** cells in the diaphyseal periosteum. The corresponding images can be found in **Fig. 3d**. DTX: diphtheria toxin. Dot plots represent an individual animal, while whisker plots indicate mean values and one standard deviation. N=3-4 animals per group. **P*<0.05; ***P*<0.01 as assessed using two-tailed Student’s *t*-tests.

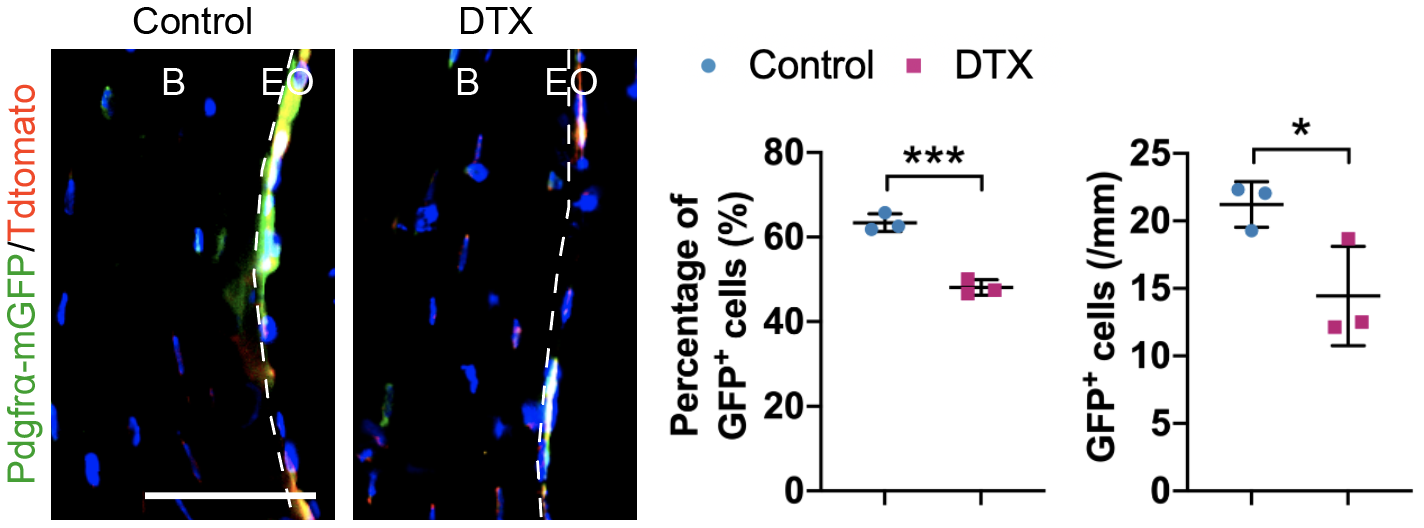

**Supplementary Figure S8.** **PDGFRα reporter activity (GFP) in endosteum was reduced among DTX-treated animals.** Pdgfrα^iDTR;mT/mG^ animals (male, 2 mo old) were sequentially administered tamoxifen (TM) and diphtheria toxin (DTX) with analysis performed after 2 mo. Representative images of PDGFRα reporter activity^+^ (GFP^+^) endosteal osteoblasts among DTX- or control-treated Pdgfrα^iDTR;mT/mG^ animals. Nuclei, DAPI (4′,6-diamidino-2-phenylindole, blue). Percentage of mGFP^+^ endosteal osteoblasts / total endosteal osteoblasts and the number of mGFP^+^ endosteal osteoblasts/mm were shown. Scale bars: 50 μm. N=3 animals per group. Dot plots represent an individual animal, while whisker plots indicate mean values and one standard deviation. **P*<0.05; ****P*<0.001 as assessed using two-tailed Student’s *t*-tests.

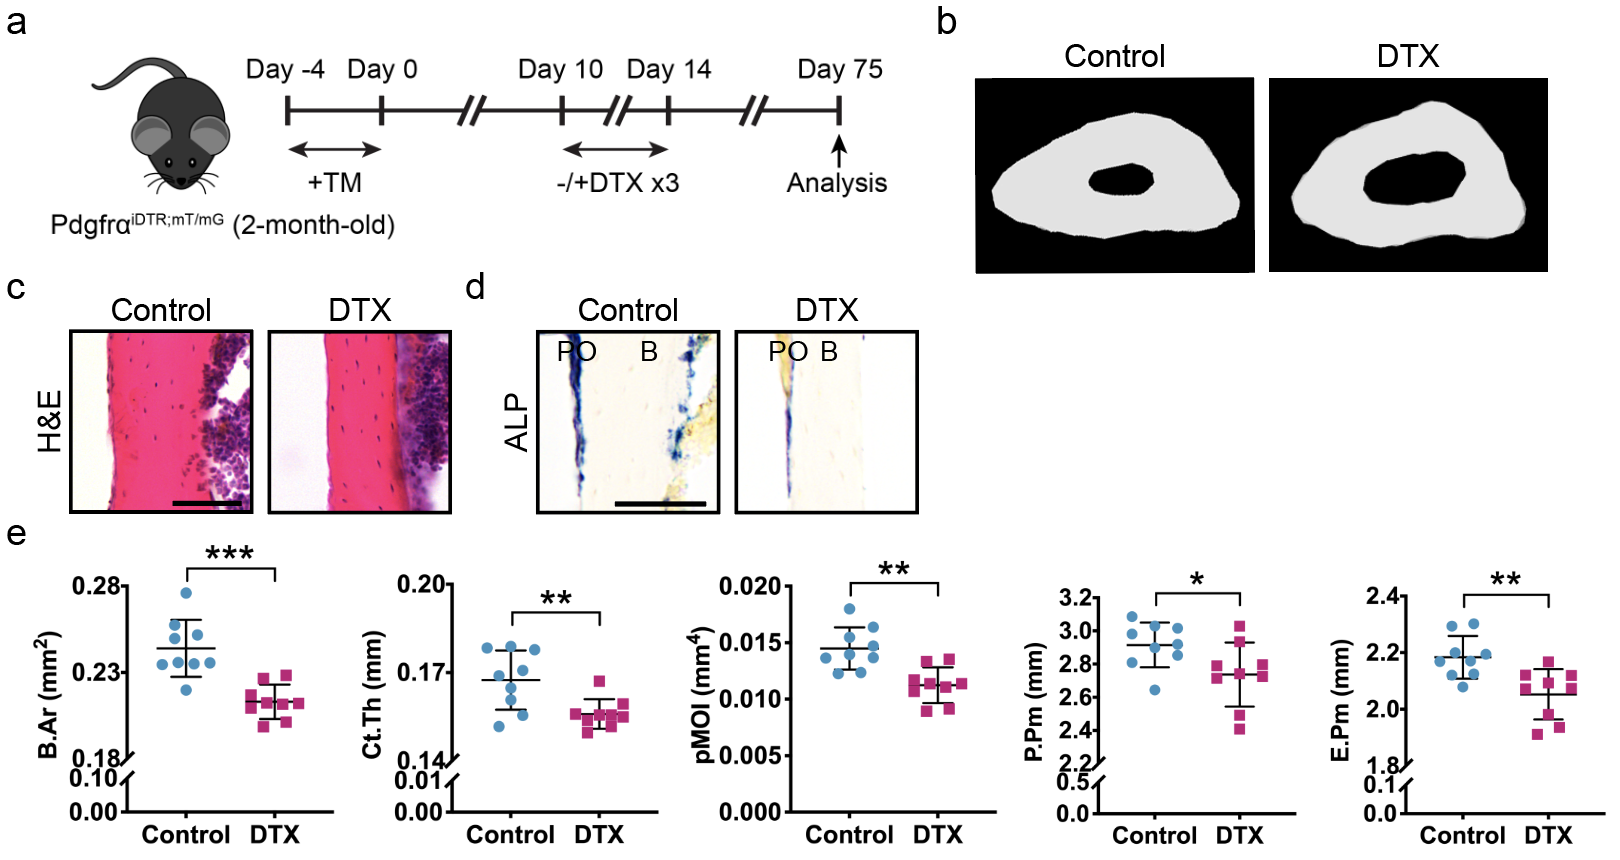

**Supplementary Figure S9.** **Ablation of PDGFRα^+^ cells reduced the cortical bone mass of ulna. (a)** Male 2-month-old Pdgfrα^iDTR;mT/mG^ animals were administered tamoxifen (TM) followed by diphtheria toxin (DTX). Cortical bone mass in the midshaft ulna was measured 2 mo after DTX. **(b)** Micro-CT reconstructions of cortical bone in the midshaft ulna. **(c,d)** Representative histologic appearance by **(c)** H&E and **(d)** alkaline phosphatase (ALP) staining. **(e)** Quantitative analysis of micro-CT images among the control and DTX groups, including bone area (B.Ar), cortical thickness (Ct.Th), polar moment of inertia (pMOI), periosteal perimeter (P.Pm), and endosteal perimeter (E.Pm). Scale bar: 50 μm. PO, periosteum; B, bone. In graphs, dot plots represent an individual animal, while whisker plots indicate mean values and one standard deviation. N=9 per group animals. **P*<0.05; ***P*<0.01; ****P*<0.001 as assessed using two-tailed Student’s *t*-tests.

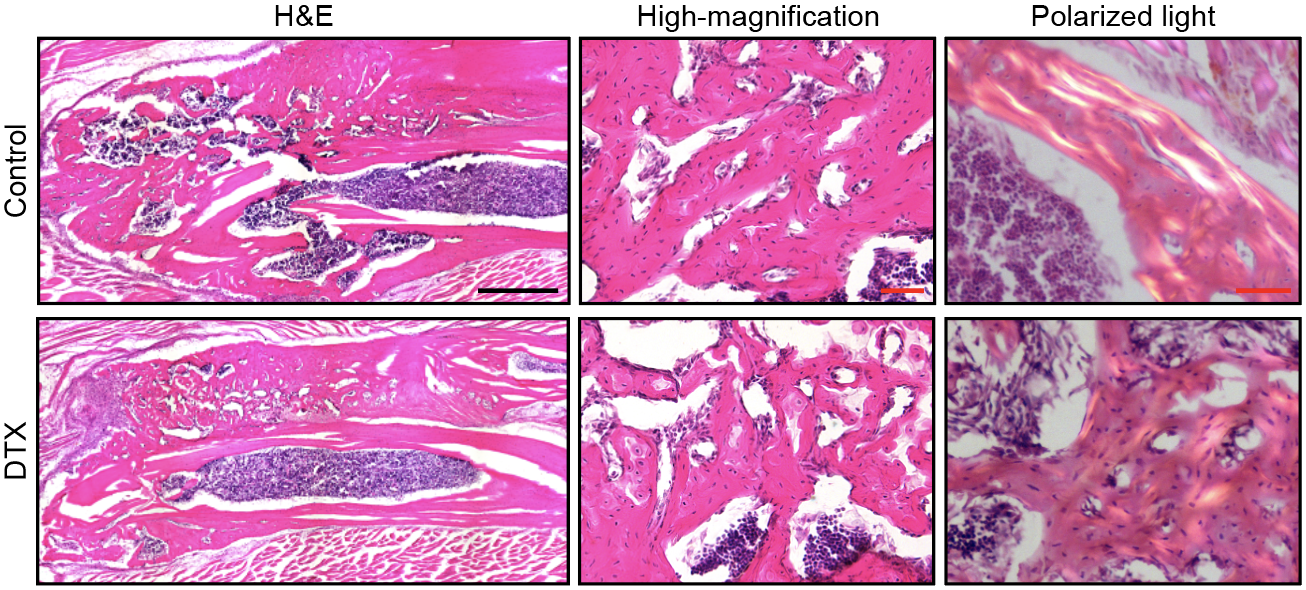

**Supplementary Figure S10. Representative H&E-stained images of the fracture callus in Pdgfrα^iDTR;mT/mG^ animals, 30 d after fracture.** Images shown at low and high magnification, and under polarized light. Black scale bars: 500 μm. Red scale bars: 50 μm. N=4 animals per group.

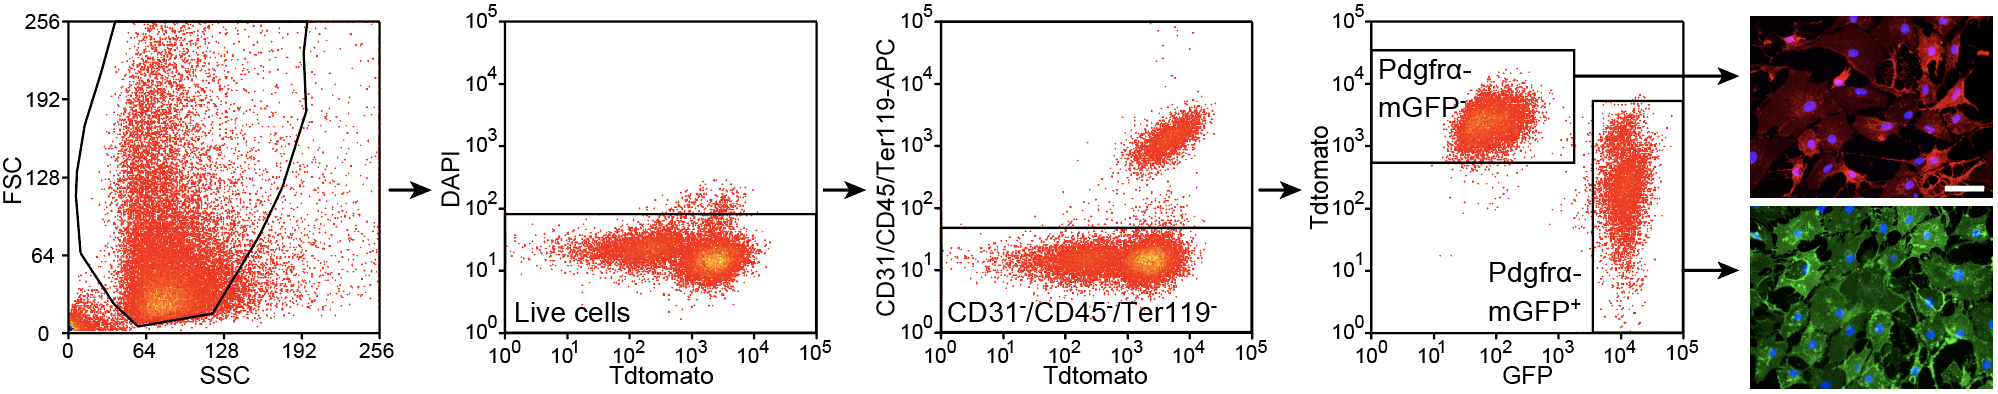

**Supplementary Figure S11. Isolation methods of PDGFRα reporter^+^ periosteal progenitor cells.** Mouse periosteal cells are derived by size distribution, followed by exclusion of DAPI^+^ cells, followed by exclusion of CD31, CD45, and Ter119 expressing cells. Among CD31^-^CD45^-^Ter119^-^ periosteal cells, PDGFRα reporter^-^ (mTdtomato^+^, red) and PDGFRα reporter^+^ (mGFP^+^, green) cell isolation was performed from Pdgfrα^mT/mG^ mouse periosteum. Isolation was performed 2 wks after TM from microdissected mouse hindlimbs (femur/tibia). Scale bar: 50 μm.

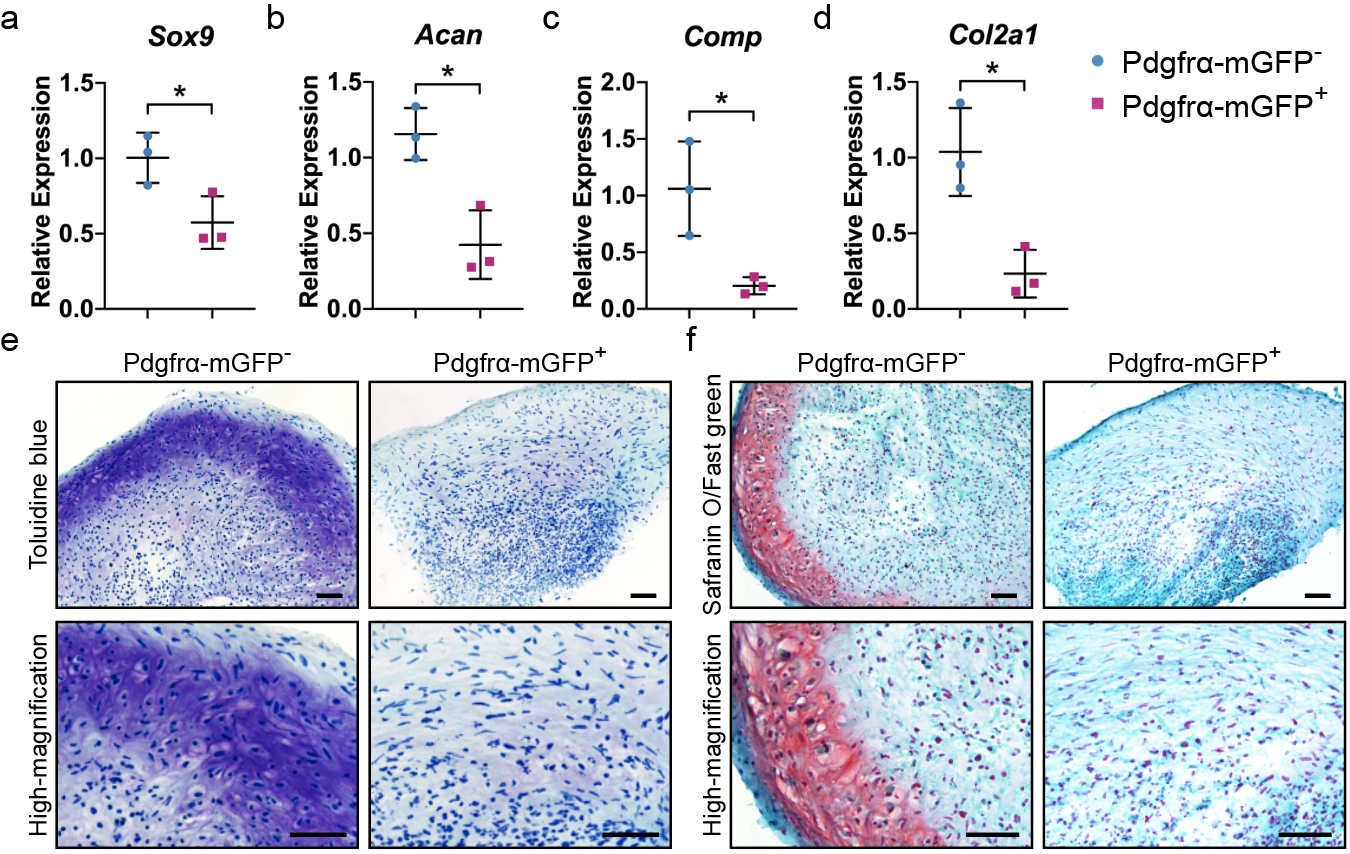

**Supplementary Figure S12. Chondrogenic differentiation of PDGFRα reporter^-/+^ cells.** Chondrogenic gene expression among PDGFRα reporter^-/+^ mouse periosteal cells, including **(a)** *SRY-Box transcription factor 9* (*Sox9*), **(b)** *Aggrecan* (*Acan*), **(c)** *Cartilage oligomeric matrix protein* (*Comp*), and **(d)** *Collagen type 2 a1* (*Col2a1*) at 7 d of differentiation in micromass culture. **(e,f)** Chondrogenic differentiation, as assessed by **(e)** Toluidine blue/fast green and **(f)** Safranin o/fast green staining at 21 d of differentiation in high density micromass culture. Cells were defined by FACS as PDGFRα reporter^-^(Tdtomato^+^)CD31^-^CD45^-^Ter119^-^ and PDGFRα reporter^+^(GFP^+^)CD31^-^CD45^-^Ter119^-^ populations from microdissected mouse hindlimbs of Pdgfrα^mT/mG^ animals, and chondrogenic differentiation assays were performed on passage 5 cells. Experiments were performed in experimental triplicate. Scale bar: 50 μm. Dot plots represent an individual sample, while whisker plots indicate mean values and one standard deviation. **P*<0.05 as assessed using two-tailed Student’s *t*-tests.

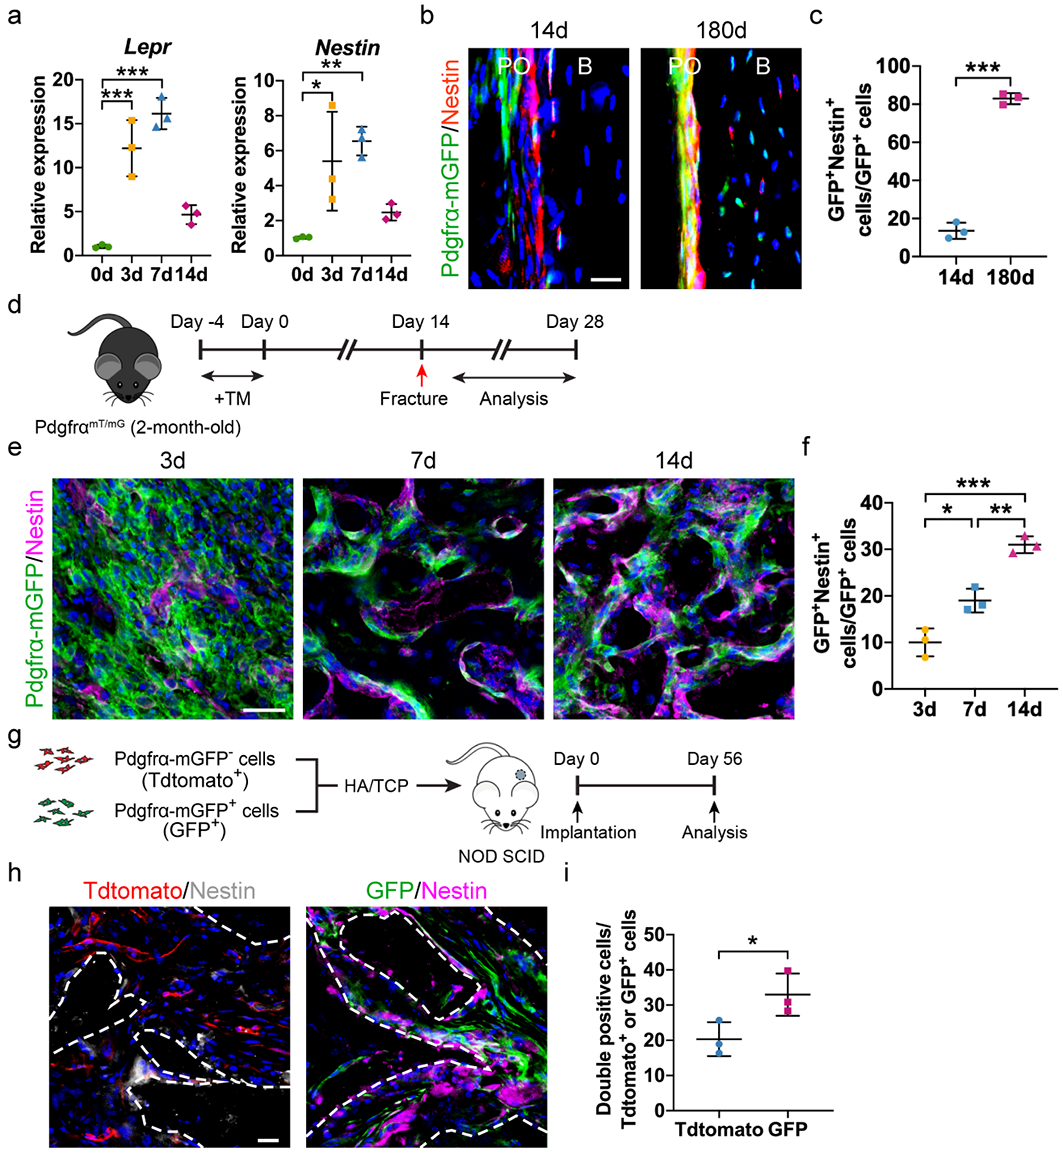

**Supplementary Figure S13. PDGFRα reporter^+^ periosteal progenitors give rise to Nestin^+^ PDGFRα reporter^+^ periosteal cells during bone formation. (a)** *In vitro* expression of *Nestin* (*Nes*) and *leptin receptor* (*Lepr*) during osteogenic differentiation. Gene expression was examined using mouse PDGFRα reporter^+^ periosteal cells from d 0-14 of osteogenic differentiation, as assessed by qPCR. **(b)** Nestin expression among the uninjured femoral diaphyseal periosteum after long term chase periods (samples also shown in **Fig. 1**). Femoral periosteum from Pdgfrα^mT/mG^ animals (male, 2 mo old) was analyzed by immunohistochemistry at 14 and 180 d after TM administration. Nestin immunoreactivity appears red, while PDGFRα reporter activity appears green. Nuclei, DAPI (4′,6-diamidino-2-phenylindole, blue). **(c)** Percentage of dual positive PDGFRα reporter^+^Nestin^+^ cells / total PDGFRα reporter^+^ cells within periosteum at 14 and 180 d after TM labeling. **(d)** Schematic of forelimb fracture experiments, in which Pdgfrα^mT/mG^ animals underwent forelimb fracture 14 d after TM administration and were analyzed up to 14 d later (samples also shown in **Fig. 2**). **(e)** Nestin expression among PDGFRα reporter cells within the fracture callus assessed by immunohistochemistry at 3, 7, and 14 d after injury. **(f)** Percentage of dual positive PDGFRα reporter^+^Nestin^+^ cells / total PDGFRα reporter^+^ cells within the fracture callus at 3, 7, and 14 d after injury. **(g)** Schematic of mouse periosteal cell implantation, in which PDGFRα reporter^+^ (mGFP^+^) or PDGFRα reporter^-^ (Tdtomato^+^) periosteal cells are implanted subcutaneously and evaluated 56 d later (samples also shown in **Fig. 5**). **(h,i)** Nestin expression among PDGFRα reporter^+^ (GFP^+^) or PDGFRα reporter^-^ (Tdtomato^+^) periosteal implants, assessed by immunohistochemistry. Representative images **(h)** and quantification **(i)** of the frequency of Tdtomato^+^Nestin^+^ or GFP^+^Nestin^+^ cells. White dashed lines demarcate the edges of scaffold. Scale bar: 20 μm. B: bone; PO: periosteum. Dot plots represent an individual sample or animal, while whisker plots indicate mean values and one standard deviation. *In vitro* experiments were performed in biologic and experimental triplicate. N=3 animals per group. **P*<0.05; ***P*<0.01; ****P*<0.001 as assessed using two-tailed Student’s *t*-tests or one-way ANOVA with Tukey’s multiple comparisons test (a,f).

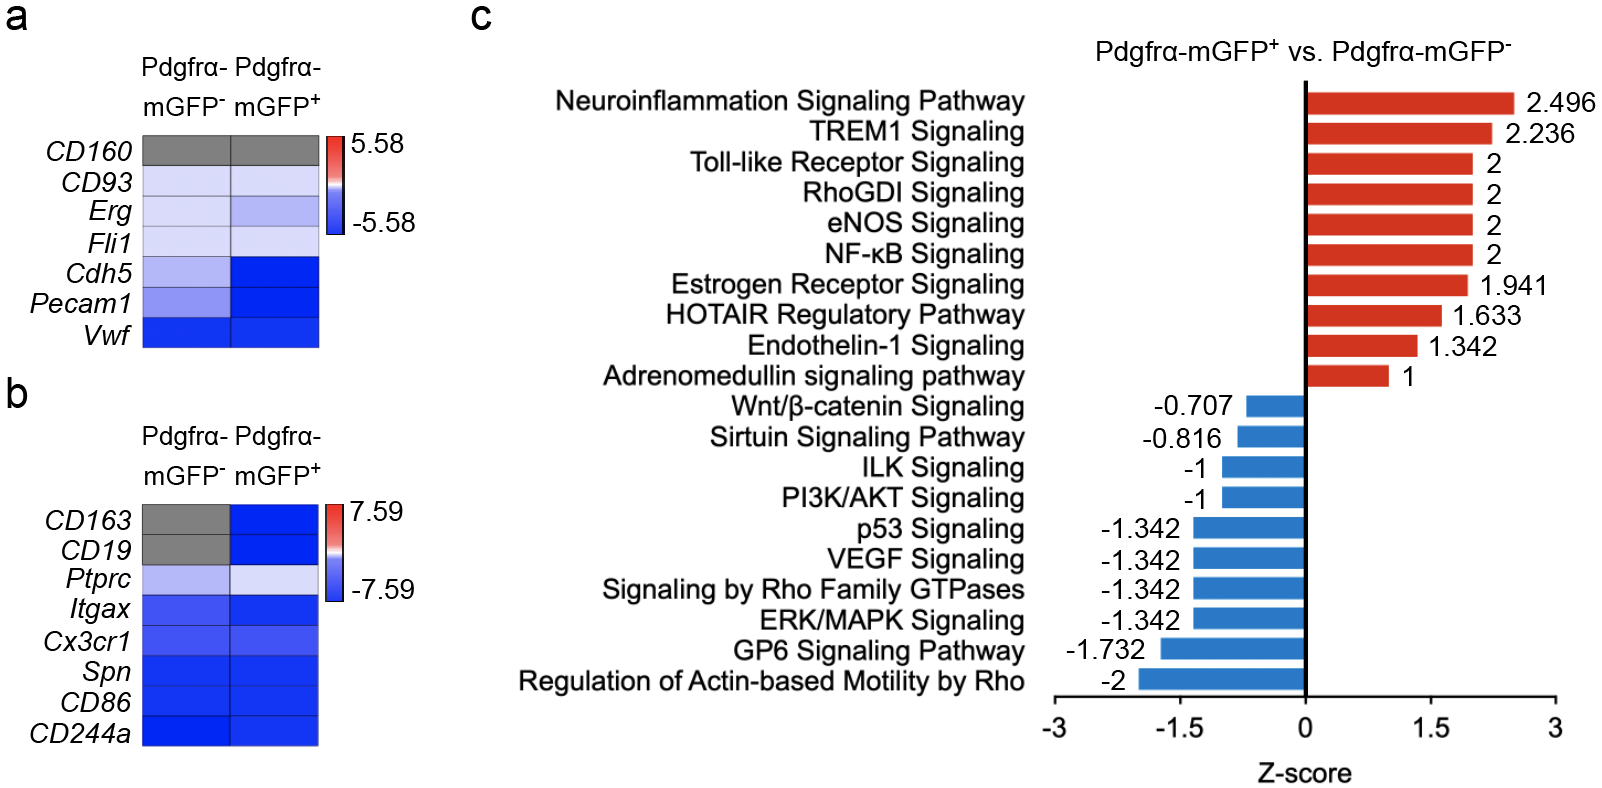

**Supplementary Figure S14. Supplemental RNA sequencing analysis of PDGFRα reporter^-/+^ periosteal cells.** Supplemental analysis for the data shown in **Fig. 7** of total RNA Sequencing of FACS purified PDGFRα reporter^-^(Tdtomato^+^)CD31^-^CD45^-^Ter119^-^ and PDGFRα reporter^+^(GFP^+^)CD31^-^CD45^-^Ter119^-^ periosteal cells from microdissected hindlimbs of Pdgfrα^mT/mG^ animals. **(a,b)** Confirmation of cell purity among FACS identified PDGFRα reporter^-/+^ periosteal cells. **(a)** Heat map demonstrating mRNA expression levels of endothelial markers among PDGFRα reporter^-/+^ periosteal cells. **(b)** Heat map of inflammatory cell markers among PDGFRα reporter^-/+^ periosteal cells. The gray color indicates no signal detected. **(c)** QIAGEN Ingenuity Pathway Analysis (IPA) identified representative pathways that were upregulated (Z-score > 0; red color) or downregulated (Z-score < 0; blue color) in PDGFRα reporter^+^ periosteal cells compared to PDGFRα reporter^-^ periosteal cells.

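A heat map of this kind shows the log2 value of each gene in each library as a color. The endothelial genes of panel a had library medians of −2.26 and −3.62 in PDGFRα reporter+ libraries 2 and 3 and of −1.36 and −1.11 in the PDGFRα reporter- libraries, over the genes with a value. *Erg* had log2 values of 0.40 and −2.46 in the PDGFRα reporter+ libraries and of 0.96 and −2.23 in the PDGFRα reporter- libraries, so that its level followed the number of the library more than the population. Among the inflammatory genes of panel b, *Ptprc* had the highest values, −1.28 and −0.39 in PDGFRα reporter+ and −2.30 and −1.22 in PDGFRα reporter- cells.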

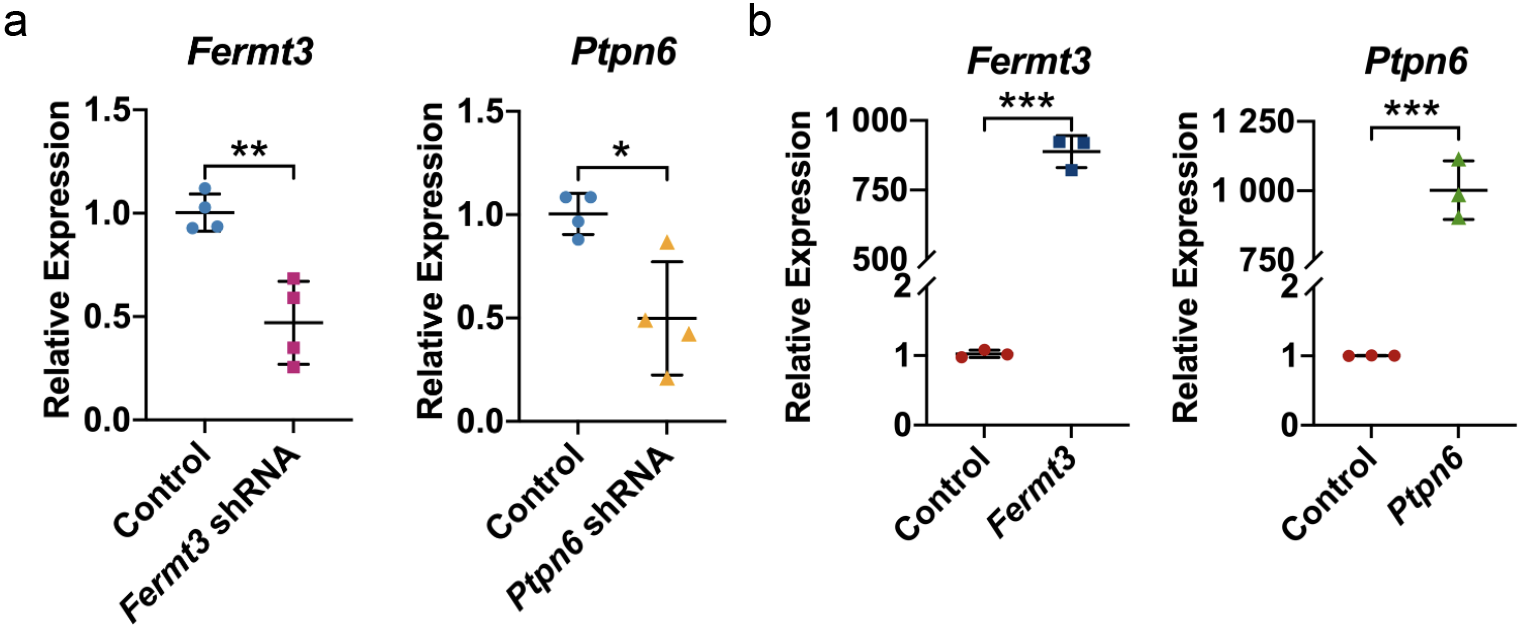

**Supplementary Figure S15. Efficiency of knockdown and overexpression of *Fermt3* and *Ptpn6* among mouse periosteal cells.** Gene expression of either *Fermt3* or *Ptpn6* as assessed by qRT-PCR after **(a)** shRNA mediated knockdown (pLKO.1-*Fermt3* shRNA or pLKO.1-*Ptpn6* shRNA) or **(b)** overexpression (pCMV6-AC-*Fermt3* or pCMV6-AC-*Ptpn6*). Dot plots represent an individual sample, while whisker plots indicate mean values and one standard deviation. **P*<0.05; ***P*<0.01; ****P*<0.001 as assessed using two-tailed Student’s *t*-tests.

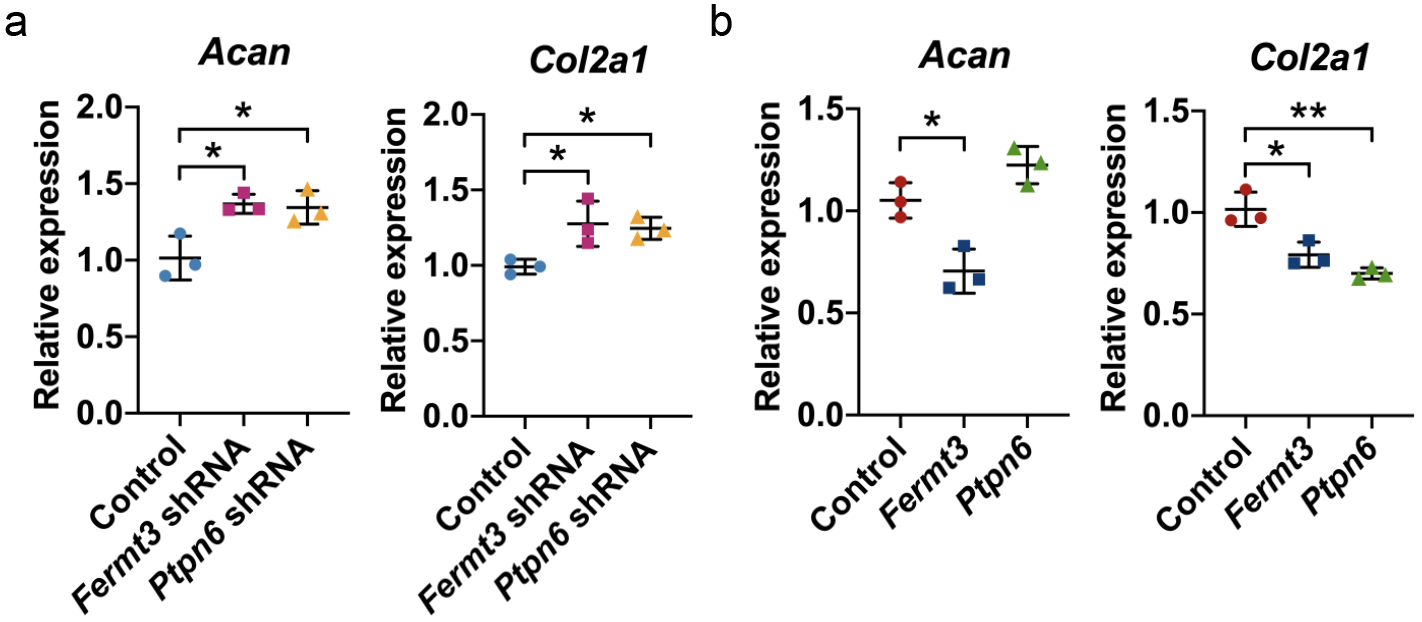

**Supplementary Figure S16. The effects of Fermt3 and Ptpn6 on chondrogenic differentiation. (a)** Chondrogenic differentiation with or without *Fermt3* or *Ptpn6* shRNA among mouse PDGFRα reporter^+^ periosteal cells assessed by chondrogenic gene expression by qRT-PCR (7 d), including *Aggrecan* (*Acan*) and *Collagen type 2 A1* (*Col2a1*). **(b)** Chondrogenic differentiation with or without *Fermt3* or *Ptpn6* overexpression in mouse PDGFRα reporter^-^ periosteal cells assessed by chondrogenic gene expression by qRT-PCR (7 d). Dot plots represent an individual sample, while whisker plots indicate mean values and one standard deviation. **P*<0.05; ***P*<0.01; ****P*<0.001 as assessed using one-way ANOVA with Tukey’s multiple comparisons test.

**Supplementary Table S1.** Frequency of PDGFRα reporter^-/+^ cells among CD31^-^CD45^-^Ter119^-^ cells from mouse periosteum by FACS sorting. Each sample represents 5-8 pooled animals.

| **Sample no.** | **PDGFRα reporter^-^ cells** | **PDGFRα reporter^+^ cells** |
| --- | --- | --- |
| 1 | 45.89 | 53.23 |
| 2 | 45.61 | 53.11 |
| 3 | 38.40 | 39.70 |
| 4 | 41.29 | 45.70 |
| 5 | 40.13 | 58.72 |
| 6 | 35.57 | 54.38 |
| Average | 41.15 | 50.81 |
| SD | 4.05 | 6.87 |

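The table lists, for 30 genes lower in PDGFRα reporter+ cells, the log2 fold change and the p-value of the difference. The log2 fold changes computed from the deposited values were within 1e-05 of the listed ones. Means over the 4 libraries ran from −0.23 to 6.34 on the log2 scale. Both PDGFRα reporter+ libraries lay below both PDGFRα reporter- libraries for 11 of the genes. With limma, 6 of the genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, and with the library number as a block 4 had an adjusted p under 0.05, the smallest being 0.00542.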

**Supplementary Table S2.** Bottom 30 differentially expressed genes among PDGFRα reporter^+^ versus PDGFRα reporter^-^ periosteal cells.

| ***Gene symbol*** | ***PDGFRα reporter^+^ vs. PDGFRα reporter^-^ Ratio*** | ***PDGFRα reporter^+^ vs. PDGFRα reporter^-^ Log2 (FC)*** | ***PDGFRα reporter^+^ vs. PDGFRα reporter^-^ -Log10 (p-value)*** |
| --- | --- | --- | --- |
| *Akap12* | 0.372063 | -1.42638 | 2.21756966 |
| *Col15a1* | 0.464007 | -1.10778 | 1.30574589 |
| *Dio3* | 0.481855 | -1.05333 | 1.73207771 |
| *Col28a1* | 0.492729 | -1.02113 | 1.72039693 |
| *Ano3* | 0.531424 | -0.912064 | 1.46430343 |
| *Ccl11* | 0.561097 | -0.833678 | 1.47595067 |
| *Slco2a1* | 0.567166 | -0.818156 | 1.91691683 |
| *Hmga1* | 0.56718 | -0.818122 | 1.92415023 |
| *Ephx2* | 0.569872 | -0.81129 | 3.3737654 |
| *Cavin2* | 0.587687 | -0.766879 | 1.5479819 |
| *Mfap5* | 0.60798 | -0.717905 | 2.09144582 |
| *Hspb7* | 0.624406 | -0.679444 | 1.72239308 |
| *Irx3* | 0.657425 | -0.605102 | 1.53622194 |
| *Itga6* | 0.661927 | -0.595256 | 1.44698886 |
| *Itgb3* | 0.670304 | -0.577113 | 1.38975091 |
| *Hspb1* | 0.686391 | -0.542897 | 1.6621715 |
| *Cryab* | 0.697352 | -0.520041 | 1.93987656 |
| *Cd80* | 0.697919 | -0.518869 | 1.42515534 |
| *Anxa3* | 0.698604 | -0.517454 | 1.67239793 |
| *Epas1* | 0.702278 | -0.509886 | 2.02228371 |
| *Adam33* | 0.705453 | -0.503378 | 2.29577825 |
| *Tbxa2r* | 0.711192 | -0.49169 | 1.33393246 |
| *Nav2* | 0.720432 | -0.473065 | 1.62360008 |
| *Rassf8* | 0.744259 | -0.426124 | 2.35673194 |
| *Emp1* | 0.747281 | -0.420277 | 2.00687649 |
| *Vcl* | 0.75183 | -0.411522 | 1.90456213 |
| *Limk1* | 0.752028 | -0.411142 | 1.42177236 |
| *Rnf157* | 0.752979 | -0.409319 | 1.39519851 |
| *Ccng1* | 0.759426 | -0.397019 | 1.57856061 |
| *Mapkapk3* | 0.762466 | -0.391255 | 1.34103897 |

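The 30 genes of this table were higher in PDGFRα reporter+ cells. Their means over the 4 libraries ran from −0.44 to 7.60 on the log2 scale, and both PDGFRα reporter+ libraries lay above both PDGFRα reporter- libraries for 14 of them. With limma, 5 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. With the block, 9 had an adjusted p under 0.05, the smallest being 0.00341 for *Mmp3*. *Fermt3*, *Ptpn6*, *Ms4a6d*, *Clec4n*, *Nckap1l*, *Fcgr2b*, *Cfp* and *Alox5ap*, 8 genes of myeloid cells that were picked from the table after their values were seen, had a median log2 fold change of 1.01, from 0.70 to 1.55.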

**Supplementary Table S3.** Top 30 differentially expressed genes among PDGFRα reporter^+^ versus PDGFRα reporter^-^ periosteal cells.

| ***Gene symbol*** | ***PDGFRα reporter^+^ vs. PDGFRα reporter^-^ Ratio*** | ***PDGFRα reporter^+^ vs. PDGFRα reporter^-^ Log2 (FC)*** | ***PDGFRα reporter^+^ vs. PDGFRα reporter^-^ -Log10 (p-value)*** |
| --- | --- | --- | --- |
| *Pip* | 5.66357 | 2.50171 | 3.19108379 |
| *Mmp3* | 4.03175 | 2.01141 | 1.47999622 |
| *Ms4a6d* | 2.93 | 1.5509 | 2.36471937 |
| *Fermt3* | 2.53051 | 1.33943 | 1.99347834 |
| *Clec4n* | 2.47839 | 1.3094 | 1.44850121 |
| *Mmp13* | 2.28151 | 1.18999 | 2.71124119 |
| *Vegfc* | 2.12201 | 1.08543 | 2.18174441 |
| *Fap* | 2.0886 | 1.06254 | 1.31573828 |
| *Nckap1l* | 2.02757 | 1.01975 | 1.70510851 |
| *Wnt16* | 2.01404 | 1.01009 | 1.37096369 |
| *Fcgr2b* | 1.99983 | 0.999878 | 2.20436395 |
| *Pitx1* | 1.97249 | 0.980021 | 1.83602211 |
| *Mme* | 1.93 | 0.948602 | 1.34440637 |
| *Rnf128* | 1.90575 | 0.930362 | 1.34246707 |
| *Rnd1* | 1.86058 | 0.895756 | 1.32314642 |
| *Steap4* | 1.8234 | 0.866627 | 1.97480067 |
| *Ednrb* | 1.80718 | 0.853742 | 1.39941041 |
| *Cfp* | 1.68939 | 0.756499 | 1.68563763 |
| *Ptpn6* | 1.64863 | 0.721271 | 1.646078 |
| *Fxyd6* | 1.62303 | 0.698687 | 1.31539159 |
| *Alox5ap* | 1.62225 | 0.697992 | 1.71073444 |
| *Prg4* | 1.60869 | 0.685884 | 1.31378304 |
| *Cbr2* | 1.60397 | 0.68165 | 1.37370173 |
| *Prr16* | 1.53665 | 0.619788 | 1.95581315 |
| *Sfrp2* | 1.5183 | 0.602454 | 1.31793619 |
| *Mgst2* | 1.48648 | 0.571898 | 2.3386654 |
| *Ahrr* | 1.4553 | 0.541313 | 1.33007349 |
| *Tmem42* | 1.43248 | 0.518514 | 2.58993002 |
| *Gstk1* | 1.39494 | 0.480208 | 1.65720635 |
| *Lurap1* | 1.38991 | 0.474988 | 2.89042483 |

**Supplementary Table S4.** Antibodies used.

| **Antibody** | **Company** | **Catalog #** | **Use** |
| --- | --- | --- | --- |
| Mouse anti-Mouse Aggrecan | Abcam | ab3778 | IF |
| Rabbit anti-Mouse Aggrecan | NOVUS Biologicals | NB100-74350 | F |
| Mouse anti-Mouse CD31 | Abcam | ab24590 | IF |
| Mouse anti-Human CD31 | BD Pharmingen | 563653 | FACS |
| Rat anti-Mouse CD31 | BD Pharmingen | 562939 | F |
| Rat anti-Mouse CD31 | BD Pharmingen | 551262 | F/FACS |
| Mouse anti-Human CD45 | BD Pharmingen | 557833 | FACS |
| Rat anti-Mouse CD45 | BD Pharmingen | 559864 | F/FACS |
| Rat anti-Mouse CD45 | BioLegend | 103116 | F |
| Rat anti-Mouse Ter119 | BD Pharmingen | 557909 | F/FACS |
| Mouse anti-Human CD140a | BD Pharmingen | 556002 | FACS |
| Rabbit anti-Human CD140a | Abcam | ab15501 | IF |
| Goat anti-Mouse CD140a | R&D Systems | AF1062 | IF |
| Rat anti-Mouse CD140a | BD Pharmingen | 562774 | F |
| Rabbit anti-Mouse Col2 | Abcam | ab34712 | IF |
| Rabbit anti-Mouse Gli1 | Abcam | ab49314 | IF |
| Mouse Leptin R Biotinylated antibody | R&D Systems | BAF497 | IF |
| Chicken anti-Mouse Nestin | Aves Labs | NES | IF |
| Mouse anti-Human Nuclei | Sigma | MAB1281 | IF |
| Mouse anti-Mouse Osteopontin | Santa Cruz Biotechnology | sc-73631 | F |
| Rabbit anti-Human/Mouse Osteocalcin | Abcam | ab93876 | IF |
| Mouse anti-Biotin AF647 | Jackson ImmunoResearch Laboratories | 200-602-211 | IF |
| Donkey anti-Chicken Cyanine Cy™5 | Jackson ImmunoResearch Laboratories | 703-175-155 | IF |
| Donkey anti-Goat AF647 | Abcam | ab150135 | IF |
| Goat anti-Mouse AF488 | Abcam | ab150117 | IF |
| Goat anti-Mouse AF647 | Abcam | ab150119 | IF |
| Goat anti-Rabbit AF647 | Abcam | ab150079 | IF |
| Goat anti-Rabbit BV421 | BD Pharmingen | 565014 | F |
| Goat anti-Rabbit DyLight 594 | Vector Laboratories | DI-1594 | IF |
| F: Flow cytometry; FACS: Fluorescent activated cell sorting; IF: Immunofluorescent staining. | | | |

**Supplementary Table S5.** Primers used.

| Genes (Mouse) | Forward | Reverse |
| --- | --- | --- |
| *Acan* | 5’-CCTGCTACTTCATCGACCCC-3’ | 5’-AGATGCTGTTGACTCGAACCT-3’ |
| *Alp* | 5’-AGGGCAATGAGGTCACATCC-3’ | 5’-GCATCTCGTTATCCGAGTACCAG-3’ |
| *Col1a1* | 5’-TGTGTGCGATGACGTGCAAT-3’ | 5’-GGGTCCCTCGACTCCTACA-3’ |
| *Col2a1* | 5’-ACCTTGGACGCCATGAAA-3’ | 5’-GTGGACAGTAGACGGAGGAA-3’ |
| *Comp* | 5’-GGTGGTGCTCAATCAGGGAAT-3’ | 5’-CATCATCAGTGGCGGTGTTTA-3’ |
| *Fermt3* | 5’-ATGGCGGGTATGAAGACAGC-3’ | 5’-CACCAATGTGCGACTCCCC-3’ |
| *GAPDH* | 5’-GACTTCAACAGCAACTCCCAC-3’ | 5’-TCCACCACCCTGTTGCTGTA-3’ |
| *Lepr* | 5’-TGGTCCCAGCAGCTATGGT-3’ | 5’-ACCCAGAGAAGTTAGCACTGT-3’ |
| *Nestin* | 5’-CCCTGAAGTCGAGGAGCTG-3’ | 5’-CTGCTGCACCTCTAAGCGA-3’ |
| *Bglap* | 5’-AAGCAGGAGGGCAATAAGGT-3’ | 5’-TTTGTAGGCGGTCTTCAAGC-3’ |
| *Ptpn6* | 5’-GGACTTCTATGACCTGTACGGA-3’ | 5’-GCTGCGTGTAATACTCGACCA-3’ |
| *Runx2* | 5’-TGTTCTCTGATCGCCTCAGTG-3’ | 5’-CCTGGGATCTGTAATCTGACTCT-3’ |
| *Sox9* | 5’-GTGCTGAAGGGCTACGACTG-3’ | 5’-ACTTGTAATCGGGGTGGTCTT-3’ |
| *Sp7* | 5’-ATGGCGTCCTCTCTGCTTG-3’ | 5’-TGAAAGGTCAGCGTATGGCTT-3’ |

| Genes (Human) | Forward | Reverse |
| --- | --- | --- |
| *GAPDH* | 5’-CTGGGCTACACTGAGCACC-3’ | 5’-AAGTGGTCGTTGAGGGCAATG-3’ |
| *LEPR* | 5’-ACCTCTGGTTCCCCAAAAAGG-3’ | 5’-TTGGCACAGGCACAAGACAT-3’ |
| *NES* | 5’-CTGCTACCCTTGAGACACCTG-3’ | 5’-GGGCTCTGATCTCTGCATCTAC-3’ |

**Supplementary Table S6.** Animal allocation for mouse periosteal cell implantation.

| **Cell group** | **Scaffold** | **Recipient** | **Cell #** | **Implant #** |
| --- | --- | --- | --- | --- |
| Control (HA/TCP alone) | HA (18 mg) +  β-TCP (27 mg) | NOD-SCID mice, male, 8 wks | No cells | 4 |
| Mouse PDGFRα reporter^-^CD31^-^CD45^-^Ter119^-^ periosteal cells |  |  | 3.0 × 10^6^ | 6 |
| Mouse PDGFRα reporter^+^CD31^-^CD45^-^Ter119^-^ periosteal cells |  |  | 3.0 × 10^6^ | 6 |

**Supplementary Table S7.** Animal allocation for human periosteal cell implantation.

| **Cell group** | **Scaffold** | **Recipient** | **Cell #** | **Implant #** |
| --- | --- | --- | --- | --- |
| Human CD31^-^CD45^-^ PDGFRα^-^ periosteal cells | DBX Putty  (50 mg) | NOD-SCID mice, male, 8 wks | 3.0 × 10^6^ | 4 |
| Human CD31^-^CD45^-^ PDGFRα^+^ periosteal cells |  |  | 3.0 × 10^6^ | 4 |

How the deposited data were processed for this re-analysis (not part of the article)

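The data were log2 expression values of 4 libraries of total RNA, 2 from PDGFRα reporter+ and 2 from PDGFRα reporter- mouse periosteal cells sorted by FACS as negative for CD31, CD45 and Ter119. Per the methods and the sample labels, the authors prepared stranded paired-end libraries, sequenced them on an Illumina instrument and analyzed the reads with Partek Genomics Suite and Spotfire. The log2 values were deposited by the authors after quantile normalization, with 1 value per gene symbol and library and a blank where no signal was found. The lowest value (−10.07), the quartiles and the highest value (11.73) were tested and were the same in the 4 libraries to within rounding. The linear unit under the logarithm, the aligner, the counting, the genome build, the annotation and the filters are not stated, so that the depth of the libraries and the counting error of a value are unknown. The top of the scale is shared by all libraries, and *Spp1* lay there in both libraries numbered 2.

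The columns of the table show the population and a number, 2 or 3, whereas the sample labels number the replicates 1 and 2. Libraries were therefore assigned to their population only and are named by the number in the table. Whether libraries with the same number came from the same preparation of cells is not written in the paper. It was checked on the paper's Supplementary Tables S2 and S3: for all 60 genes, the p-values listed there came out of a per-gene linear model that pairs the libraries by this number, with a largest difference of 0.00155 in −log10 p, and the log2 fold changes were within 1e-05. The sample labels add that cells were divided into the populations by sorting. The deviations of the libraries from the mean of their population had a correlation of 0.681 across genes between libraries with the same number. The number was used as a block in alternatives, not in the model chosen before the data were examined.

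The table held 45802 gene symbols, none of them repeated, of which 16742 had a value in at least 1 library. Positions, gene types and overlaps were taken from GENCODE M21 by symbol, which found 16014 (95.7%) of the 16742 symbols and all 266 genes of the lists and the text, 2 of them by a synonym.

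Before the data were examined, the comparisons, the tests, the gene lists and 18 alternative settings were fixed, the leave-one-out settings and the set tests included, and 4 more were added after seeing the data. The log2 fold change was the mean of the PDGFRα reporter+ libraries minus the mean of the PDGFRα reporter- libraries, over the 14415 genes with a value in all 4 libraries. Limits of 2 SD were set about 0 from the SD of the log2 fold changes. Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean, two-sided, without a block), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. With 2 libraries against 2, the smallest exact two-sided permutation p for 1 gene is 0.333, so that no such test was used for single genes. Gene sets were tested with camera of limma at a preset correlation of 0.01, with fry and with camera at an estimated correlation as alternatives. The 4 sets taken from the paper (the osteogenic genes of Fig. 7c, the chondrogenic genes of Fig. 7d, all collagen genes, and Wnt ligands with IGF genes) were adjusted together, and so were the 8 of 10 cell type lists with at least 2 genes. Summaries were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

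The genes named in the text are every gene the paper names from these libraries, *Pdgfra*, genes of the lists, and by a rule fixed beforehand the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes with a mean log2 value of at least 0 whose populations do not overlap. Other genes are said to have been chosen after their values were seen. The cell type lists covered macrophages (30 genes), neutrophils (10), B cells (8), T cells (8), erythroid cells (8), endothelial cells (10), skeletal muscle (9), osteoclasts (8), proliferation (15) and the interferon response (10), together with 5 genes that tell the sex of the animals and 11 genes of the IGF system. No gene of the 10 cell type lists is in another list or among the genes that the paper reports from these libraries, and *Igf1* is both in the IGF list and in Fig. 7c.

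The model was tested on simulated values for the 14415 genes, drawn around the mean of each gene with independent normal noise at the variance expected for its level and a difference between the library numbers, with a change of 2 on the log2 scale added for 200 genes. They were drawn from a model with pairs and so favor the block. Without a block the limma model called 115 of the 200 changed genes (57.5%) and 0 unchanged genes, and with the library number as a block it called 188 (94%) and 15 unchanged genes. The added change of 2 is large beside the SD of the observed log2 fold changes, 0.413. The simulated difference between library numbers was on average smaller than the observed one. These shares therefore do not hold for smaller changes in the data.

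Alternatives to these choices were centering each library on its median, quantile normalization over the genes tested, genes with a mean log2 value of at least 0 or at least 2, a pseudocount of 1 or 0.1 before the logarithm, missing values set to the lowest value, the library number as a block, limits of 2 SD about the mean, the SD estimated from the median absolute deviation, limma without the trend, a per-gene linear model without moderation of the variances, the set tests named above, and leaving out each library in turn. Those added after seeing the data were the block combined with a per-gene linear model without moderation, the block combined with limma without the trend, the block without moderation in genes with a mean of at least 0, and protein-coding genes alone. The pathway scores of the paper, which come from a commercial knowledge base, were left out, as were the qRT-PCR, the knockdown and overexpression experiments and the experiments in animals and human cells, which these libraries do not cover.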

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

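The tests on macrophages and on other blood cells were set before the data were examined, the test on scaling was replaced after the result was seen because quantile normalization fixes the median it was to use, and all other tests of this part were chosen only after the result was seen.

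Of the 30 upregulated genes of Supplementary Table S3, 8 are genes of myeloid cells, with log2 fold changes from 0.70 to 1.55. Macrophage genes outside that table, which the paper does not report from these libraries, were therefore examined and were higher in PDGFRα reporter+ cells. Over a list of 30 genes the median log2 fold change was 0.97, with 30 of 30 genes higher and 29 higher in both pairs of libraries. For 16 genes both PDGFRα reporter+ libraries lay above both PDGFRα reporter- libraries. Chance gives 33.3% for either direction together if the libraries are exchangeable, which these were not. All 30 genes had a value in every library of the sorted periosteal cells, none is in another list, and none was picked by the study. The median was 1.23 in the pair of libraries numbered 2 and 0.69 in the pair numbered 3. It was 0.39 without PDGFRα reporter- library 2 and 1.50 without PDGFRα reporter- library 3. The adjusted p from camera was 2.04e-31, but 0.529 under fry and 0.269 with an estimated correlation, and over the alternatives it ran from 2.59e-41 to 0.529. None of the 4 cell type lists called by camera was called under fry or with an estimated correlation. For 0 genes was the adjusted p under 0.05 when adjusted over the list alone, beside 6 with an unadjusted p under 0.05. With the library number as a block the count was 26 adjusted over the list alone and 2 over all genes, *C1qb* (log2 fold change 1.48) and *Tyrobp* (1.00). The most abundant gene of the list, *Lyz2*, was far above the median of all genes, with mean log2 values of 7.76 and 6.76 in the 2 populations. Of the 30 genes, 9 had a mean log2 value below 0.

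Several explanations are argued against by the tables. If blood cells of all kinds had been carried along, genes of neutrophils, B cells, T cells or erythroid cells would be abundant too, but their highest mean in PDGFRα reporter+ cells was −0.58, for *Camp*. The 2 neutrophil genes and the 2 T cell genes with values in all libraries were higher there as well, at low levels. So was the B cell gene, and the only erythroid gene was lower. One scaling factor per library would move other lists the same way, but the endothelial list had a median of −0.65. A lower share of periosteal stromal cells, made up by all other cell types alike, would raise the genes of each of them. However, the median of the skeletal muscle list was −1.31, over 6 genes that all had a mean log2 value below 0. A lower share made up by macrophages alone is not covered by this test. Depth and batch of sequencing are not known for these libraries. A carry-over of macrophages that differed between library numbers but was alike in both populations would leave the list level within pairs. However, the smaller median of the list within a pair was 0.69. What stays open is that macrophages, or RNA from them, may have been more frequent in the PDGFRα reporter+ libraries despite the removal of CD45-expressing cells, since the median of genes outside the table, 0.97, lay within the range of the 8 genes. A carry-over that differed between single libraries, unrelated to the reporter, cannot be told apart from this, as only 1 crossed split of the libraries exists, with a median of −0.24. Split by library number, the list had a median difference of 0.82, compared with 0.97 between the populations. Expression of these genes by PDGFRα reporter+ periosteal cells themselves is the biological alternative, and it was not tested.

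The same pattern bears on *Fermt3* and *Ptpn6*. Relative to the median of the macrophage list, the level of *Fermt3* varied by 0.836 on the log2 scale over the 4 libraries and that of *Ptpn6* by 0.763, while the genes of the list varied by 0.686 in the median, 10 of 30 by as much as *Fermt3* and 14 of 30 by as much as *Ptpn6*. As little variation was found for 2.44% of 1064 genes with a level like that of *Fermt3* and 2.22% of 1036 with a level like that of *Ptpn6*, but these genes were not chosen for a difference. Of the 22 genes of Supplementary Table S3 outside the 8 genes of myeloid cells, which varied by 1.33 in the median, 6 varied as little as *Fermt3* and 5 as little as *Ptpn6*. Of the other 6 genes of myeloid cells in that table, 5 and 4 did. All these genes were chosen for their difference in the same libraries, so that their level relative to the list decides little. RNA of macrophages and expression of *Fermt3* and *Ptpn6* in PDGFRα reporter+ periosteal cells cannot be told apart from these values, and the latter was not tested with these libraries. By qRT-PCR, the paper reports rising levels of both genes while mouse periosteal cells differentiated toward bone. It also reports less mineralization after knockdown of either gene in PDGFRα reporter+ cells. Those experiments were not examined here.

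Genes of endothelial cells outside those in Supplementary Fig. S14a were lower in PDGFRα reporter+ cells. Of 10 genes, 6 had a value in all libraries, with a median log2 fold change of −0.65 and 0 genes higher. The adjusted p was 2.94e-04 from camera, 0.529 under fry and 0.269 with an estimated correlation, and from 1.47e-08 to 0.529 over all alternatives. The median was −1.65 without PDGFRα reporter+ library 3 and −0.28 without PDGFRα reporter- library 3. When adjusted over the list alone, 0 genes had an adjusted p under 0.05, beside 2 with an unadjusted p under 0.05, and with the block 1 did. Independent noise of genes with low values is argued against, as only 0.29% of 10000 random lists of the same size and level had a lower median. Among the 6 genes, 4 were lower in both pairs, as were *Cdh5* and *Pecam1* of the paper's figure, which is consistent with endothelial cells or their RNA in the PDGFRα reporter- libraries at a low level. The list's most abundant gene, *Egfl7*, had mean log2 values of 1.11 and 1.15 and did not follow the others. A difference between the sorted populations themselves was not tested.

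Genes of skeletal muscle were also lower in PDGFRα reporter+ cells. Of 9 genes, 6 had a value in all libraries, with a median of −1.31, 5 genes lower in both pairs and *Tnnt3* higher (0.16). The largest decrease of all genes was that of *Myh1* (−4.68). The adjusted p was 4.77e-07 from camera, 0.133 under fry and 0.258 with an estimated correlation, and from 3.42e-08 to 0.258 over the alternatives. With each library left out the median lay between −1.59 and −1.06. It was −1.51 in the pair numbered 2 and −0.63 in the pair numbered 3. An adjusted p under 0.05, adjusted over the list alone, was reached by 1 gene, and by 3 with the block, compared with 0 over all genes. No random list of the same size and level had a lower median (0 of 10000), which argues against independent noise of genes with low values. Whether mature skeletal muscle was carried along in the PDGFRα reporter- libraries is left open, as the genes that speak on it lay near the bottom of the range. *Myh4*, which mature muscle expresses highly, had a mean of only −6.62 there. *Mb* had values of −5.71 and −5.77 in these libraries and none in the PDGFRα reporter+ libraries, and *Ckm* had a value in 1 PDGFRα reporter- library only. Other genes of the list were higher in PDGFRα reporter- cells, with means of −2.81 and −7.49 in PDGFRα reporter- and PDGFRα reporter+ cells for *Myh1*, −1.10 and −2.79 for *Mylpf* and −1.03 and −1.62 for *Actn3*. *Des* (−1.60 and −2.40 in the pairs) and *Myh3* (log2 fold change −3.57), chosen after their values were seen, were lower in PDGFRα reporter+ cells too. Mature muscle, a small number of immature muscle cells and expression of these genes in PDGFRα reporter- periosteal cells may thus each remain, and the last 2 were not tested.

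Genes of osteoclasts were higher in PDGFRα reporter+ cells, with a median log2 fold change of 0.946 over 7 of 8 genes, 6 of them higher and 4 in both pairs. The adjusted p was 6.25e-06 from camera, 0.583 under fry and 0.294 with an estimated correlation, and from 3.38e-06 to 0.583 over the alternatives. As for single genes, 0 had an adjusted p under 0.05 adjusted over the list alone, beside 1 with an unadjusted p under 0.05, and with the block 2 did. The median was above that of 100% of random lists of the same size and level, which argues against independent noise of genes with low values. It rested mostly on 1 pair of libraries, as the median was 0.10 in the pair numbered 2 and 2.38 in the pair numbered 3. The median was 0.47 without PDGFRα reporter+ library 3 and 1.78 without PDGFRα reporter+ library 2. A difference confined to the pair numbered 3 is therefore a candidate explanation. Cells of the osteoclast lineage among the PDGFRα reporter+ cells remain open and untested. The most abundant gene of the list was *Mmp9*, with means of 3.55 and 1.80.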

How the results depend on the processing

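No test beyond the alternatives themselves was run for this part, and where no cause is given the cause was not tested. The alternatives that combine the block with another choice, and protein-coding genes alone, were chosen after seeing the data.

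A filter on low values tests fewer genes. With genes of a mean log2 value of at least 0, 253 genes were higher and 235 lower by more than 2 SD, 32 and 29 of them with an unadjusted p under 0.05. At a mean of at least 2, of 6499 genes 150 were higher and 118 lower, 21 and 15 with an unadjusted p under 0.05. The SD from the median absolute deviation gave 1364 and 1355 genes. Missing values set to the lowest value gave 612 lower genes, and 95 and 98 with an unadjusted p under 0.05. Limma without the trend gave 113 and 107 genes with an unadjusted p under 0.05.

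With the replicate block, which pairs the libraries by number, 261 higher and 167 lower genes had an unadjusted p under 0.05, and 29 genes an adjusted p under 0.05. The block without the trend gave 319 and 236 genes with an unadjusted p under 0.05 and 0 with an adjusted p under 0.05. The block without moderation in genes with a mean of at least 0 gave 253 and 235 genes past 2 SD, 25 and 22 of them with an unadjusted p under 0.05. Of 58 genes of the text, 10 were called only with the block in limma with the trend (*Mmp3*, *Mmp13*, *Vegfc*, *Saa2*, *Saa3*, *Lum*, *Actg2*, *Thbs1*, *C1qb* and *Tyrobp*, with adjusted p-values from 0.00341 to 0.0473, compared with 1 without it). The block changed no other call among these 58 genes. Of the other genes named, it also called *Ms4a6d* (adjusted p of 0.0437) and *Clec4n* (0.0121). In the settings without the block, 0 genes had an adjusted p under 0.05, beside 131 with an unadjusted p under 0.05 in limma with the trend. Median centering, quantile normalization, a pseudocount of 0.1, limits about the mean and protein-coding genes alone left all counts within 1.5 times those reported.

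The sets depended on the test. The number of cell type lists called was 4, and 2 with genes of a mean of at least 0, 1 with a mean of at least 2, 0 under fry and 0 with an estimated correlation. Under both of these tests the calls of the macrophage list (0.97), the endothelial list (−0.65), the skeletal muscle list (−1.31), the osteoclast list (0.946) and the osteogenic set (0.20) were lost, at the same medians. For the osteogenic set the call was also lost with a mean of at least 2 (median 0.13, adjusted p of 0.133) and with missing values set to the lowest value (0.20, adjusted p of 0.0541), over a range of adjusted p from 4.83e-05 to 0.763, the lowest with the block without moderation in genes with a mean of at least 0. The median of the chondrogenic set turned to 0.0404 with a mean of at least 2 and that of the proliferation list to 0.0812, neither of them called. The Wnt and IGF set, with a median of 0.00, was called with a mean of at least 0 (median 0.33, adjusted p of 0.0168), and also with the block without moderation in these genes (range of adjusted p 7.88e-04 to 0.927), and its sign turned with a pseudocount of 1 (−0.00653) and with missing values set to the lowest value (−0.0480). With missing values set to the lowest value, the B cell list could be tested with 3 genes and was called (median 1.18, adjusted p of 0.00673), and the erythroid list with 4 genes was not (adjusted p of 0.962). The interferon list was called with a pseudocount of 1 (0.21, adjusted p of 0.0238, range 0.0238 to 0.803).

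Leaving out each library in turn moved the medians of the sets. They ran from 0.10 (without PDGFRα reporter- library 2) to 0.51 (without PDGFRα reporter+ library 2) for the osteogenic set and from −0.63 (without PDGFRα reporter+ library 2) to 0.38 (without PDGFRα reporter+ library 3) for the chondrogenic set. The Wnt and IGF set ran from −0.0626 (without PDGFRα reporter- library 2) to 0.47 (without PDGFRα reporter+ library 2). The macrophage list ran from 0.39 (without PDGFRα reporter- library 2) to 1.50 (without PDGFRα reporter- library 3) and the endothelial list from −1.65 (without PDGFRα reporter+ library 3) to −0.28 (without PDGFRα reporter- library 3). Genes past 2 SD ran from 376 (without PDGFRα reporter+ library 3) to 605 higher and from 330 to 512 lower. Of the 58 genes, 21 changed sign in at least 1 of these settings. As these settings unbalance the library numbers, a change of sign can come from the number rather than the population.

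Outside these settings, the log2 fold change of *Cd86* reversed, to −0.000972 with a pseudocount of 1. That of *Spp1*, at the top of the scale, moved from −0.00015 to 0 with quantile normalization, which is no change of direction. The alternative for repeated gene symbols was not run, as 0 symbols were repeated. The unknown depth limits genes at the bottom of the scale, for which no counting error can be given.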

Differences from the paper's values

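The values below were computed with settings fixed before the data were examined unless said otherwise, and no test of a cause was run.

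The paper counted among expressed genes that also had functional annotation, which the deposited values lack. The main computed numbers cover all 14415 genes with a value in every library, so that the gene sets differ. The paper's number of transcripts higher by more than 2 SD in PDGFRα reporter+ cells is 247, and the computed number was 485. With genes of a mean log2 value of at least 0 it was 253, which is within 1.5 times of the paper's, and the same 253 were counted with the block without moderation in those genes, a setting chosen after seeing the values. The other alternatives set before the data were examined gave from 150 to 1364. For transcripts lower by more than 2 SD the paper's number is 193, and the computed number was 403, or 235 with genes of a mean of at least 0 and likewise 235 in the setting with the block chosen after seeing the values. The other alternatives gave from 118 to 1355. As shares of the genes, the gap is smaller: the paper gives 2.39% higher and 1.87% lower, and 3.36% and 2.80% were computed, both within 1.5 times of the paper's.

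Of the higher transcripts, the paper counts 29 with P under 0.05, and 53 were computed. The alternatives within 1.5 times of the paper's number were genes with a mean of at least 0 (32) and of at least 2 (21), and the block without moderation in genes with a mean of at least 0 (25), chosen after seeing the values. Of the lower transcripts, the paper counts 22, and 48 were computed, with 29 and 15 under the same filters and 22 in the setting chosen after seeing the values. The remaining alternatives set before the data were examined did not close these gaps.

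The lowest log2 fold change in the paper's volcano plot is about −2.1 in Fig. 7a, read by eye, and the computed lowest value was −4.68, for *Myh1*. With genes of a mean of at least 0 the lowest value was −2.096, for *Actg2*, also with the block without moderation added after the values were seen, and with a pseudocount of 0.1 it was −2.04, for *Cdh5*. The other alternatives set before the data were examined gave from −7.27, with missing values set to the lowest value, to −1.32, with a pseudocount of 1. At the other end of the plot, the paper's highest value is about 4.1 in Fig. 7a, read by eye, and the computed one was 4.13, for *Saa2*. It was 2.70 with genes of a mean of at least 0 and 2.84 with a pseudocount of 0.1, so that the alternatives that reach the lowest value miss the highest.

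For *Fermt3*, the paper's −log10 p in Supplementary Table S3 is 1.993478, and the computed value was 0.911988. None of the alternatives set before the data were examined closed this gap, and with the block it was 3.29, past the paper's value. The block without moderation gave 1.99347 and the block without the trend 2.65, both chosen after seeing the values. For *Ptpn6*, the paper's value is 1.646078, and the computed value was 0.991643. It was 1.28 with a pseudocount of 1, 1.24 without the trend and 1.67 with the block, and 1.65 with the block without moderation and 1.86 with the block without the trend, the last 2 chosen after seeing the values. All 60 genes of Supplementary Tables S2 and S3 have a p under 0.05 in the paper, compared with 11 computed. The number was 57 with the block, and, in settings chosen after seeing the values, 60 with the block without moderation, 53 with the block without the trend and 54 with the block without moderation in genes with a mean of at least 0.

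Among statements without a number, the paper states that inflammatory genes were rarely or not expressed in either population. The highest mean log2 value of those it shows was −0.84, for *Ptprc*, whereas the macrophage gene *Lyz2*, which it does not show, ranked at percentiles 99.2 and 98.6 in the 2 populations.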

Other observations

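The test on noise at low values was set before the data were examined, and the test on genes called with the block was chosen only after the result was seen.

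Of the 888 genes past 2 SD, 111 had a mean log2 value of at least 0. The median of their means was −3.60, compared with 1.87 for the other genes. Noise of genes with low values may therefore account for most of the genes past this limit. The limit of 2 SD is the same at all levels, whereas the SD of the log2 fold change was 0.688 below a mean of 0 and 0.216 above it. No biological explanation was tested for the level of these genes.

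The 4 libraries can be divided into pairs in 3 ways, which is too few for a count of splits. Dividing them by library number gave 2208 genes with an adjusted p under 0.05 without a block, compared with 0 between the populations, and 2173 genes that differed by more than 1 on the log2 scale, compared with 612 between the populations. The crossed split, which sets PDGFRα reporter+ library 2 and PDGFRα reporter- library 3 against the other two, gave 465 such genes. With the library number as a block, the populations gave 29 genes with an adjusted p under 0.05 and the crossed split 0, beside 913 and 586 genes with an unadjusted p under 0.05. Without moderation of the variances the order was the other way, with 603 genes for the populations and 780 for the crossed split with an unadjusted p under 0.05. The genes called with the block and chance cannot be told apart, as 1 other split of this kind exists, which gave 0 genes. What sets the libraries numbered 2 apart from those numbered 3 is not known, and a batch of preparation or sequencing and a difference between groups of mice were not tested.

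Other lists gave smaller or uneven differences. The neutrophil list had a median log2 fold change of 0.82 over 2 genes, with an adjusted p of 0.0957 from camera, and of 0.44 without PDGFRα reporter+ library 3. For T cells it was 0.36 over 2 genes (adjusted p of 0.451), and −0.16 without PDGFRα reporter- library 2. The proliferation list had a median of −0.18 over 15 genes (adjusted p of 0.0957), −0.73 in the pair numbered 2 and 0.38 in the pair numbered 3. It was also 0.38 without PDGFRα reporter+ library 2. The interferon list had a median of 0.43 over 9 genes (adjusted p of 0.0970), 1.41 in the pair numbered 2 and −0.76 in the pair numbered 3. Without PDGFRα reporter+ library 2 it was −1.02 and without PDGFRα reporter+ library 3 it was 1.34. Of the B cell list, only *Cd22* (1.18), and of the erythroid list, only *Klf1* (−2.11) had a value in all libraries, so that these lists were tested as sets only with missing values set to the lowest value. The B cell list then had a median of 1.18 over 3 genes with an adjusted p of 0.00673, resting on values filled in at the bottom of the range, and the erythroid list had an adjusted p of 0.962 over 4 genes. The 4 genes of the Y chromosome had a median log2 fold change of 0.17, and *Xist* had no value in any library.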
